# Gene expression modulation by the linker of nucleoskeleton and cytoskeleton complex contributes to proteostasis

**DOI:** 10.1111/acel.13047

**Published:** 2019-10-01

**Authors:** Amir Levine, Danielle Grushko, Ehud Cohen

**Keywords:** linker of nucleoskeleton and cytoskeleton, neurodegeneration, protein aggregation, proteostasis

## Abstract

Cellular mechanisms that act in concert to maintain protein homeostasis (proteostasis) are vital for organismal functionality and survival. Nevertheless, subsets of aggregation‐prone proteins form toxic aggregates (proteotoxicity) that in some cases, underlie the development of neurodegenerative diseases. Proteotoxic aggregates are often deposited in the vicinity of the nucleus, a process that is cytoskeleton‐dependent. Accordingly, cytoskeletal dysfunction contributes to pathological hallmarks of various neurodegenerative diseases. Here, we asked whether the linker of nucleoskeleton and cytoskeleton (LINC) complex, which bridges these filaments across the nuclear envelope, is needed for the maintenance of proteostasis. Employing model nematodes, we discovered that knocking down LINC components impairs the ability of the worm to cope with proteotoxicity. Knocking down *anc‐1*, which encodes a key component of the LINC complex, modulates the expression of transcription factors and E3 ubiquitin ligases, thereby affecting the rates of protein ubiquitination and impairing proteasome‐mediated protein degradation. Our results establish a link between the LINC complex, protein degradation, and neurodegeneration‐associated proteotoxicity.

## 1 INTRODUCTION

Maintaining protein homeostasis (proteostasis) requires the coordinated activity of a network of quality control and degradation mechanisms (the “proteostasis network”), and is vital for organismal functionality and survival. While the proteostasis network efficiently supervises the integrity of the proteome early in life, its competence declines with age, exposing older organisms to toxic protein aggregation (proteotoxicity) and to the development of a multitude of proteotoxic maladies (Carvalhal Marques, Volovik, & Cohen, 2015). Late‐onset neurodegenerative disorders, such as Alzheimer's disease (AD) and Huntington's disease (HD), are such maladies that are characterized by the accumulation of aberrantly aggregated proteins (Ross & Poirier, 2004).

Several indications highlight the roles of the nucleus in the management of proteostasis. First, cells form quality‐control deposition sites that accumulate aberrantly aggregated proteins within the nucleoplasm (Miller et al., 2015). Secondly, in some cases, aggregated proteins are deposited in juxta‐nuclear quality‐control sites such as aggresomes of mammalian cells. The formation of aggresomes is dependent upon the cytoskeleton, as microtubules sequester aggregated proteins to these sites (Johnston, Ward, & Kopito, 1998). Furthermore, abnormal cytoskeletal components can accumulate in protein deposition sites and underlie pathological aspects of neurodegenerative disorders (Goldman, Yen, Chiu, & Peress, 1983). Thus, the cytoskeleton is essential for protein deposition in quality‐control sites and its stability is associated with proper proteostasis (Hill, Hanzén, & Nyström, 2017).

Nuclear lamins compose the nuclear lamina, a meshwork of intermediate filaments that is a key constituent of the nucleoskeleton, which plays important roles in nuclear architecture and function (Gruenbaum, Margalit, Goldman, Shumaker, & Wilson, 2005). Defects in the nuclear lamina promote aging‐like progeroid phenotypes (Janin, Bauer, Ratti, Millat, & Méjat, 2017), and many studies link the integrity of the nuclear lamina and envelope to proteostasis. For one, the nuclear envelope encompasses a protein quality‐control machinery that mediates the digestion of misfolded proteins (Foresti, Rodriguez‐Vaello, Funaya, & Carvalho, 2014). In addition, the AD‐associated peptide amyloid beta (Aβ) leads to the deformation of the nuclear lamina (Chang et al., 2011) and the expression of a mutated, AD‐linked protein tau causes lamin misregulation (Frost, Bardai, & Feany, 2016). Together, these findings indicate that nuclear components are associated with proteotoxicity, and raise the question of how nuclear components and cytoskeletal elements cooperate to maintain proteostasis.

Microtubules and actin filaments physically interact with nuclear lamins across the nuclear envelope via the linker of nucleoskeleton and cytoskeleton (LINC) complex (Starr & Fridolfsson, 2010). This complex is composed of SUN domain proteins that bind the nuclear lamina and link it to cytoskeletal elements via KASH domain proteins. The LINC complex takes part in transducing mechanical stimuli from the cell exterior to alterations in gene expression (Wang, Tytell, & Ingber, 2009). Although both the cytoskeleton and the nucleoskeleton are linked to aging‐related diseases, it is unclear whether their interactions have a role in the maintenance of proteostasis. To address this, we used the nematode *Caenorhabditis elegans*, which expresses the KASH domain proteins ANC‐1 and ZYG‐12. These proteins interact on one end with actin filaments and the microtubule‐organizing center (MTOC), respectively, and on the other end bind the SUN domain proteins UNC‐84 and SUN‐1, respectively (Starr & Fridolfsson, 2010).

Here, we show that the LINC complex is crucial for proteostasis, as knocking down LINC components enhances proteotoxicity. This effect is dependent upon the gene expression regulatory roles of the LINC complex. Gene expression profiling indicates that knocking down *anc‐1*, which encodes an ortholog of the mammalian proteins nesprin‐1 and nesprin‐2, modulates the expression levels of several T‐box transcription factors and E3 ubiquitin ligases. Functional assays unveiled that the knockdown of *anc‐1* reduces protein degradation by the proteasome.

Together, our results point at the LINC complex as a mediator of proteostasis‐regulating communication between the cytosol and the nucleus, and unveil new roles of transcription factors and ubiquitin ligases in maintaining the integrity of the proteome.

## 2 RESULTS

### 2.1 The LINC complex is required for protection from proteotoxicity but not for lifespan determination

To test whether the LINC complex is essential to counter proteotoxicity, we employed worms that express the AD‐linked, Aβ_3–42_ peptide in their body‐wall muscles (strain CL2006, hereafter “Aβ worms”). Populations of these animals exhibit progressive paralysis, a phenotype that serves as a measure of Aβ proteotoxicity (Cohen, Bieschke, Perciavalle, Kelly, & Dillin, 2006). Using RNA interference (RNAi), we knocked down the expression of each of the LINC complex genes: *sun‐1*, *unc‐84*, *zyg‐12,* or *anc‐1,* and followed the rates of paralysis within the populations. Our results indicate that the knockdown of any of these genes enhances paralysis, compared to worms that were fed with control bacteria harboring the empty RNAi vector (EV; Figure 1a–d).

**Figure 1:**
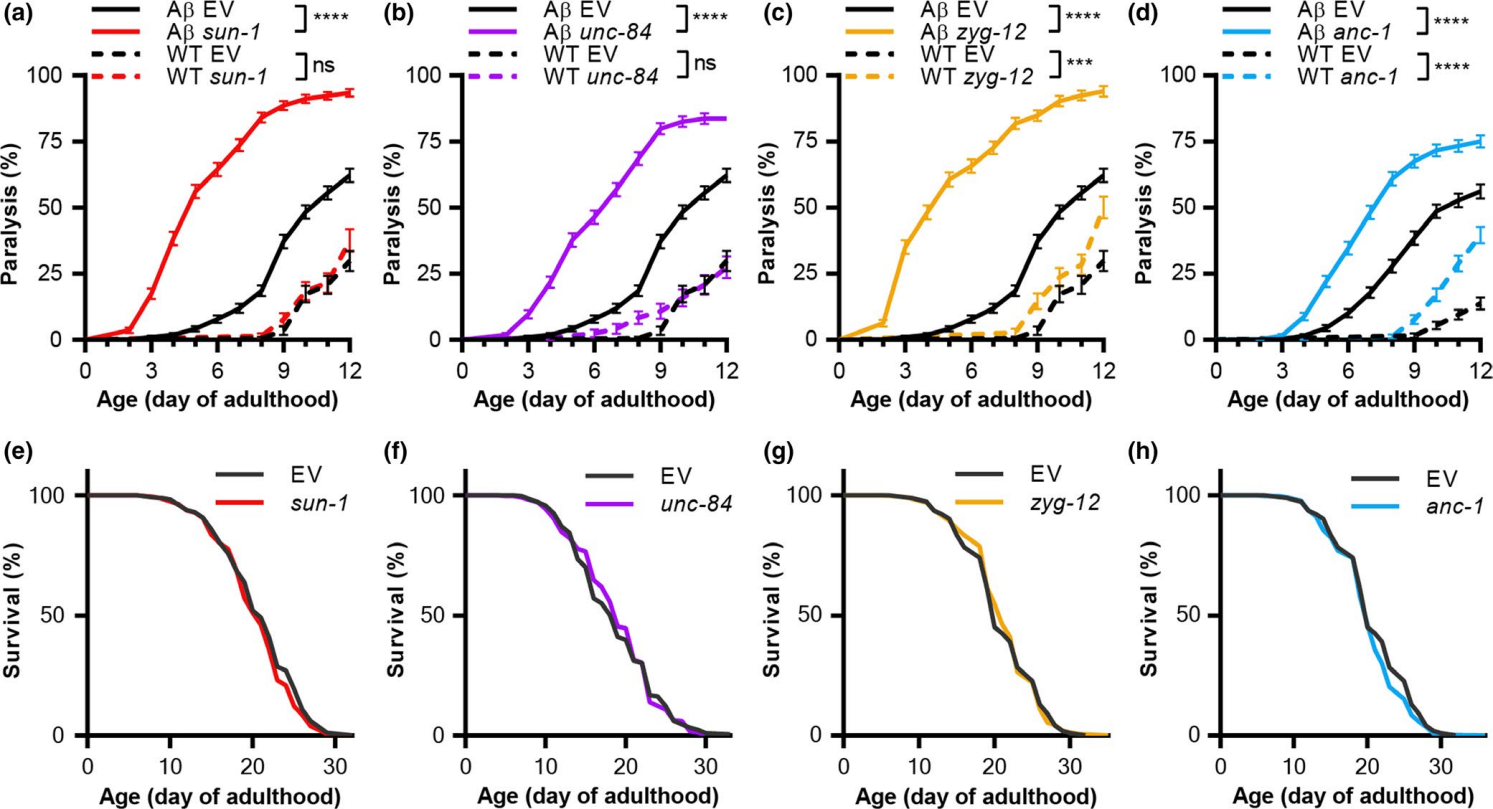
The linker of nucleoskeleton and cytoskeleton (LINC) complex is required for protection from proteotoxicity but not for lifespan determination. (a–d) Paralysis assays of Aβ worms (Aβ, strain CL2006) and of wild‐type animals (WT, strain N2) show that knocking down LINC components enhances Aβ proteotoxicity. In late stages of adulthood, the knockdown of *anc‐1* and of *zyg‐12* enhanced aging‐associated paralysis of WT worms. WT, *n* = 120–240, two independent repeats; Aβ, *n* = 336–362, three independent repeats. (e–h) Survival of temperature‐sensitive sterile animals (strain CF512) shows that LINC component knockdown does not affect lifespan. *n* = 358–361, three independent repeats. Logrank test with a Bonferroni correction. ***p < .001, ****p < .0001. Data are mean ± *SEM*

To test whether the enhanced paralysis rates observed in the Aβ worms were dependent on Aβ proteotoxicity, we repeated the experiment using wild‐type worms (strain N2). While the knockdown of *sun‐1* and *unc‐84* did not result in paralysis until the end of the experiment, RNAi toward either *anc‐1* or *zyg‐12* enhanced paralysis from day 10 and day 12 of adulthood, respectively. These results imply that ANC‐1 and ZYG‐12 are required for the maintenance of proteostasis in late stages of life.

We also found that knocking down LINC components exclusively during adulthood enhances proteotoxicity (Figure S1a). The lower rate of proteotoxicity, compared with that seen when RNAi treatment was applied from hatching, may stem from a low turnover of the LINC proteins. To examine whether the knockdown of LINC components solely during development affects proteostasis in late stages of life, we treated Aβ worms with LINC RNAi from hatching and transferred them onto *dcr‐1* RNAi on day 1 of adulthood. *dcr‐1* encodes the RNase III enzyme Dicer that is critical for the functionality of the RNAi mechanism. Therefore, the knockdown of *dcr‐1* restores RNAi‐depleted genes to near natural expression levels (Bernstein, Caudy, Hammond, & Hannon, 2001; Dillin et al., 2002). Our results indicate that ANC‐1 and SUN‐1 must be expressed during development to resist Aβ‐mediated proteotoxicity in adulthood; however, this was not the case with ZYG‐12 and UNC‐84 (Figure S1b).

To examine whether the LINC complex is involved in lifespan determination, we treated temperature‐sensitive sterile worms (strain CF512, exhibiting wild‐type lifespan), with RNAi toward either one of the LINC complex components and followed their survival. No change in the lifespans of these populations was observed (Figure 1e–h). These results support the notion that lifespan and proteostasis are separable (Maman et al., 2013).

Aging is accompanied with a decline in the morphology of nuclei; however, this decline is not necessarily coupled with shortened lifespans (Bar & Gruenbaum, 2010; Haithcock et al., 2005). Given the location of LINC on the nuclear envelope, we asked whether the knockdown of the complex components affects nuclear morphology. To address this, we employed transgenic worms that express the nuclear envelope protein emerin (EMR‐1) tagged with GFP. We visualized the nuclei of intestinal cells by fluorescent microscopy and classified them into three categories as defined previously by Haithcock and colleagues (Haithcock et al., 2005): class I, the GFP is smoothly distributed around the nuclear periphery; class II, the nuclear periphery is convoluted, with occasional GFP puncta; and class III, nuclei with intranuclear GFP and decreased peripheral GFP, or with abnormal shapes, stretching, or fragmentation. No observable difference in nuclear morphology can be seen in day 2 and day 6 adult untreated worms compared to animals treated with RNAi toward LINC components. The nuclei of day 10 old animals, on the other hand, deformed slightly more when LINC components were knocked down, most notably when treated with either *sun‐1* or *anc‐1* RNAi (Figure S1c,d).

Since mutations in the human orthologs of *anc‐1*, *SYNE1/SYNE2*, underlie the development of the adult‐onset neurodegenerative disorder spinocerebellar ataxia autosomal recessive 8 (SCAR8) (Beaudin, Gamache, Gros‐Louis, & Dupré, 1993), we focused our efforts on uncovering the mechanism by which ANC‐1 regulates proteostasis. A concurrent RNAi‐mediated knockdown of *anc‐1* and of Aβ reduced the proteotoxic effect of *anc‐1* RNAi compared to worms that were solely treated with *anc‐1* RNAi (Figure S2a). This indicates that the knockdown of *anc‐1* enhances Aβ‐mediated proteotoxicity. To further investigate how ANC‐1 modulates proteostasis, we created an additional RNAi construct that targets the 3′ untranslated region (3′UTR) of *anc‐1.* Although this construct is less efficient (Figure S2b), it is capable of significantly increasing the paralysis rate of Aβ worms without affecting lifespan (Figure S2c,d). Together, these results confirm that ANC‐1 is critically needed to counter Aβ proteotoxicity.

### 2.2 Hyper‐aggregation of polyglutamine and amyloid beta requires ANC‐1

Abnormally long polyglutamine (polyQ) expansions cause multiple neurodegenerative disorders, including Huntington's disease and spinocerebellar ataxias (Ross & Poirier, 2004). To examine whether ANC‐1 is involved in countering proteotoxicity that stems from aggregative proteins other than Aβ, we employed worms that express aggregative polyQ stretches, which are tagged with the yellow fluorescent protein (polyQ‐YFP). Animals that express 35 glutamine repeats tagged with YFP in their body‐wall muscles (polyQ35‐YFP, strain AM140) exhibit an age‐dependent decrease in motility, which can be measured by counting their body thrashes in liquid (Volovik, Marques, & Cohen, 2014). The knockdown of *anc‐1* resulted in decreased thrashing rates by day 6 of adulthood, indicative of proteostasis impairment (Figure 2a). Moreover, *anc‐1* RNAi‐treated worms that express polyQ40‐YFP in their neurons (strain AM101) exhibit reduced thrashing rates by day 9 of adulthood compared with their untreated counterparts (Figure 2b) (Since treating the worms with *anc‐1* 3′UTR RNAi did not induce paralysis of wild‐type worms (Figure S2c), we solely used this construct in the thrashing experiment). Together, our observations indicate that ANC‐1 is critical to resist polyQ proteotoxicity in muscles and neurons.

**Figure 2:**
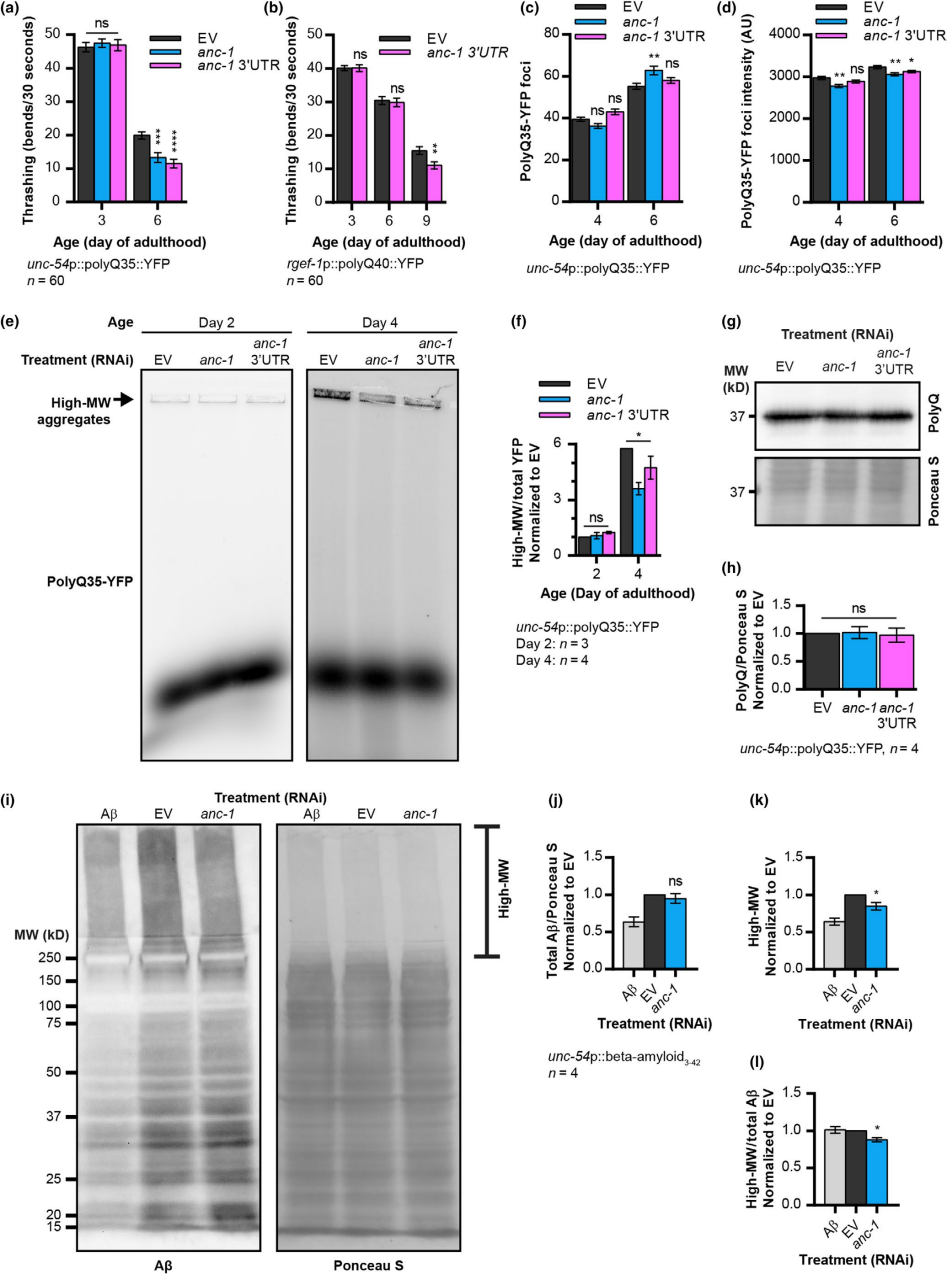
ANC‐1 promotes protective hyper‐aggregation. (a) Thrashing rate of animals that express polyQ35‐YFP in their body‐wall muscles (strain AM140) shows that *anc‐1* knockdown enhances polyQ35‐mediated proteotoxicity in 6‐day‐old worms. *n* = 60, three independent repeats. (b) Thrashing rate of animals that express polyQ40‐YFP in their neurons (strain AM101) shows that in old age (day 9), *anc‐1* knockdown enhances neuronal polyQ40‐mediated proteotoxicity. *n* = 60, three independent repeats. (c) The knockdown of *anc‐1* by RNAi, but not the *anc‐1* 3′UTR RNAi, increases the number of polyQ35‐YFP‐containing foci in body‐wall muscles of 6‐day‐old AM140 worms. (d) The knockdown of *anc‐1* reduces the intensity of fluorescent polyQ35‐YFP‐containing foci in body‐wall muscles of 4‐ and 6‐day‐old AM140 worms. (e,f) PolyQ35‐YFP conformers of AM140 worms were separated by NAGE (e, representative), and high molecular weight (high‐MW) polyQ35‐YFP species were quantified (f). The knockdown of *anc‐1* reduces the formation of high‐MW polyQ35‐YFP aggregates in day 4 old worms. Day 2, three independent repeats; day 4, four independent repeats. (g,h) Western blot of polyQ35‐YFP in day 6 adult AM140 worms (g, representative) and the quantification of four independent repeats (h) show that *anc*‐1 knockdown does not modify total polyQ35‐YFP amounts. Anti‐polyQ antibody, 5TF1‐1C2. (i–l) Western blot of Aβ in day 3 adult CL2006 worms (i, representative) and the quantifications of total Aβ (j) and high‐MW Aβ aggregates (k,l) from four independent repeats show that *anc*‐*1* knockdown reduces Aβ aggregation but does not modify total Aβ levels. Anti‐Aβ antibody, 6E10. One‐way ANOVA (f) with Dunnett's test (a,c,d,h,j–l) and unpaired two‐tailed *t* test (b). *p < .05, **p < .01, ***p < .001, ****p < .0001. Data are mean ± *SEM*

The sequestration of small, highly toxic oligomers to create large fibrils and their deposition reduces proteotoxicity (Cohen et al., 2006; Shankar et al., 2008). Additionally, the transport of damaged, proteotoxic proteins into inclusion bodies requires functional actin filaments (Hill et al., 2017). These reports raise the prospect that ANC‐1, which interacts with actin filaments, mitigates proteotoxicity by promoting aggregation. PolyQ35‐YFP worms accumulate fluorescent foci in their body‐wall muscles as they age (Morley, Brignull, Weyers, & Morimoto, 2002), which are associated with polyQ35‐YFP aggregation (El‐Ami et al., 2014). Quantifying these foci indicates that the knockdown of *anc‐1* results in no significant change in their numbers in day 4 old worms. Nevertheless, the number of foci was enhanced in day 6 old animals that were treated with *anc‐1* RNAi but not with the *anc‐1* 3’UTR construct (Figure 2c, Figure S3a). Moreover, *anc‐1* knockdown decreases the fluorescent intensity of the foci, suggesting that the polyQ35‐YFP content of these structures is reduced (Figure 2d, Figure S3a). Next, we sought to test whether the knockdown of *anc‐1* affects the rate of polyQ35‐YFP aggregation. To address this, we homogenized polyQ35‐YFP worms, separated the fluorescent conformers using native agarose gel electrophoresis (NAGE), and found that knocking down *anc‐1* reduces the amounts of high molecular weight polyQ35‐YFP aggregates in day 4 old worms (Figure 2e,f). Importantly, we see no difference in total polyQ35‐YFP levels when worms were treated with *anc‐1* RNAi, supporting the notion that ANC‐1 regulates polyQ35‐YFP aggregation, rather than its quantity (Figure 2g,h). Similarly, knocking down *anc‐1* reduces the levels of high molecular weight Aβ species, without affecting total Aβ levels (Figure 2i–l). These results imply that protection against polyQ‐ and Aβ‐mediated proteotoxicity requires ANC‐1, which is conferred, at least partially, by promoting hyper‐aggregation.

Since ANC‐1 is a component of the LINC complex, we asked whether it promotes the accumulation of toxic aggregates in the nuclear vicinity. Using fluorescent microscopy, we observe no accumulation of aggregates around the nuclei of Aβ worms, in both *anc‐1* RNAi‐treated and *anc‐1* RNAi‐untreated animals (Figure S3b,c, Movie S1). Similarly to Aβ worms, polyQ35‐YFP aggregates and nuclei do not co‐localize (Figure S3d, Movie S2). Thus, it is unlikely that ANC‐1 is involved in directing aggregates to a juxta‐nuclear location. To further test whether ANC‐1 promotes hyper‐aggregation as part of the LINC complex, we asked whether the knockdown of the SUN domain protein, UNC‐84, reduces Aβ aggregation. Unlike *anc‐1* RNAi‐treated worms, animals that were treated with *unc‐84* RNAi exhibited no reduction in the quantity of high molecular weight Aβ aggregates (Figure S3e–g, Figure 2i).

### 2.3 ANC‐1 regulates the expression of genes that encode proteostasis‐promoting proteins and transcription factors

Since many components of the proteostasis network are transcriptionally regulated (Carvalhal Marques et al., 2015), and the LINC complex was reported to govern gene expression (Wang et al., 2009), we asked whether ANC‐1 modulates proteostasis by regulating gene expression. We tested this by examining the transcriptomes of wild‐type (N2) and of polyQ35‐YFP animals that were treated from hatching with either *anc‐1* RNAi or left untreated. 

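Wild-type (N2) worms and worms of strain AM140, in which 35 glutamine repeats are fused to YFP (polyQ35-YFP), were fed bacteria carrying either the empty vector (EV, untreated) or the *anc-1* RNAi construct and collected on day 6 of adulthood. Each treatment was sampled in 3 replicates of wild-type worms and 4 replicates of polyQ35-YFP worms. The RNA was sequenced with CEL-Seq2, a method that reads the polyadenylated end of transcripts and marks each sample by a barcode. The authors aligned the reads to the WBcel235 genome and counted them on genes with HTSeq-count, without molecular identifiers, so copies of a molecule made by PCR are counted separately. The deposited values are these reads divided by the size factor that DESeq2 gave each sample, in a separate table per strain, for genes with a mean of at least 2. Genes listed numbered 12061 for wild-type worms and 12173 for polyQ35-YFP worms, and 11751 of them were listed for both. Whole reads were recovered from the normalized values within 0.01 of a read.

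Reads on the listed genes ranged from 5694086 to 10513485 (median 5880387) in wild-type EV samples and from 4934531 to 7227357 (median 5584691) in wild-type *anc-1* RNAi samples. In polyQ35-YFP worms the range was 5905938 to 11563506 (median 8030936) under EV and 5718349 to 8414290 (median 7063924) under *anc-1* RNAi. The 10 most abundant genes of a sample took between 5.85% and 7.23% of its reads. Each gene was compared between *anc-1* RNAi and EV with limma on log2(normalized value + 1), with a variance trend over expression, separately per strain and without a term for the replicate number. Genes with a Benjamini-Hochberg adjusted p below 0.05 were called, and a log2 fold change is *anc-1* RNAi over EV.

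In a principal component analysis of the wild-type samples, PC1 held 51.2% of the variance and parted the treatments, with scores of -27.1 to -21.1 under EV and 17.7 to 31.8 under *anc-1* RNAi. For polyQ35-YFP worms, PC1 held 32.9% of the variance and set EV replicate 4 (-49.2), *anc-1* RNAi replicate 4 (-20.1) and EV replicate 2 (-7.21) apart from the other samples (10.8 to 20.6). The treatments were parted in that strain by PC2, which held 30.8% of the variance (-38.8 to -4.0 under EV, 18.0 to 21.7 under *anc-1* RNAi).

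**Figure D1:**
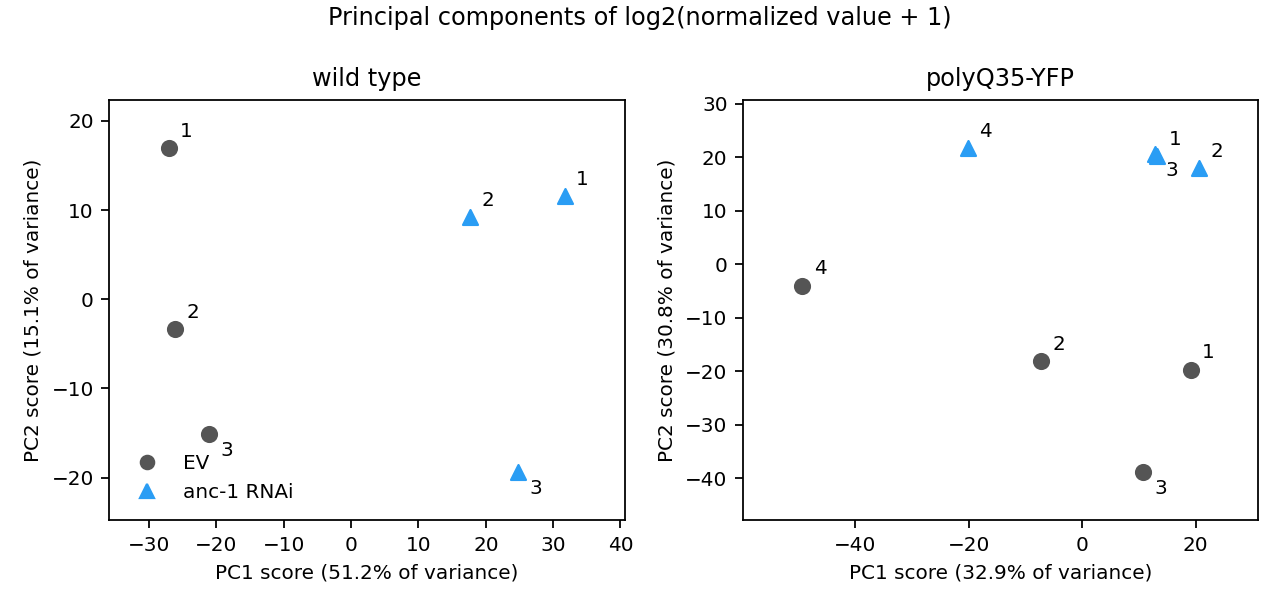
Scores of each sample on PC1 (x axis) and PC2 (y axis) of log2(normalized value + 1), wild type on the left and polyQ35-YFP on the right. Circles are EV samples, triangles are *anc-1* RNAi samples and the digits are replicate numbers; the treatments lie apart on PC1 in wild type and on PC2 in polyQ35-YFP.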

As we observed increased proteotoxicity by day 6 of adulthood, we harvested the worms at this age (Figure 2a) and measured their protein‐coding transcriptomes by RNA sequencing (RNA‐Seq). 

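The RNAi target *anc-1* (WBGene00000140, chromosome I, 4321095 to 4359105) was measured in every sample. Its normalized value was 291, 306 and 349 in EV replicates 1 to 3 of wild-type worms and 45.5, 68.4 and 39.6 in the matching *anc-1* RNAi replicates. For polyQ35-YFP worms the values were 409, 329, 352 and 295 in EV replicates 1 to 4 and 50.8, 25.6, 48.7 and 24.8 under *anc-1* RNAi. The log2 fold change of *anc-1* was -2.64 (standard error 0.19, limma adjusted p = 2.99e-07) in wild-type worms and -3.24 (standard error 0.25, limma adjusted p = 4.80e-05) in polyQ35-YFP worms. With each sample left out in turn, it stayed between -2.86 and -2.47 in wild-type worms and between -3.41 and -3.07 in polyQ35-YFP worms.

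In wild-type worms, limma called 905 genes upregulated and 739 downregulated. The setting that changed these counts by the largest factor, a limma fit without the variance trend that was chosen after seeing the data, called 329 and 155, and unadjusted p values called 1743 and 1591. The downregulated genes fell to 349 without EV replicate 2 and to 486 without *anc-1* RNAi replicate 1, and every other omission kept both counts within 1.5 times. Groups that did not overlap were found for 3821 of the genes (31.7%), where 10% would be met by chance with 3 samples against 3.

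In polyQ35-YFP worms, limma called 94 genes upregulated and 179 downregulated. With the replicate number as a block in limma, these counts were 466 and 524, while the wild-type counts became 1063 and 897. Leaving out EV replicate 4 also raised the polyQ35-YFP counts, to 305 upregulated and 535 downregulated genes. Without EV replicate 1 they were 152 and 113, without EV replicate 2 they were 40 and 60, and without EV replicate 3 they were 57 and 69. Without *anc-1* RNAi replicate 1 they were 19 and 41, without replicate 2 they were 28 and 68, without replicate 3 they were 34 and 63, and without replicate 4 they were 91 and 97. Groups that did not overlap were found for 1136 genes (9.33%), against 2.86% by chance.

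Both strains shared 79 upregulated genes (7.22 by chance, one-sided Fisher exact p = 1.02e-73) and 149 downregulated genes (11.2 by chance, one-sided Fisher exact p = 4.04e-153). The exact test counts genes that vary together as independent, so its p values do not measure the spread between replicates. With the replicate block the shared genes numbered 366 and 342. The shared upregulated genes were 132 without polyQ35-YFP EV replicate 1, 33 without EV replicate 2, 51 without EV replicate 3 and 207 without EV replicate 4. They were 17, 25 and 31 without *anc-1* RNAi replicates 1, 2 and 3 of that strain. The shared downregulated genes were 57, 67 and 299 without polyQ35-YFP EV replicates 2, 3 and 4, and 38, 63, 60 and 88 without *anc-1* RNAi replicates 1 to 4. No gene was called in opposite directions by limma, edgeR or DESeq2 (0 genes each; 9 at unadjusted p < 0.05 and 5 with the replicate block).

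Of the genes called in wild-type worms and listed in both tables, 93.3% of the 902 upregulated and 97.3% of the 737 downregulated genes changed in the same direction in polyQ35-YFP worms. Of those called in polyQ35-YFP worms, 100.0% of the 94 upregulated and of the 179 downregulated genes did so in wild-type worms. A test of the difference between the strains in the response to *anc-1* RNAi (limma over both strains) called 1 gene, *sodh-1*, whose change was 1.60 higher in polyQ35-YFP worms (adjusted p = 0.0462). The same test without polyQ35-YFP EV replicate 4 called 6 genes, and 0 genes were called without any of the wild-type samples, without polyQ35-YFP EV replicates 1 or 2 and without *anc-1* RNAi replicates 2 or 4. It called 407 genes at an unadjusted p below 0.05, and the corresponding tests called 1 gene with edgeR, 2 with DESeq2 and 6 with the replicate block.

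**Figure D2:**
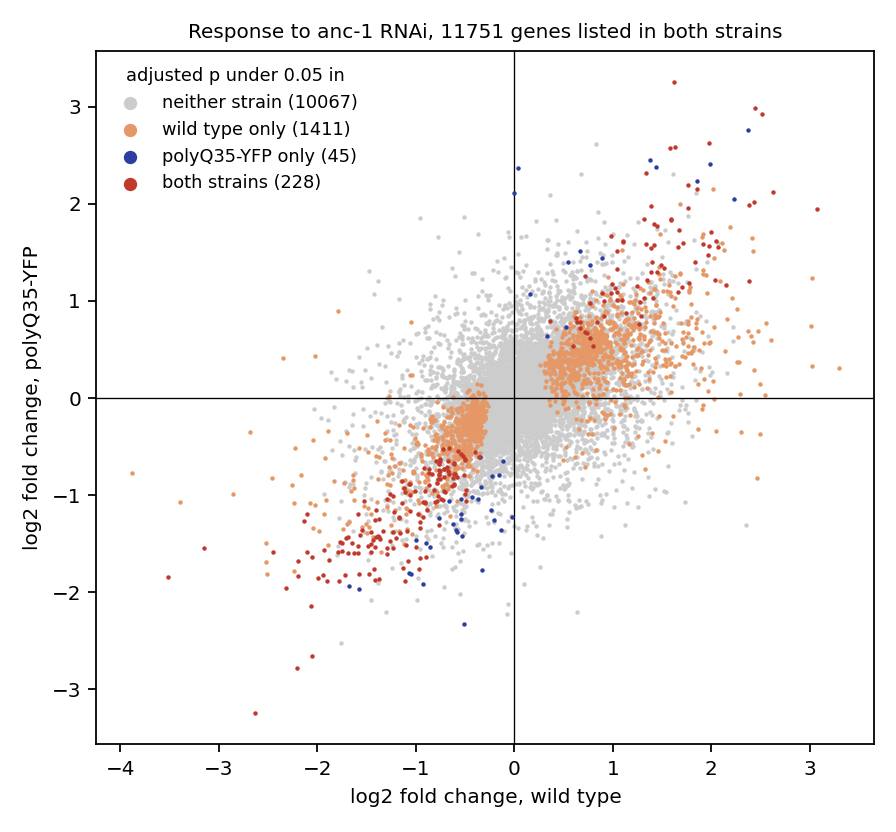
Log2 fold change under *anc-1* RNAi in wild-type worms (x axis) and polyQ35-YFP worms (y axis), each point a gene listed for both strains. Colors mark the strains in which the gene was called, with 1411 genes in wild type only, 45 in polyQ35-YFP only, 228 in both and 10067 in neither.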

The knockdown of *anc‐1* resulted in the upregulation of 338 genes, and the downregulation of 308 genes, in both strains (Figure 3a,b, also see GEO: GSE126585).

**Figure 3:**
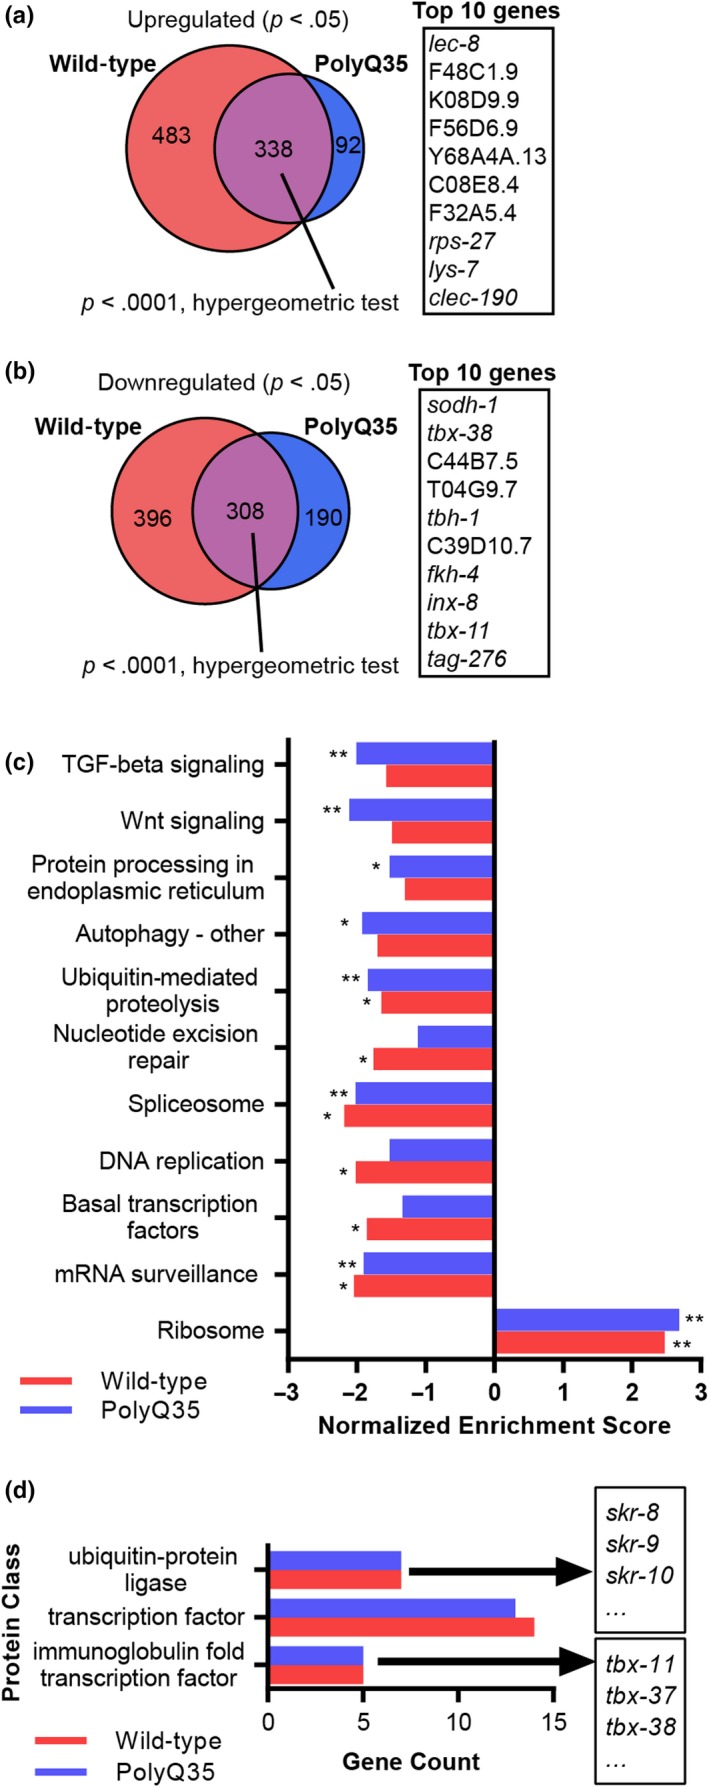
ANC‐1 regulates the expression of genes that encode proteostasis‐promoting proteins and transcription factors. (a,b) Upregulated (a) or downregulated (b) protein‐coding genes of day 6 adult animals show that *anc‐1* knockdown modulates the expression of multiple genes in both wild‐type and polyQ35‐YFP worms. Listed are the 10 genes that exhibited the highest expression fold change in both worm strains. Wild‐type, three independent repeats; polyQ35‐YFP, four independent repeats. (c) Pathway enrichment in *anc‐1* RNAi‐modulated genes based on the KEGG database and gene set enrichment analysis (GSEA). *p < .05, **p < .01. (d) Protein classes from the PANTHER database that are overrepresented in *anc‐1* RNAi‐downregulated genes

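For each strain, the 10 listed upregulated and the 10 listed downregulated genes were taken from Fig. 3a,b. All 10 upregulated genes were called by limma in wild-type worms, with log2 fold changes from 0.88 (*rps-27*) to 2.04 (*Y68A4A.13*). In polyQ35-YFP worms their log2 fold changes ran from 0.67 (*rps-27*) to 2.58 (*K08D9.9*), and 7 were called. The 7 became 4 without EV replicate 2, 3 without *anc-1* RNAi replicate 1 and 4 without *anc-1* RNAi replicate 2 or 3. With the replicate block all 10 were called in polyQ35-YFP worms. These lists were selected on the same samples, so the tallies are not independent evidence.

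Among the upregulated genes, *lys-7* encodes a lysozyme and rose from 353 ± 32.8 (SD, n = 3) to 1097 ± 328 in wild-type worms, a log2 fold change of 1.60 (limma adjusted p = 7.58e-06). The same gene rose in polyQ35-YFP worms from 443 ± 158 (SD, n = 4) to 1508 ± 162, a log2 fold change of 1.84 (limma adjusted p = 0.00178). The genes of that list that limma did not call in polyQ35-YFP worms were *rps-27* (adjusted p = 0.0836; 0.00535 with the block and 0.00263 without EV replicate 4), *C08E8.4* (0.138; 0.00139 with the block) and *clec-190* (0.238; 0.00112 with the block).

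Several polyQ35-YFP calls of upregulated genes were lost when a single sample was left out. In the omissions that lost the call, the log2 fold change ranged from 1.04 to 1.14 for *F56D6.9*, 1.08 to 1.23 for *Y68A4A.13* and 0.77 to 0.87 for *lec-8*. The lost calls therefore do not by themselves show that these changes rest on single samples. The limma adjusted p of *F48C1.9* went from 0.0125 to 0.0518 without *anc-1* RNAi replicate 1. That of *lec-8* went from 0.0269 to 0.105 without EV replicate 2, and to 0.100, 0.0730 and 0.102 without *anc-1* RNAi replicates 1, 2 and 3. *F56D6.9* (0.0319) kept its call only without EV replicate 1 or 4, and its adjusted p was 0.0776 and 0.0885 without EV replicates 2 and 3 and 0.113, 0.106, 0.0742 and 0.0549 without *anc-1* RNAi replicates 1 to 4. *Y68A4A.13* (0.0474) lost its call without EV replicate 2 (0.125) or 3 (0.105) and without *anc-1* RNAi replicate 1 (0.159), 2 (0.152) or 3 (0.134). By edgeR, the adjusted p of *F56D6.9* was 0.0699 and that of *Y68A4A.13* was 0.0695.

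All 10 downregulated genes were called in both strains, with log2 fold changes from -3.15 (*sodh-1*) to -1.14 (*C39D10.7*) in wild-type worms and from -1.96 (*C44B7.5*) to -1.04 (*tag-276*) in polyQ35-YFP worms. The alcohol dehydrogenase gene *sodh-1* fell from 2663 ± 178 (SD, n = 3) to 298 ± 11.7 in wild-type worms (limma adjusted p = 2.23e-12) and from 524 ± 99 (SD, n = 4) to 180 ± 44.1 in polyQ35-YFP worms (limma adjusted p = 0.00178). For *inx-8*, EV replicate 4 (724, others 551 to 571) and *anc-1* RNAi replicate 2 (207, others 262 to 272) of polyQ35-YFP worms lay apart from the other replicates. The polyQ35-YFP call of *tag-276* (limma adjusted p = 0.0269) was lost without EV replicate 1 (0.0587), 2 (0.0543) or 3 (0.0816) and without *anc-1* RNAi replicate 1 (0.0839), 2 (0.0919) or 4 (0.0660).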

One possible explanation to the differential gene expression due to *anc‐1* knockdown suggests that this treatment leads to chromatin reorganization. To test this possibility, we visualized DAPI‐stained nuclei of untreated and *anc‐1* RNAi‐treated day 6 adult worms, and computationally measured their chromatin condensation (Sosnik, Vieira, Webster, Siegfried, & McCusker, 2017). Our results show a potential difference in chromatin organization upon the knockdown of *anc‐1* (Figure S4a,b)*.* This suggests that the robust gene expression modulation we observe after this treatment stems, at least partially, from this chromatin modulation (Figure 3a,b).

An additional possibility is that the knockdown of *anc‐1* modulates gene expression by activating proteostasis‐promoting stress response mechanisms such as the heat shock response (HSR) and the unfolded protein response (UPR) mechanisms of the endoplasmic reticulum (UPR^ER^) and of the mitochondria (UPR^mt^) (Carvalhal Marques et al. 2015). To address whether the knockdown of *anc‐1* activates these mechanisms, we employed worms that express GFP under promoters which are activated by each one of these stress response mechanisms. To detect HSR activation, we used worms that express GFP under the regulation of the *hsp‐16.2* promoter. To follow the rate of UPR^ER^ activation, we utilized animals in which GFP expression is driven by the *hsp‐4* promoter, and nematodes that express GFP under the control of *hsp‐6* promoter were used to measure UPR^mt^. We found no difference in GFP levels between untreated worms and ones that were treated with *anc‐1* RNAi (Figure S5a). Furthermore, the knockdown of *anc‐1* induces no significant change in the expression levels of target genes that are controlled by these stress mechanisms in worms that express either polyQ35‐YFP or Aβ, as measured by our RNA‐Seq and quantitative real‐time PCR (qPCR) experiments (Figure S5b,c). Together, our results show that ANC‐1 is not involved in the regulation of HSR, UPR^ER^, and UPR^mt^.

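The polyQ35-YFP samples give the RNA-Seq side of this comparison, and the wild-type samples are set beside them. The HSR gene *hsp-16.2* (WBGene00002016) measured 29.9 ± 15.5 (SD, n = 4) under EV and 23.5 ± 7.98 under *anc-1* RNAi in polyQ35-YFP worms, a log2 fold change of -0.15 (limma adjusted p = 0.924). Its EV replicate 4 (6.71) lay apart from the other EV replicates (37.0 to 38.7). The UPR ER gene *hsp-4* (WBGene00002008) measured 4032 ± 485 and 3899 ± 147, a log2 fold change of -0.04 (limma adjusted p = 0.914). The UPR mt gene *hsp-6* (WBGene00002010) measured 2623 ± 651 and 2818 ± 175, a log2 fold change of 0.13 (limma adjusted p = 0.762). In wild-type worms the log2 fold changes were 0.37 for *hsp-16.2* (limma adjusted p = 0.560), -0.02 for *hsp-4* (0.931) and 0.22 for *hsp-6* (0.162). Reads of *hsp-16.2* could be split with its near-identical neighbours, so its value is uncertain.

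Fixed lists of HSR, UPR ER and UPR mt targets were tested as sets with camera, a limma test of whether the genes of a list rank higher or lower than the other genes, with a preset correlation of 0.01. FDR values were taken over the 24 lists. In polyQ35-YFP worms the 5 HSR genes had a median log2 fold change of 0.35 (camera FDR = 0.431), the 12 UPR ER genes -0.20 (0.0772) and the 8 UPR mt genes 0.32 (0.0605). Limma called 0 genes of each list, and 0, 4 and 1 genes had an unadjusted p below 0.05, while edgeR and DESeq2 called 0. Adjusted over the list alone, 0 genes were called in any of them. With the replicate block, limma called *dnj-7* (adjusted p = 0.0209) and *hsp-3* (0.0332) of the UPR ER list as downregulated and *timm-23* (0.0333) of the UPR mt list as upregulated. Without EV replicate 4 limma called 3 UPR ER genes down and 3 UPR mt genes up, among them the same genes with adjusted p values of 0.0350, 0.0370 and 0.0260. For *dnj-7*, *anc-1* RNAi replicate 4 (109) lay apart from the other replicates (159 to 169).

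The set results for UPR ER passed the threshold with the block (camera FDR = 0.0316), without EV replicate 4 (0.0352) and without *anc-1* RNAi replicate 2 (0.0373). Those for UPR mt passed it with the block (0.0255), under library-size scaling (0.0400), without EV replicate 4 (0.00262) and without *anc-1* RNAi replicates 1 (0.0387) or 3 (0.0463). In wild-type worms the medians were 0.44 for HSR (camera FDR = 0.0484), -0.04 for UPR ER (0.471) and 0.18 for UPR mt (0.0453). The wild-type HSR value rose above the threshold with the block (0.0701), without EV replicates 1, 2 or 3 (0.0551, 0.0519, 0.0857) and without *anc-1* RNAi replicates 1 or 2 (0.0840, 0.103). The wild-type UPR mt value did so without EV replicate 2 (0.0791) or 3 (0.100) and without *anc-1* RNAi replicate 2 (0.142). Limma called *xbp-1* (0.56, adjusted p = 2.43e-04) and *timm-23* (0.51, adjusted p = 0.00445) in wild-type worms and 0 genes of the HSR list, where 2 had an unadjusted p below 0.05 and edgeR and DESeq2 called 0.

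Over the 24 lists, camera placed 6 above and 12 below the other genes in wild-type worms and 3 above and 9 below in polyQ35-YFP worms. Under fry, a rotation test in limma, 14 of the 18 wild-type calls and 6 of the 12 polyQ35-YFP calls held, and with the correlation estimated from the data 0 held in either strain (lowest FDR 0.0720 and 0.130). The lists that held under fry in polyQ35-YFP worms were T-box, *skr* clades 7 to 10 and 13 to 15, early embryo, autophagy, Wnt and LINC. The LINC list holds the RNAi target *anc-1*. Without that gene, a test chosen after seeing the data, it did not hold under fry in either strain (FDR = 0.134 in wild-type and 0.0563 in polyQ35-YFP worms). The wild-type lists that did not hold were Wnt, oocyte and maternal, proteasome and vitellogenin.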

To characterize biological functions that are regulated by ANC‐1 in our RNA‐Seq data, we used Gene Ontology (GO) annotations and gene set enrichment analysis (GSEA). Our results reveal that multiple biological processes are genetically modified by ANC‐1. 

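The deposited tables list GO term names beside each gene, and 24 of these terms were chosen after the data were seen, to match the processes of Fig. S6 and of the text. Each was tested with camera, and with the ranked test of fgsea over all terms of 15 to 500 members, which gives a normalized enrichment score (NES) from 10000 permutations. For the 229 genes of "innate immune response", the median log2 fold change was 0.44 in wild-type worms (camera FDR = 7.89e-08) and 0.29 in polyQ35-YFP worms (4.71e-05). The ranked test gave an NES of 2.04 (permutation test, adjusted p = 0.00759) and 1.94 (permutation test, adjusted p = 0.0110). In wild-type worms 50 genes of the term were upregulated and 5 downregulated (3 without EV replicate 1). In polyQ35-YFP worms 9 were upregulated, or 19 with the replicate block, 14 without EV replicate 1, 2 without EV replicate 2, 5 without EV replicate 3 and 2 without *anc-1* RNAi replicates 1, 2 or 3. There 2 were downregulated, or 8 with the block, 7 without EV replicate 4, 1 without *anc-1* RNAi replicate 3 and 0 without EV replicate 2 or *anc-1* RNAi replicate 1.

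For "defense response to Gram-negative bacterium", the medians were 0.16 over 97 genes (camera FDR = 0.0107) and 0.17 over 98 genes (0.0518). The polyQ35-YFP value passed the threshold with the block (0.0474), without EV replicate 1 (0.00493) or 3 (0.0440) and without *anc-1* RNAi replicate 4 (0.0107). The 76 C-type lectin and lysozyme genes, a fixed list, had a median of 0.16 in wild-type worms (camera FDR = 0.0120), with 16 genes up and 4 down by limma and 20 and 4 when adjusted over the list alone. The 4 that fell became 2 without EV replicate 1 or *anc-1* RNAi replicate 1. In polyQ35-YFP worms the median was 0.10 (camera FDR = 0.0815), with 4 genes up and 0 down, and 6 and 1 when adjusted over the list alone. The block gave 9 up and 3 down. The 4 became 2 without *anc-1* RNAi replicates 1 or 3, 2 genes fell without EV replicate 4, and the camera FDR was 0.00322 without EV replicate 1 and 0.00869 without *anc-1* RNAi replicate 4.

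Over the 24 GO terms, camera called 5 up and 14 down in wild-type worms, of which fry held 16 of 19. In polyQ35-YFP worms it called 4 up and 11 down, of which fry held 5 of 15. With an estimated correlation 0 held (lowest FDR 0.0856 and 0.192). The polyQ35-YFP terms that fry held were Wnt signaling pathway, autophagy, autophagosome assembly, negative regulation of vulval development and negative regulation of transcription, DNA-templated.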

One group of genes whose expression is elevated in *anc‐1* RNAi‐treated worms is related to innate immunity (Figure S6). In contrast, genes that are associated with reproduction, vulval development, and embryonic processes exhibit reduced expression levels upon the knockdown of *anc‐1*. 

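The GO term "reproduction" had a median log2 fold change of -0.15 over 102 genes in wild-type worms (camera FDR = 6.82e-05) and -0.07 over 104 genes in polyQ35-YFP worms (0.00605). The second value was 0.133 without EV replicate 4. Ranked by fgsea, its NES was -1.65 (permutation test, adjusted p = 0.0182) and -1.39 (permutation test, adjusted p = 0.184).

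For "vulval development" the medians over 69 genes were -0.11 in wild-type worms (camera FDR = 0.0425) and -0.02 in polyQ35-YFP worms (0.208). The wild-type value did not pass the threshold without EV replicate 2 (0.0713) and without *anc-1* RNAi replicates 1 (0.186) or 3 (0.0505). The narrower term "negative regulation of vulval development" had medians of -0.35 over 31 genes (camera FDR = 7.91e-07) and -0.35 over 30 genes (1.73e-08), with an NES of -2.2 (permutation test, adjusted p = 0.0157) and -2.23 (permutation test, adjusted p = 0.0122).

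The 277 genes of "embryo development ending in birth or egg hatching" in wild-type worms had a median of -0.14 (camera FDR = 1.54e-05), and the 278 genes in polyQ35-YFP worms a median of -0.08 (1.92e-04, or 0.0848 without EV replicate 4). Its NES was -1.46 (permutation test, adjusted p = 0.0331) and -1.72 (permutation test, adjusted p = 0.0130).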

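Among terms for transcription, "regulation of transcription, DNA-templated" had a median log2 fold change of -0.06 over 574 genes in wild-type worms (camera FDR = 0.0319) and -0.04 over 581 genes in polyQ35-YFP worms (0.00510). The wild-type value was 0.0529 without EV replicate 2 and 0.0505 without *anc-1* RNAi replicate 1. For the 15 genes of "negative regulation of transcription, DNA-templated" the medians were -0.30 (camera FDR = 4.53e-04) and -0.26 (1.61e-04), while the ranked test gave an NES of -1.86 (permutation test, adjusted p = 0.0451) and -1.55 (permutation test, adjusted p = 0.282). The term "negative regulation of transcription from RNA polymerase II promoter" gave -0.04 over 82 genes (0.546) and -0.07 over 83 genes (0.0518), with an NES of 1.05 (permutation test, adjusted p = 0.811) and -1.55 (permutation test, adjusted p = 0.0793). The 15 genes of "3'-UTR-mediated mRNA destabilization" had medians of -0.29 (camera FDR = 8.55e-06) and -0.09 (0.0103, or 0.103 without EV replicate 4), with an NES of -1.87 (permutation test, adjusted p = 0.0451) and -1.96 (permutation test, adjusted p = 0.0190).

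The 77 genes of "mRNA splicing, via spliceosome" had medians of -0.25 (camera FDR = 7.32e-07) and -0.19 (1.18e-06) and an NES of -2.12 (permutation test, adjusted p = 0.0180) and -1.85 (permutation test, adjusted p = 0.0122). A fixed list of 36 splicing factor genes had a median of -0.31 in wild-type worms (camera FDR = 1.51e-08), with 11 genes down by limma and 19 when adjusted over the list alone. The 11 became 6 without EV replicate 2, 6 without *anc-1* RNAi replicate 1 and 7 without *anc-1* RNAi replicate 3. In polyQ35-YFP worms its median was -0.22 (camera FDR = 4.12e-06), with 1 gene down, 2 when adjusted over the list alone and 5 with the replicate block. That gene was *rsp-3* (limma adjusted p = 0.0438), whose EV replicate 3 (10288) lay above the other EV replicates (8356 to 8598). It lost its call without EV replicates 1 (0.0506), 2 (0.130) or 3 (0.136) and without *anc-1* RNAi replicates 1 (0.134), 2 (0.125), 3 (0.144) or 4 (0.0684), and without EV replicate 4 the list had 2 genes down.

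Terms for translation moved the other way. The medians of "translation" were 0.20 over 239 genes (camera FDR = 2.26e-16) and 0.21 over 240 genes (4.10e-10), those of "cytoplasmic translation" over 27 genes were 0.72 (3.31e-21) and 0.52 (8.19e-10), and those of "structural constituent of ribosome" were 0.37 over 171 genes (1.20e-24) and 0.31 over 172 genes (9.55e-12). Their NES ranged from 1.95 to 2.27 in wild-type worms (permutation test, adjusted p = 0.00759) and from 2.11 to 2.25 in polyQ35-YFP worms (permutation test, adjusted p = 0.0110). Of 74 ribosomal protein genes, limma called 70 up in wild-type worms (median 0.75, camera FDR = 2.30e-64). In polyQ35-YFP worms it called 1, and 51 when adjusted over the list alone (median 0.57, camera FDR = 2.41e-25). The 1 became 59 with the replicate block, 66 without EV replicate 4 and 0 without *anc-1* RNAi replicate 1 or 2. These camera values rest on the preset correlation. With it estimated, the FDR of the ribosomal list was 0.0720 in wild-type and 0.333 in polyQ35-YFP worms. Under fry it was 0.00164 and 0.127, and 0.202 to 0.244 for the translation terms in polyQ35-YFP worms. There, the list's mean log2 value in EV replicate 4 (12.23) lay above *anc-1* RNAi replicates 1 to 3 (11.99 to 12.16).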

In both N2 and polyQ35‐YFP worms, ANC‐1 regulates the expression of genes involved in RNA processing, including transcription, splicing, and translation (Figure S6). Genes related to several processes, including autophagy, are uniquely regulated by ANC‐1 in polyQ35‐YFP worms.

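The fixed autophagy list of 25 genes, named by the *atg* and *lgg* families and a few others, had a median log2 fold change of -0.32 in polyQ35-YFP worms (camera FDR = 1.66e-05) and of -0.26 in wild-type worms (2.82e-04). In polyQ35-YFP worms limma called 1 of these genes down, *epg-2* (adjusted p = 0.0192), and 3 when adjusted over the list alone. The 1 became 4 with the replicate block, 7 without EV replicate 4 and 0 without EV replicate 2 (0.0528) or without *anc-1* RNAi replicates 1 (0.0613), 3 (0.0713) or 4 (0.0524). In wild-type worms 5 were down, also when adjusted over the list alone, and 3 without EV replicate 2 or without *anc-1* RNAi replicate 1.

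The GO term "autophagy" gave medians of -0.23 in wild-type worms (camera FDR = 4.21e-05) and -0.26 in polyQ35-YFP worms (4.71e-05) over 27 genes. In the ranked test its NES was -1.75 (permutation test, adjusted p = 0.0521) and -1.78 (permutation test, adjusted p = 0.0665). For "autophagosome assembly", with 23 genes, the medians were -0.23 (camera FDR = 0.00113) and -0.32 (3.84e-04), with an NES of -1.75 (permutation test, adjusted p = 0.0626) and -1.7 (permutation test, adjusted p = 0.0910).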

Next, we applied the GSEA algorithm with the KEGG database and discovered that knocking down *anc‐1* lowers the expression of TGF‐β signaling and Wnt signaling‐associated genes in polyQ35‐YFP worms (Figure 3c). In addition, genes associated with autophagy, protein processing in the endoplasmic reticulum (ER), and ubiquitin‐mediated proteolysis exhibit reduced expression levels upon the knockdown of *anc‐1*. 

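The KEGG annotation was not at hand, so TGF-β and Wnt genes were taken from fixed lists and from the GO names in the tables. The 19 TGF-β genes had a median log2 fold change of 0.18 in polyQ35-YFP worms (camera FDR = 0.801). None was called by limma, edgeR or DESeq2 (0 each; 0 when adjusted over the list alone and 2 at unadjusted p < 0.05), and the lowest adjusted p was that of *daf-3* (log2 fold change -0.80, limma adjusted p = 0.148). The replicate block gave 1 call, as did leaving out EV replicate 4 (1 gene down). In wild-type worms the median was 0.13 (camera FDR = 0.283) and limma called 2 genes up, among them *crm-1* (adjusted p = 0.00980, or 0.0586 without EV replicate 2). These 2 became 1 without any EV replicate and without *anc-1* RNAi replicate 1 or 3. The GO term for TGF-β receptor signaling, with 14 genes, had medians of 0.34 (camera FDR = 0.216) and 0.15 (0.931).

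The 29 Wnt genes had a median of -0.18 in polyQ35-YFP worms (camera FDR = 5.70e-04). Limma and edgeR called 0 of them, DESeq2 called 2, and 8 had an unadjusted p below 0.05. Adjusted over the list alone, 2 were down, with the replicate block 4 were, and without EV replicate 4 there were 2. In wild-type worms the median was -0.23 (camera FDR = 0.0166, or 0.0744 under fry and 0.0979 without *anc-1* RNAi replicate 1). Limma called 3 genes down there, 2 when adjusted over the list alone and 1 without EV replicates 1, 2 or 3 or *anc-1* RNAi replicates 1 or 3. The GO term "Wnt signaling pathway" gave -0.15 over 42 genes (camera FDR = 0.0219, or 0.0520 without EV replicate 2 and 0.122 without *anc-1* RNAi replicate 1) and -0.18 over 43 genes (0.00113). Its NES was -0.98 (permutation test, adjusted p = 0.908) and -1.44 (permutation test, adjusted p = 0.274).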

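For "endoplasmic reticulum", over 219 genes, the median log2 fold change was -0.05 in wild-type worms (camera FDR = 0.0815, or 0.0300 without EV replicate 3) and -0.05 in polyQ35-YFP worms (0.0632). The polyQ35-YFP value passed the threshold without EV replicate 1 (0.0198) or 3 (0.0445) and without *anc-1* RNAi replicate 4 (0.0348). For the unfolded protein response term of the ER, with 41 genes, the medians were -0.02 (camera FDR = 0.248, with the test pointing up; fry 0.0444, also up) and -0.04 (0.208), and the sign of the wild-type median was positive under TMM scaling. In wild-type worms limma called 6 of these genes up and 1 down (0 down without EV replicate 2 and 2 without *anc-1* RNAi replicate 3). In polyQ35-YFP worms it called 1 up and 1 down, or 2 and 4 with the replicate block. The 1 down became 6 without EV replicate 4 and 0 without EV replicates 2 or 3 or *anc-1* RNAi replicates 1 or 3. The 1 up became 0 without EV replicate 2 or *anc-1* RNAi replicates 1, 2 or 3.

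The term "protein ubiquitination" had medians of -0.16 over 112 genes in wild-type worms (camera FDR = 9.79e-05) and -0.05 over 114 genes in polyQ35-YFP worms (0.0154, or 0.189 without EV replicate 4 and 0.0554 without *anc-1* RNAi replicate 1). Its NES was -1.74 (permutation test, adjusted p = 0.0183) and -1.45 (permutation test, adjusted p = 0.118). For the 82 genes of "ubiquitin-dependent protein catabolic process" the medians were -0.12 (camera FDR = 0.00220) and -0.01 (0.0713), and the sign of the polyQ35-YFP median was positive under RLE scaling and in DESeq2 and negative under library-size scaling (-0.06). Its polyQ35-YFP value was 0.0111 without EV replicate 1, 0.0274 without EV replicate 3 and 0.0230 without *anc-1* RNAi replicate 4. The NES of that term was -1.46 (permutation test, adjusted p = 0.105) and -1.61 (permutation test, adjusted p = 0.0635).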

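Families were defined by gene symbol, since the PANTHER classes were not at hand, and set against all genes tested in the strain. In wild-type worms 7 of the 19 *skr* genes listed were downregulated, where 1.16 would be so by chance (one-sided Fisher exact p = 8.29e-05). In polyQ35-YFP worms 6 of 19 were, with 0.279 by chance (one-sided Fisher exact p = 2.15e-07). Of the T-box genes, 7 of 13 were downregulated in wild-type worms (0.797 by chance, one-sided Fisher exact p = 3.91e-06) and 6 of 12 in polyQ35-YFP worms (0.176 by chance, one-sided Fisher exact p = 7.98e-09). Both families were singled out by the study from these same samples, so these p values are not independent evidence. The exact test also counts similar paralogs as independent genes. In polyQ35-YFP worms the *skr* tally became 11 without EV replicate 4 and 3 without *anc-1* RNAi replicate 1, and the T-box tally became 3 without EV replicate 2.

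A wider class, the GO term for sequence-specific transcription factor activity, was chosen after seeing the data. In wild-type worms 28 of its 337 genes were downregulated (20.6 by chance, one-sided Fisher exact p = 0.0619), and 21 of 324 with the T-box genes removed (p = 0.427 from the same exact test). Using the calls of edgeR the wild-type p was 0.0377, and for genes of mean value 10 or more it was 0.0498. In polyQ35-YFP worms 16 of 341 were downregulated (5.01 by chance, one-sided Fisher exact p = 4.29e-05), and 10 of 329 with the T-box genes removed (exact p = 0.0236). The 16 became 8, 10 and 31 without EV replicates 2, 3 and 4 and 7, 9 and 7 without *anc-1* RNAi replicates 1, 2 and 3.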

Utilizing the PANTHER database's protein class annotations, we found an overrepresentation of ubiquitin‐protein ligases of the *skr* family and transcription factors among the downregulated genes. Specifically, a group of transcription factors named “immunoglobulin fold transcription factor” was most prominent (Figure 3d). In our datasets, this group consists exclusively of T‐box transcription factor‐coding genes (*tbx*).

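The T-box genes listed in the deposited tables numbered 13 for wild-type worms and 12 for polyQ35-YFP worms, which lack *tbx-7*. All 13 and all 12 carried the GO name for sequence-specific transcription factor activity, a class of 337 and 341 genes. PANTHER's protein classes are not part of the deposited tables.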

One possible explanation for the roles of ANC‐1 as a regulator of gene expression suggests that it controls the expression levels of specific transcription factors, which in turn modulate the expression of their target genes. To test this hypothesis, we selected 14 experimentally determined binding motifs of transcription factors that we found to be regulated by ANC‐1*,* from the CIS‐BP database (Weirauch et al., 2014). 

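Of the 14 transcription factor genes in Table S1, limma called 13 downregulated and 1 (*xbp-1*) upregulated in wild-type worms, with log2 fold changes from -2.2 (*tbx-38*) to 0.56. In polyQ35-YFP worms 13 had a negative log2 fold change, from -1.83 (*F19F10.1*), and 9 of them were called down. By DESeq2 10 were called, by edgeR 9, and 12 with the replicate block. The 9 became 2 without EV replicate 2, 3 without EV replicate 3, and 3, 4 and 4 without *anc-1* RNAi replicates 1, 2 and 3. The call of *F19F10.1* in polyQ35-YFP worms (limma adjusted p = 0.0269) was lost without EV replicates 1 (0.0547), 2 (0.0694) or 3 (0.0893) and without *anc-1* RNAi replicates 1 (0.0563), 2 (0.0865) or 3 (0.0808). These genes were selected on the same samples.

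Outside the T-box family, *die-1* had a log2 fold change of -1.06 (standard error 0.15, limma adjusted p = 1.21e-04) in wild-type worms and -0.88 (standard error 0.17, limma adjusted p = 0.0170) in polyQ35-YFP worms. The second call was lost without EV replicates 2 (0.0658) or 3 (0.0529) and without *anc-1* RNAi replicates 1 (0.0734) or 3 (0.0609). For *ceh-37* the values were -1.06 (standard error 0.17, limma adjusted p = 2.67e-04) and -0.86 (standard error 0.23, limma adjusted p = 0.0733, or 0.0163 with the block, 0.0114 by DESeq2 and 0.00751 without EV replicate 4). The polyQ35-YFP log2 fold change of *xbp-1* was 0.30 (limma adjusted p = 0.250). Promoter sequences were not available, so the motifs were not counted.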

Then, we examined whether these motifs are enriched in the promoter regions (500 bp upstream and 100 bp downstream of the transcription start site [Niu et al., 2011]), of the *anc‐1* RNAi‐affected genes, and found three such enriched motifs (Table S1). Interestingly, the transcription factors that bind two of these three motifs, TBX‐38 and TBX‐33, are T‐box transcription factors (TBXTFs) that were found to be enriched in the PANTHER analysis.

### 2.4 ANC‐1 enhances the expression of specific T‐box transcription factors to promote proteostasis

Since TBXTFs are overrepresented in the list of *anc‐1* RNAi‐regulated genes (Figure 3d) and T‐box binding motifs are enriched in the sequences upstream to ANC‐1‐regulated genes (Table S1), we focused our investigation on this group of genes. *C. elegans* express 22 TBXTFs, which display highly diverse DNA specificity and functions (Okkema, 2017). 

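Of the 13 T-box genes listed for wild-type worms, all had a negative log2 fold change, with a median of -1.23 (camera FDR = 5.54e-09). Limma called 7 of them, and 9 when adjusted over the list alone. In polyQ35-YFP worms 11 of the 12 listed genes were negative, with a median of -1.22 (camera FDR = 3.82e-11), and limma called 6, or 9 when adjusted over the list alone. With the replicate block 7 were called, the added gene being *tbx-9* (limma adjusted p = 0.0913, or 0.0331 with the block and 0.0193 by DESeq2). Leaving out EV replicate 2 lowered the 6 calls to 3. In both strains every *anc-1* RNAi sample lay below every EV sample for *tbx-11*, *tbx-38*, *tbx-43*, *tbx-33*, *tbx-37*, *tbx-8*, *sea-1* and *tbx-9*, and the samples of *tbx-39* overlapped in both. The positive value was that of *tbx-36* (0.02, limma adjusted p = 0.976), which ranged from -0.14 to 0.09 with single samples left out. The study singled out the T-box family from these same samples, so the tests of this list are not independent evidence.

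Beside *tbx-11*, *tbx-38*, *tbx-43* and *tbx-33*, the called genes were *tbx-37* and *tbx-8* in both strains and *sea-1* in wild-type worms. The log2 fold change of *tbx-8* was -0.97 (limma adjusted p = 0.00832) in wild-type worms and -1.77 (0.00708) in polyQ35-YFP worms, and that of *sea-1* was -0.94 (0.00327) and -0.65 (0.128). The values of *tbx-37* and *tbx-38*, and those of *tbx-39* and *tbx-40*, are uncertain because reads of these paralogs could be split between them. For *tbx-37* (WBGene00006556) the normalized value fell from 20.3 ± 9.00 (SD, n = 3) to 3.29 ± 3.07 in wild-type worms, a log2 fold change of -2.45 (limma adjusted p = 0.00436, or 0.0524 without EV replicate 2). The polyQ35-YFP value fell from 17.9 ± 4.05 (SD, n = 4) to 5.49 ± 2.19, a log2 fold change of -1.59 (limma adjusted p = 0.0420, or 0.0527 by edgeR). That call was lost without EV replicates 1 (0.0705), 2 (0.131) or 3 (0.131) and without *anc-1* RNAi replicates 1 (0.129), 2 (0.0568), 3 (0.0992) or 4 (0.0676).

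The genes not called in wild-type worms were *tbx-9* (-0.37, limma adjusted p = 0.131), *tbx-36* (-0.40, 0.304), *tbx-2* (-0.06, 0.943), *tbx-7* (-1.65, 0.128), *tbx-39* and *tbx-40*. From the overrepresentation of T-box genes in Fig. 3d and the T-box motifs of Table S1, the paper reasons that this group was the one to investigate.

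**Figure D3:**
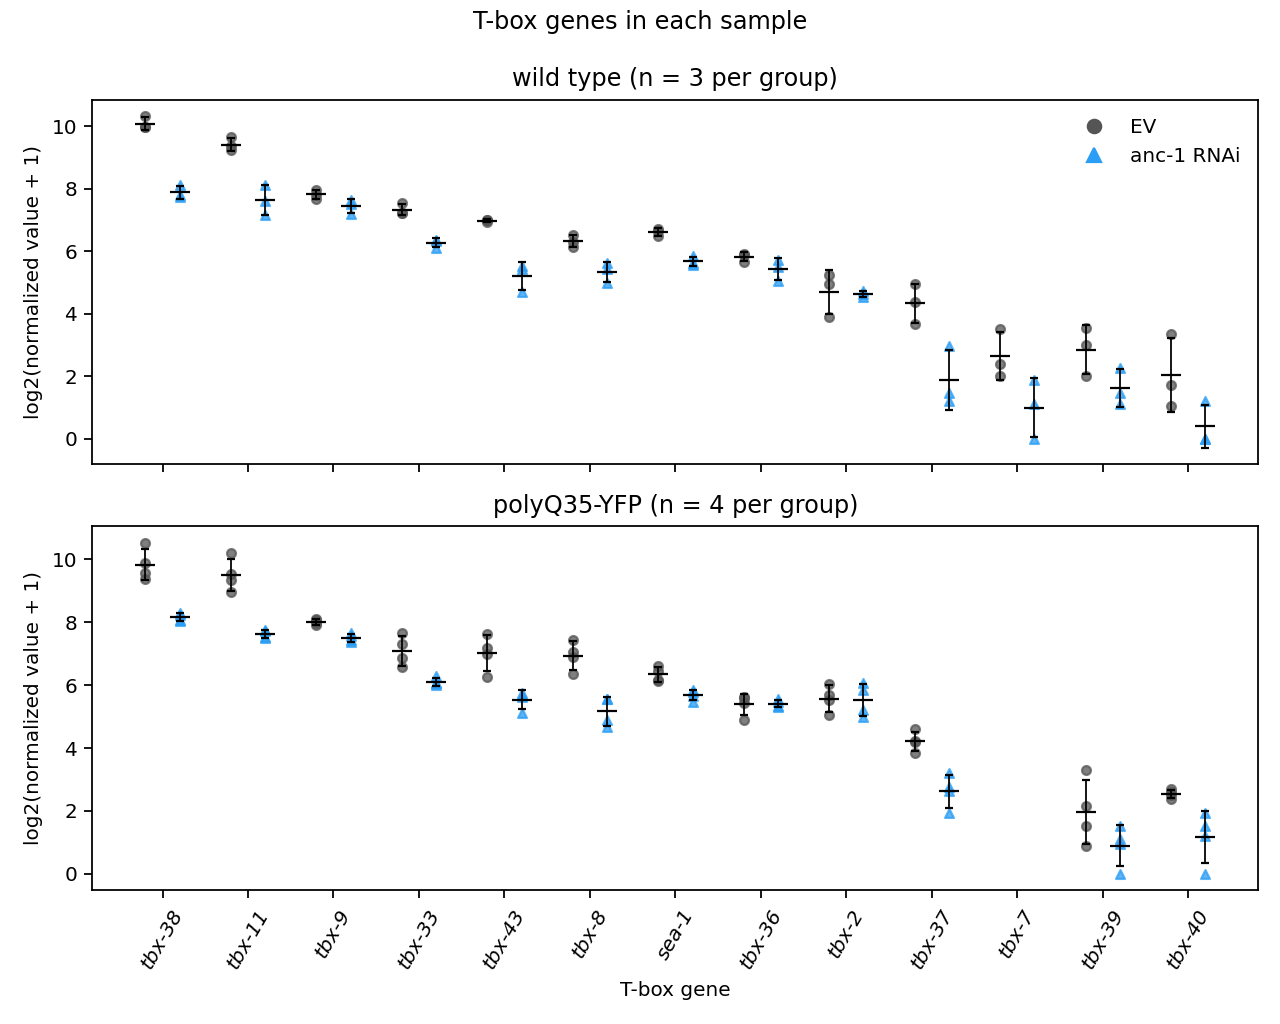
Log2(normalized value + 1) of each T-box gene listed (x axis) in every EV sample (circles) and *anc-1* RNAi sample (triangles), wild type above and polyQ35-YFP below. Black bars are the mean and SD of each group (n = 3 and n = 4); *tbx-36*, *tbx-2* and *tbx-39* overlap between the treatments in polyQ35-YFP, and *tbx-7* is not listed there.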

Our RNA‐Seq experiment indicates that *anc‐1* RNAi lowers the expression of all measured T‐box‐encoding genes (Figure 4a). To validate these results, we selected the three *tbx* genes that showed the most significant effects upon the knockdown of *anc‐1*: *tbx‐11*, *tbx‐38,* and *tbx‐43*, and measured their expression levels using qPCR. 

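The normalized value of *tbx-11* (WBGene00006547, chromosome III, 6045660 to 6046905) fell from 681 ± 102 (SD, n = 3) under EV to 204 ± 68.5 under *anc-1* RNAi in wild-type worms, a log2 fold change of -1.78 (standard error 0.19, limma adjusted p = 9.04e-06). Under the same comparison in polyQ35-YFP worms, *tbx-11* fell from 762 ± 290 (SD, n = 4) to 196 ± 17.7, a log2 fold change of -1.88 (standard error 0.22, limma adjusted p = 0.00117).

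For *tbx-38* (WBGene00006557, chromosome III, 11784076 to 11786052) the wild-type value fell from 1089.6 ± 157 to 237 ± 36.1, a log2 fold change of -2.2 (standard error 0.14, limma adjusted p = 4.25e-08). Its polyQ35-YFP value fell from 958 ± 365 to 286 ± 24.0, a log2 fold change of -1.67 (standard error 0.21, limma adjusted p = 0.00178). Reads of its paralog *tbx-37* could be counted with it.

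For *tbx-43* (WBGene00044798, chromosome III, 1765412 to 1770091) the values were 125 ± 3.59 and 37.1 ± 10.6 in wild-type worms, a log2 fold change of -1.77 (standard error 0.23, limma adjusted p = 4.70e-05). In polyQ35-YFP worms they were 137 ± 50.2 and 46.1 ± 8.77, a log2 fold change of -1.49 (standard error 0.27, limma adjusted p = 0.0147, or 0.0546 without EV replicate 2).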

Our results confirmed that *anc‐1* RNAi significantly reduces the expression levels of the three tested genes (Figure 4b). Similarly, reduced expression levels were observed in Aβ worms upon *anc‐1* RNAi treatment (Figure S7a). Next, we asked whether the promoter regions of genes that are affected by the knockdown of *anc‐1* contain known TBXTF binding sites. Thus far, five motifs that are bound by *C. elegans* TBX‐33, TBX‐38, TBX‐39, TBX‐43, and TBX‐40 have been characterized (Narasimhan et al., 2015; Weirauch et al., 2014). Importantly, the expression levels of these five transcription factors were detected in our RNA‐Seq experiment as either significantly downregulated or exhibit a trend of downregulation upon *anc‐1* knockdown (Figure 4a). 

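Of these genes, *tbx-33* (WBGene00006552, chromosome III, 11633217 to 11636840) measured 161 ± 20.4 (SD, n = 3) under EV and 76.2 ± 7.66 under *anc-1* RNAi in wild-type worms, a log2 fold change of -1.06 (standard error 0.17, limma adjusted p = 4.34e-04). Its polyQ35-YFP values were 142 ± 47.2 (SD, n = 4) and 68.1 ± 6.15, a log2 fold change of -0.99 (standard error 0.23, limma adjusted p = 0.0402). This call was lost without EV replicates 1 (0.0796), 2 (0.0814) or 3 (0.112) and without *anc-1* RNAi replicates 1 (0.121), 2 (0.110), 3 (0.120) or 4 (0.0587).

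The near-identical neighbours *tbx-39* (WBGene00006558, chromosome IV, 15323893 to 15325189) and *tbx-40* (WBGene00006559, chromosome IV, 15326939 to 15328186) had few reads, and their values are uncertain because reads could be split between them. In wild-type worms *tbx-39* went from 6.87 ± 3.83 to 2.25 ± 1.41 (log2 fold change -1.23, standard error 0.60, limma adjusted p = 0.194) and *tbx-40* from 4.15 ± 4.32 to 0.425 ± 0.737 (log2 fold change -1.64, standard error 0.80, limma adjusted p = 0.196). In polyQ35-YFP worms *tbx-39* went from 3.76 ± 3.56 to 0.999 ± 0.775 (log2 fold change -1.07, standard error 0.63, limma adjusted p = 0.462) and *tbx-40* from 4.84 ± 0.570 to 1.51 ± 1.19 (log2 fold change -1.37, standard error 0.52, limma adjusted p = 0.213). Neither gene was called by limma in either strain.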

TBX‐38 and TBX‐43 bind the canonical T‐box binding element, while TBX‐33, TBX‐39, and TBX‐40 bind other motif sequences (the last two share a highly similar motif [Narasimhan et al., 2015]). We used computational tools to search for the five T‐box motifs in the promoter regions of the genes whose expression levels were significantly modulated by the knockdown of *anc‐1* in both wild‐type and polyQ35‐YFP worms, and identified an enrichment of four of the motifs in the promoter regions of downregulated genes, but not in those of upregulated genes (Figure 4c).

**Figure 4:**
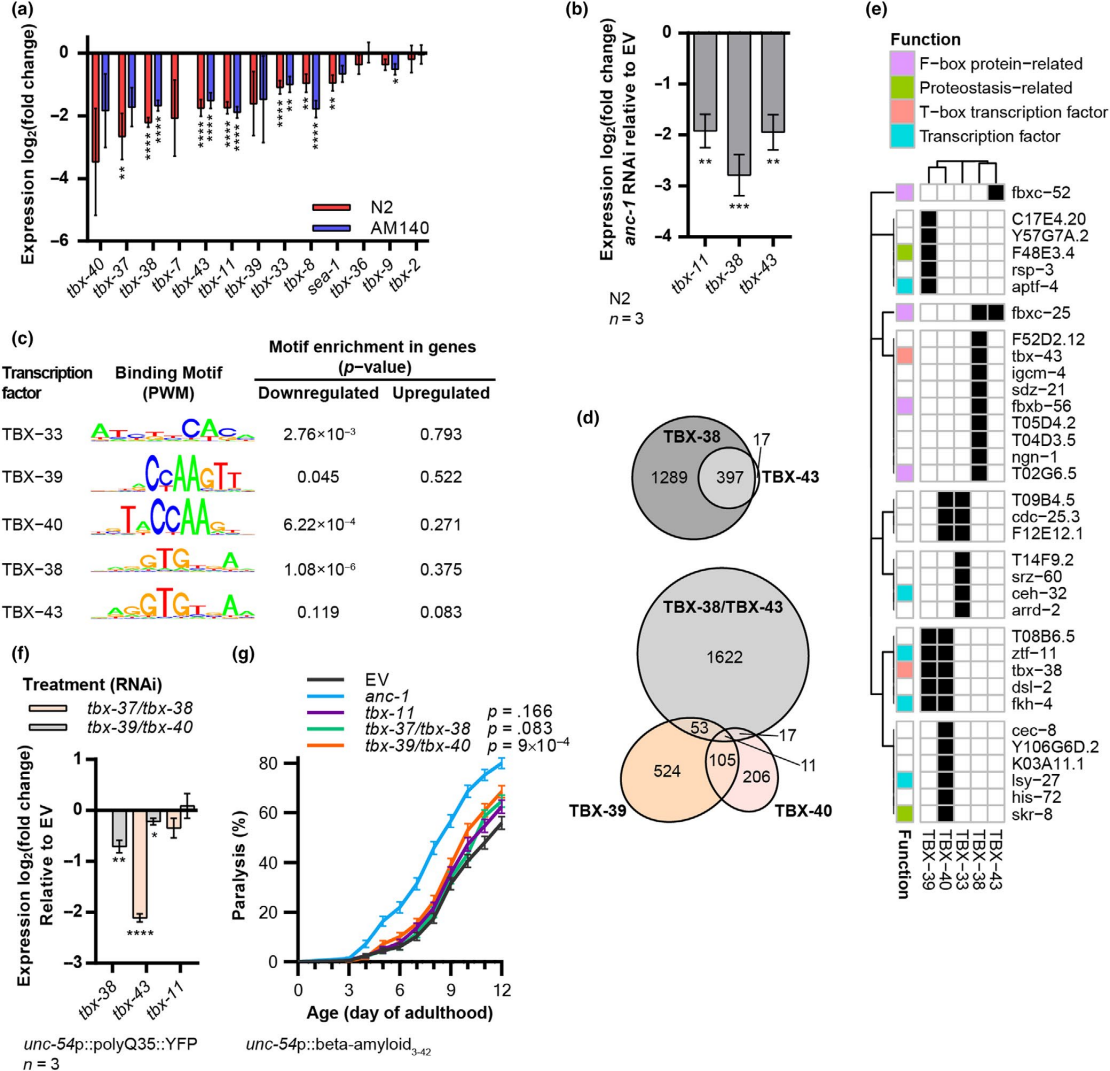
ANC‐1 enhances the expression of specific T‐box transcription factors to promote proteostasis. (a,b) Expression fold change of TBXTF‐coding genes in wild‐type day 6 adult animals, as measured by RNA‐Seq (a) and qPCR (b), shows that *anc‐1* knockdown reduces the expression of multiple TBXTFs. (b) Three independent repeats. (c) Enrichment analysis of TBXTF binding motifs in the promoter regions (500 bp upstream and 100 bp downstream to the transcription initiation site) of ANC‐1‐regulated genes shows that genes downregulated, but not upregulated by *anc‐1* knockdown possess TBXTF binding motifs. (d,e) Predicted TBXTF binding motifs in the promoter regions of all protein‐coding genes of *Caenorhabditis elegans* (d) and genes that are downregulated by *anc‐1* RNAi (e, black cells, *p* < .01) show that target genes of TBX‐38/TBX‐43 and TBX‐39/TBX‐40 are mostly regulated by either TBX‐38/TBX‐43 or TBX‐39/TBX‐40. Function categories refer to the functional association of genes based on GO annotations. (f) Expression fold change of TBXTF‐coding genes in day 6 adult polyQ35‐YFP worms (strain AM140), as measured by qPCR, shows that knocking down TBXTFs reduces the expression of their family members. Three independent repeats. (g) Paralysis of Aβ worms (strain CL2006) shows that knocking down T‐box transcription factors increases Aβ proteotoxicity. *n* = 336–360, three independent repeats. *t*‐test with BH procedure (a), one‐way ANOVA with Dunnett's test (b,f), logrank test with a Bonferroni correction (g). *p < .05, **p < .01, ***p < .001, ****p < .0001. Data are mean ± *SEM*

Since the binding motifs of TBX‐39 and TBX‐40 are very similar, and those of TBX‐38 and TBX‐43 are nearly identical (Figure 4c), we asked how many genes are co‐regulated by the two pairs of TBXTFs. To address this, we searched for the TBXTF binding motifs in the promoter regions upstream of all coding regions of the *C. elegans* genome. Recognition motifs of both TBX‐38 and TBX‐43 were identified in the promoter regions of 397 genes, a majority of the genes that are predicted to be regulated by TBX‐43. Interestingly, only 81 regions were found to contain either a TBX‐39 or TBX‐40 motif, and a TBX‐38 or TBX‐43 motif, (Figure 4d), suggesting that the two pairs of TBXTFs mainly regulate mutually exclusive genes sets.

To further assess a possible regulatory redundancy between different TBXTFs, we identified the genes whose expression levels are modulated by *anc‐1* RNAi, and whose promoter regions harbor TBXTF recognition sites (Figure 4e, *p* < .01). Among these, we see no overlap in the presence of TBX‐39/40 and TBX‐38/43 binding motifs. In addition, we observed an apparent functional specificity of gene sets that are regulated by each pair of TBXTFs. 

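The heatmap of Fig. 4e names 34 genes, chosen on these samples. All 34 had a negative log2 fold change in both strains, with medians of -0.90 in wild-type worms and -0.97 in polyQ35-YFP worms. Limma called 34 in wild-type worms (33 by edgeR) and 19 in polyQ35-YFP worms (31 by DESeq2, 17 by edgeR and 32 with the replicate block). The 19 became 9, 11 and 31 without EV replicates 2, 3 and 4 and 8, 10 and 9 without *anc-1* RNAi replicates 1, 2 and 3.

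The heatmap holds 3 F-box genes, of which limma called 3 in wild-type worms (1 without EV replicate 3) and 1 in polyQ35-YFP worms (2 with the replicate block or without EV replicate 4). For *fbxc-25* the log2 fold change was -1.41 in wild-type worms (limma adjusted p = 0.0466) and -1.87 in polyQ35-YFP worms (limma adjusted p = 0.00714). Its wild-type call was lost without EV replicates 2 (0.208) or 3 (0.174) and without *anc-1* RNAi replicates 1 (0.150) or 2 (0.0936). For *fbxb-56* the values were -0.72 (limma adjusted p = 0.00292) and -0.40 (limma adjusted p = 0.313).

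Over all 193 F-box genes of the *fbxa*, *fbxb* and *fbxc* families, the median was -0.29 in wild-type worms (camera FDR = 0.00641) and -0.28 in polyQ35-YFP worms (8.34e-05). Limma called 5 up and 23 down in wild-type worms, and 5 and 27 when adjusted over the list alone. The 23 became 13 and 12 without EV replicates 2 and 3, and the 5 became 3, 3, 2, 3 and 3 without EV replicates 1 and 2 and *anc-1* RNAi replicates 1, 2 and 3. In polyQ35-YFP worms limma called 0 up and 8 down, 1 and 20 when adjusted over the list alone and 2 and 26 with the replicate block. The 8 became 3, 2, 2 and 30.0 without EV replicates 1 to 4 and 2, 2, 2 and 3 without *anc-1* RNAi replicates 1 to 4. Many of these genes are close paralogs, so single values are uncertain.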

One such gene set is F‐box proteins, which make up part of the proteolysis‐associated E3 ubiquitin ligase SCF (Skp1‐Cul1‐F‐box protein) complex (Zheng et al., 2002). Promoters of genes that code for F‐box proteins were solely found to contain motifs of either TBX‐38, TBX‐43, or both (Figure 4e). The expression of some F‐box protein‐coding genes is indeed regulated by TBXTFs, as observed by qPCR (Figure S7b).

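The gene *ztf-11* (WBGene00009939, chromosome I, 9902943 to 9910545) measured 857 ± 45.3 (SD, n = 3) under EV and 568 ± 119.5 under *anc-1* RNAi in wild-type worms, a log2 fold change of -0.62 (standard error 0.14, limma adjusted p = 0.00595). For polyQ35-YFP worms, *ztf-11* measured 970 ± 318 (SD, n = 4) and 506 ± 58.6, a log2 fold change of -0.89 (standard error 0.19, limma adjusted p = 0.0278). This call was lost without EV replicates 2 (0.0776) or 3 (0.0529) and without *anc-1* RNAi replicates 1 (0.100), 2 (0.0755), 3 (0.0609) or 4 (0.0671).

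The gene *fkh-4* (WBGene00001436, chromosome X, 13427109 to 13428849) measured 612 ± 81.5 and 204 ± 42.4 in wild-type worms, a log2 fold change of -1.59 (standard error 0.15, limma adjusted p = 5.09e-06). The values of *fkh-4* in polyQ35-YFP worms were 483 ± 177 and 202.03 ± 22.7, a log2 fold change of -1.19 (standard error 0.22, limma adjusted p = 0.0146, or 0.0556 and 0.0501 without *anc-1* RNAi replicates 1 and 3).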

Interestingly, the recognition sites of TBX‐39 and TBX‐40 were identified in the promoter regions of several genes that code for transcription factors, including *ztf‐11* and *fkh‐4*. This comparison also unveils that *tbx‐38* is predicted to be regulated by TBX‐39 and TBX‐40, while *tbx‐43* is predicted to be regulated by TBX‐38. In *C. elegans, tbx‐39* and *tbx‐40*, as well as *tbx‐37* and *tbx‐38,* are similar paralogs (Okkema, 2017). Thus, RNAi constructs toward one member of each pair are predicted to simultaneously knockdown its paralog. Measuring TBXTFs mRNA levels by qPCR shows that, in accordance with our prediction, worms that were fed with bacteria that express the *tbx‐39/tbx‐40* RNAi exhibit decreased *tbx‐38* levels, and knocking down *tbx‐37*/*tbx‐38* decreases the expression level of *tbx‐43* (Figure 4f). Collectively, these results suggest that ANC‐1 controls the expression of TBXTFs that regulate the expression of a range of transcription factors, which include their own family members.

To test whether the TBXTFs are involved in the regulation of proteostasis, we preformed paralysis assays using Aβ worms. Knocking down both *tbx‐39* and *tbx‐40* slightly but significantly enhances Aβ‐mediated proteotoxicity (Figure 4g). The concurrent knockdown of *tbx‐11* or *tbx‐37* and *tbx‐38* resulted in a nonsignificant trend of increased proteotoxicity. One explanation to this mild increase in paralysis compared to the knockdown of *anc‐1* may stem from our observation that *anc‐1* RNAi leads to the simultaneous reduction in a range of TBXTFs (Figure 4a). This decrease in the expression of multiple TBXTFs may culminate to a greater proteostasis impairment.

### 2.5 ANC‐1 modulates ubiquitination and proteasome activity

Our RNA‐Seq results indicate that ANC‐1 regulates the expression of ubiquitin ligases (Figure 3d), and our computational analysis predicts that TBXTFs regulate the expression of genes involved in proteostasis (Figure 4e). Thus, we further analyzed how the knockdown of *anc‐1* affects the expression levels of genes that code for a breadth of ubiquitin ligases. 

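The deposited tables list 19 *skr* genes for each strain. In wild-type worms limma called 3 upregulated and 7 downregulated, and 3 and 9 when adjusted over the list alone. In polyQ35-YFP worms it called 0 and 6, and 1 and 10 when adjusted over the list alone. With the replicate block the polyQ35-YFP calls were 2 up and 9 down. Without EV replicate 4 there were 11 down, and without *anc-1* RNAi replicate 1 there were 3. As a set, the family had a median log2 fold change of -0.19 in wild-type worms (camera FDR = 0.00120) and -0.56 in polyQ35-YFP worms (4.59e-06). The study singled out this family from the same samples too, so these set tests are not independent evidence. Members of a clade are similar in sequence, so the values of single *skr* genes are uncertain where reads could be split between them.

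By size of the effect, *skr-9* (WBGene00004815, chromosome IV, 17163554 to 17164210) fell most in wild-type worms, from 279.9 ± 29.1 (SD, n = 3) to 84.0 ± 19.3, a log2 fold change of -1.75 (standard error 0.18, limma adjusted p = 7.58e-06). Among polyQ35-YFP samples, *skr-9* fell from 311 ± 114 (SD, n = 4) to 98.2 ± 4.33, a log2 fold change of -1.58 (standard error 0.23, limma adjusted p = 0.00426).

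**Figure D4:**
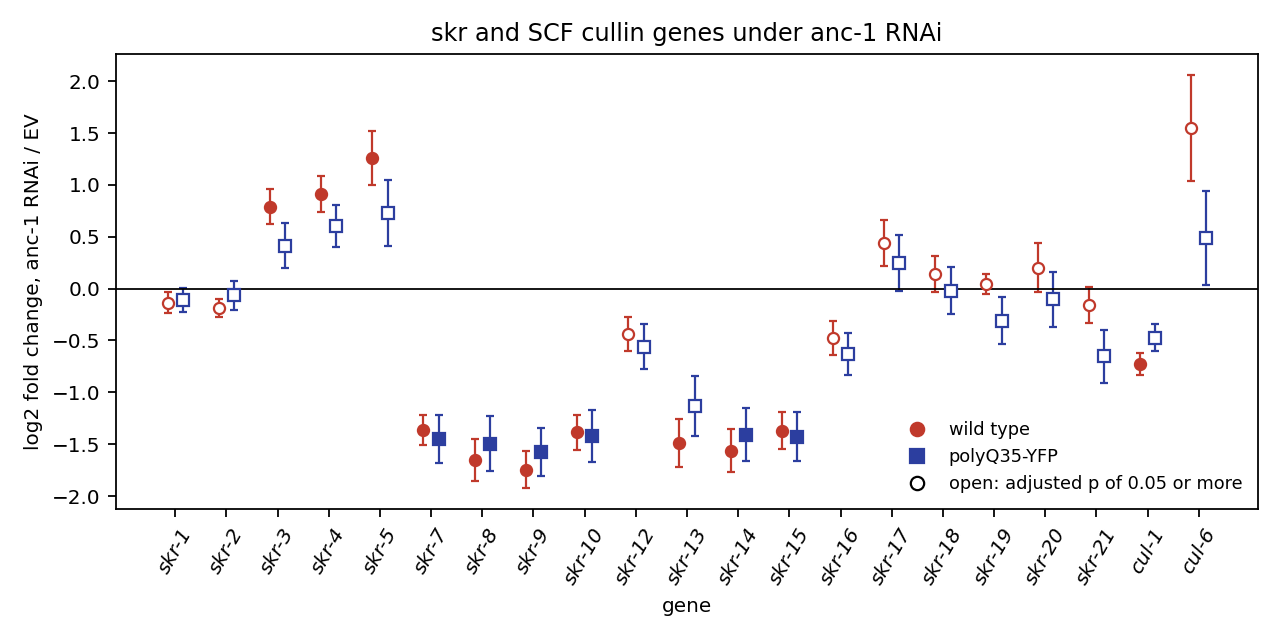
Log2 fold change under *anc-1* RNAi (y axis) of each *skr* gene, *cul-1* and *cul-6* (x axis), circles for wild type and squares for polyQ35-YFP, with bars of 1 standard error. Filled symbols have a limma adjusted p below 0.05 and open ones do not; *skr-9* is the lowest at -1.75 in wild type and *cul-6* the highest, at 1.55 with an open symbol.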

We found that the most prominently affected group of E3 ubiquitin ligases is the *skr* family, orthologs of the mammalian Skp1 gene (Yamanaka et al., 2002). *anc‐1* RNAi elevates the expression of several *skr* genes and reduces the expression of others (Figure 5a, Figure S8a). 

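Of 25 genes drawn in Fig. 5a,b for other E3 complexes, limma called 1 down in wild-type worms and 0 in polyQ35-YFP worms. There, edgeR called 0, DESeq2 and the replicate block 1 each, 2 had an unadjusted p below 0.05, and without EV replicate 4 limma called 2. The wild-type gene was *elb-1*, which went from 304 ± 27.9 (SD, n = 3) to 215 ± 16.8, a log2 fold change of -0.50 (limma adjusted p = 0.0202). It lost its call without EV replicates 1 (0.0890) or 2 (0.0588) and without *anc-1* RNAi replicates 1 (0.0518) or 3 (0.0705). Near the threshold, *sli-1* had an adjusted p of 0.0568 in wild-type worms (0.0368 with the block, 0.0399 without *anc-1* RNAi replicate 1) and 0.0697 in polyQ35-YFP worms (0.0183 with the block, 0.0137 by DESeq2, 0.0289 without EV replicate 4), all from limma unless named. Its *anc-1* RNAi replicate 2 (295) lay above the others (238 to 239.6) in polyQ35-YFP worms. For *siah-1*, the limma adjusted p was 0.237 in wild-type worms (0.0185 without EV replicate 1) and 0.282 in polyQ35-YFP worms (0.0236 without EV replicate 4).

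The 17 *ubc* genes (E2) listed for wild-type worms had a median log2 fold change of -0.23 (camera FDR = 0.0120), with 1 up and 5 down by limma, and 1 and 6 when adjusted over the list alone. The 5 became 2 without EV replicate 1, 0 without EV replicate 2, and 1 and 3 without *anc-1* RNAi replicates 1 and 3. The lowest adjusted p was that of *ubc-25* (-0.43, limma adjusted p = 0.00816, or 0.0566 without EV replicate 2), followed by *ubc-7* (-0.36, limma adjusted p = 0.0164, or 0.0980 without EV replicate 2 and 0.0705 without *anc-1* RNAi replicate 1). The gene that rose was *ubc-23* (1.63, limma adjusted p = 0.0364, 0.0521 by edgeR and 0.120 by DESeq2), which lost its call without EV replicates 1 (0.0979) or 3 (0.0968) and without *anc-1* RNAi replicates 1 (0.100) or 2 (0.118).

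In polyQ35-YFP worms the 15 *ubc* genes listed had a median of -0.12 (camera FDR = 0.117, or 0.0367 without *anc-1* RNAi replicate 4 and 0.0482 under library-size scaling). Limma, edgeR and DESeq2 called 0 of them, also when adjusted over the list alone, 2 had an unadjusted p below 0.05, and limma called 1 without EV replicate 4. Of the 4 E1 genes, 0 were called in either strain by limma, edgeR or DESeq2 and 0 had an unadjusted p below 0.05, with the lowest limma adjusted p at 0.250 for *uba-1* in wild-type worms and 0.627 for *uba-2* in polyQ35-YFP worms.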

Importantly, genes that encode other E3 ubiquitin ligase complexes were not significantly affected by *anc‐1* RNAi. *anc‐1* knockdown moderately downregulates the expression of genes that code for E2 ubiquitin‐conjugating enzymes but not of genes that code for E1 ubiquitin‐activating enzymes (Figure 5b, Figure S8a). *skr* genes are similarly upregulated and downregulated when *anc‐1* is knocked down in Aβ worms (Figure S8b).

**Figure 5:**
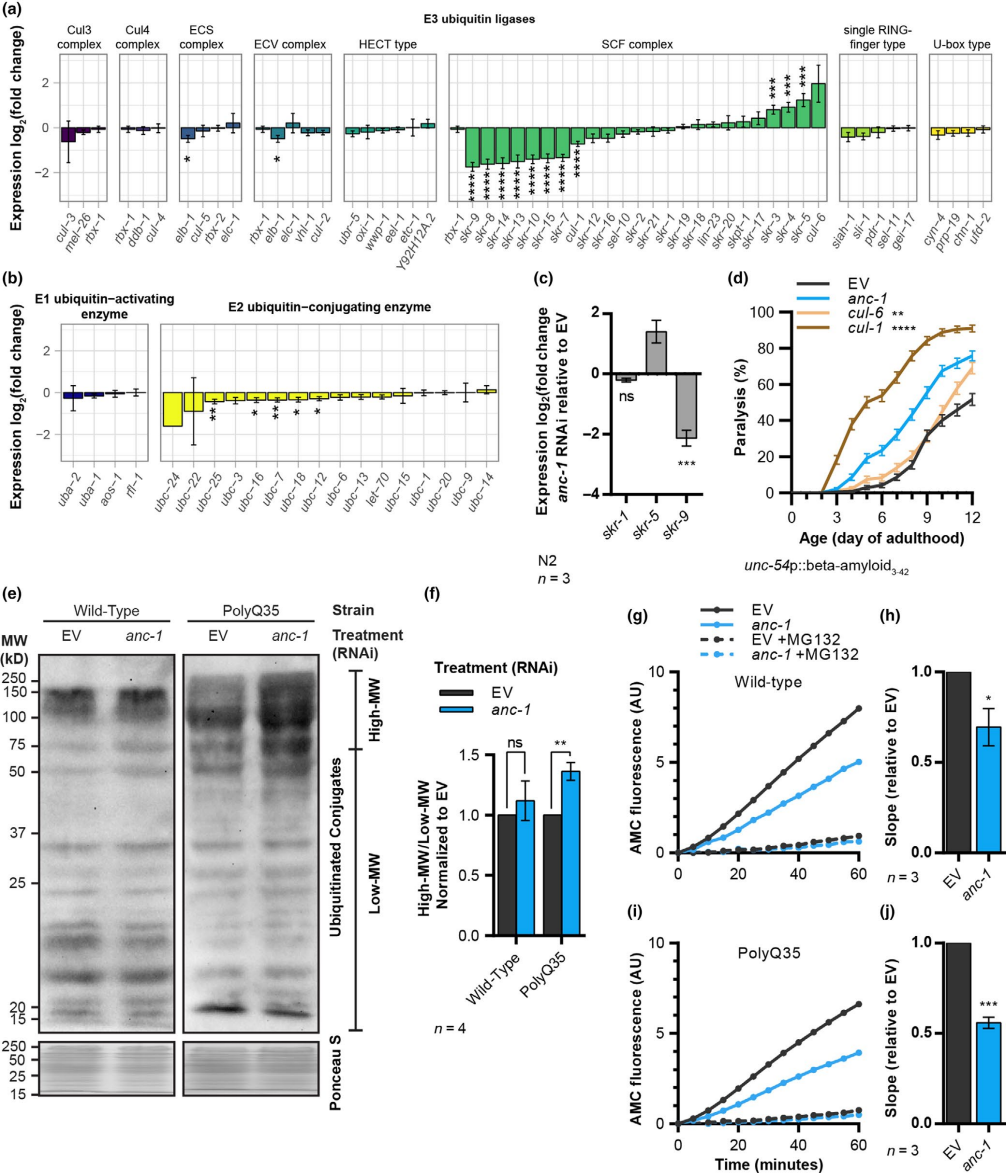
ANC‐1 modulates ubiquitination and proteasome activity. (a–c) Expression fold change of genes that code ubiquitin ligases in day 6 old wild‐type animals, as measured by RNA‐Seq (a,b) and qPCR (c), shows that *anc‐1* knockdown modulates the expression of SCF complex ubiquitin ligase components. Genes that are contained in the “Ubiquitin‐mediated proteolysis in *Caenorhabditis elegans*” entry in the KEGG pathway database were considered as ubiquitin ligases. Three independent repeats. (d) Paralysis of Aβ worms (strain CL2006) shows that the knockdown of *cul‐1* enhances Aβ proteotoxicity. *n* = 217–241, three independent repeats. (e,f) Western blot of mono‐ and poly‐ubiquitinated proteins (e) and the quantification of high‐MW ubiquitin conjugates relative to low molecular weight (low‐MW) conjugates (f) indicate that *anc‐1* knockdown increases the amount of poly‐ubiquitinated proteins in worms that express polyQ35‐YFP (strain AM140), but not in wild‐type worms. Four independent repeats. Anti‐ubiquitin conjugates antibody, FK2. (g–j) Representative in vitro proteasome chymotrypsin‐like activity of day 6 adult worm homogenates as measured using the fluorogenic substrate Suc‐LLVY‐AMC in wild‐type (g) and polyQ35‐YFP (i) worms, and the combined slopes of three independent repeats for each strain (h,j) show that *anc‐1* knockdown decreases proteasome activity. MG132, proteasome inhibitor control. *t*‐test with BH procedure (a), one‐way ANOVA with Dunnett's test (c), logrank test with a Bonferroni correction (d), unpaired two‐tailed *t*‐test (f,h,j), *p < .05, **p < .01, ***p < .001, ****p < .0001. Data are mean ± *SEM*

The *C. elegans* genome harbors 21 *skr* genes, compared with only one Skp1 ortholog in humans (Yamanaka et al., 2002). Six clades of *skr* genes were defined by phylogenetic clustering, which was based on sequence similarities (Nayak et al., 2002). Our results show that *skr* genes of the same clade similarly respond to *anc‐1* knockdown. The expression levels of the clade members, *skr‐3, skr‐4, and skr‐5,* increase, while those of *skr‐7, skr‐8, skr‐9, skr‐10, skr‐13, skr‐14,* and *skr‐15*, which make up two other clades, are reduced (Figure 5a). 

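The clade of *skr-3*, *skr-4* and *skr-5* had a median log2 fold change of 0.92 in wild-type worms (camera FDR = 0.00120) and 0.60 in polyQ35-YFP worms (0.0215, or 0.0971 without EV replicate 4). All 3 genes were called by limma in wild-type worms. In polyQ35-YFP worms limma, edgeR and DESeq2 called 0, 2 had an unadjusted p below 0.05, 1 was called when adjusted over the list alone and 2 with the replicate block. Every *anc-1* RNAi sample lay above every EV sample for *skr-3*, *skr-4* and *skr-5* in wild-type worms, and the samples overlapped in polyQ35-YFP worms. The genes of these clades were named by the study from the same samples, so the counts over the list alone are not independent evidence.

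The clades of *skr-7*, *skr-8*, *skr-9*, *skr-10*, *skr-13*, *skr-14* and *skr-15* had a median of -1.49 in wild-type worms (camera FDR = 5.64e-12), with 7 of 7 genes called by limma, and of -1.43 in polyQ35-YFP worms (8.13e-13), with 6 called, 7 when adjusted over the list alone and 7 with the replicate block. The 6 became 3 without *anc-1* RNAi replicate 1, since *skr-8* (0.0518), *skr-10* (0.0540) and *skr-14* (0.0553) passed above the threshold. The polyQ35-YFP gene not called was *skr-13* (-1.13, limma adjusted p = 0.0598, or 0.00881 with the block and 0.00528 without EV replicate 4), against -1.49 (limma adjusted p = 2.93e-04) in wild-type worms. The log2 fold changes of *skr-14* were -1.56 (limma adjusted p = 5.52e-05) and -1.41 (0.0147), and those of *skr-15* were -1.37 (4.80e-05) and -1.43 (0.00912).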

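For the 9 *skr* genes outside the clades of *skr-3* to *skr-5*, *skr-7* to *skr-10* and *skr-13* to *skr-15*, limma called 0 in either strain, as did edgeR and DESeq2. At an unadjusted p below 0.05 there were 2 in wild-type worms and 3 in polyQ35-YFP worms, and the replicate block called 1 and 2. In wild-type worms 1 was called without EV replicate 3 (*skr-12*, limma adjusted p = 0.0456 against 0.0915 with all samples) and 1 without *anc-1* RNAi replicate 1 (*skr-16*, 0.0489 against 0.0650). In polyQ35-YFP worms 4 were called without EV replicate 4, namely *skr-12* (0.0237 against 0.218), *skr-16* (0.0353 against 0.138), *skr-19* (0.0258 against 0.580) and *skr-21* (0.0231 against 0.228), all downregulated. With the block, *skr-16* had a limma adjusted p of 0.0137 in wild-type worms and 0.0215 in polyQ35-YFP worms, and *skr-21* of 0.0487 in the latter.

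The normalized value of *skr-1* was 2359 ± 53.0 (SD, n = 3) under EV and 2160.2 ± 286 under *anc-1* RNAi in wild-type worms, a log2 fold change of -0.13 (standard error 0.10, limma adjusted p = 0.433), and in polyQ35-YFP worms its log2 fold change was -0.11 (limma adjusted p = 0.731). That of its close paralog *skr-2* was -0.19 (limma adjusted p = 0.189) and -0.06, and reads could be split between them.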

The expression levels of members of three other *skr* clades showed no significant differences upon the knockdown of *anc‐1*. qPCR validated the RNA‐Seq results, as *skr‐1* exhibited no difference in expression level, *skr‐5* expression was increased, and that of *skr‐9* was decreased (Figure 5c).

The SCF complex is a cullin‐based E3 ubiquitin ligase. Each SCF complex contains one of the 21 SKR proteins in addition to one of two cullins, CUL‐1 or CUL‐6 (Nayak et al., 2002). 

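The cullin gene *cul-1* (WBGene00000836, chromosome III, 10471237 to 10475218) fell from 879 ± 23.3 (SD, n = 3) to 533 ± 29.9 in wild-type worms, a log2 fold change of -0.72 (standard error 0.11, limma adjusted p = 1.62e-04). Among polyQ35-YFP samples, *cul-1* fell from 858 ± 37.3 (SD, n = 4) to 619.6 ± 71.7, a log2 fold change of -0.47 (standard error 0.13, limma adjusted p = 0.0782). The latter was 0.0191 with the replicate block, 0.0138 by DESeq2 and 0.0494 without EV replicate 4.

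For *skr-7* (WBGene00004813, chromosome V, 4422406 to 4423065) the values under EV and *anc-1* RNAi were 1587 ± 136 and 629 ± 174 in wild-type worms (log2 fold change -1.36, standard error 0.15, limma adjusted p = 1.09e-05) and 1723 ± 689 and 591 ± 32.3 in polyQ35-YFP worms (log2 fold change -1.45, standard error 0.23, limma adjusted p = 0.00712). For *skr-8* (WBGene00004814, chromosome IV, 17165189 to 17165853) they were 235 ± 11.0 and 77.2 ± 27.7 (log2 fold change -1.65, standard error 0.21, limma adjusted p = 3.54e-05) and 249.8 ± 108 and 81.7 ± 4.46 (log2 fold change -1.5, standard error 0.26, limma adjusted p = 0.0126, a call lost without *anc-1* RNAi replicate 1). For *skr-10* (WBGene00004816, chromosome IV, 15946790 to 15947439) they were 318 ± 53.0 and 121 ± 22.1 (log2 fold change -1.39, standard error 0.17, limma adjusted p = 2.58e-05) and 346 ± 139 and 120.5 ± 9.40 (log2 fold change -1.42, standard error 0.25, limma adjusted p = 0.0126, also lost without that sample).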

Importantly, SKR‐7, SKR‐8, and SKR‐10 only bind CUL‐1, and our RNA‐Seq suggests that knocking down *anc‐1* downregulates the expression of *cul‐1* and of *skr‐7*, *skr‐8*, and *skr‐10* (Figure 5a). Conversely, *cul‐6* appears to be upregulated, as well as the genes that code for its functional partners: *skr‐3*, *skr‐4*, and *skr‐5* (Bakowski et al., 2014). 

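The normalized value of *cul-6* (WBGene00000841, chromosome IV, 12586486 to 12590428) was 2.84 ± 0.484 (SD, n = 3) under EV and 11.15 ± 6.22 under *anc-1* RNAi in wild-type worms, a log2 fold change of 1.55 (standard error 0.51, limma adjusted p = 0.0537). The adjusted p was 0.0400 by edgeR and 0.0421 by limma without *anc-1* RNAi replicate 3. In polyQ35-YFP worms it was 4.55 ± 2.51 (SD, n = 4) and 6.63 ± 2.82, a log2 fold change of 0.49 (limma adjusted p = 0.679).

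For *skr-3* the wild-type values were 96.4 ± 11.9 and 167 ± 15.6, a log2 fold change of 0.79 (standard error 0.17, limma adjusted p = 0.00347), and the polyQ35-YFP log2 fold change was 0.41 (limma adjusted p = 0.392, or 0.113 with the replicate block). For *skr-4* (WBGene00004810, chromosome V, 19924224 to 19925030) the values were 72.2 ± 7.27 and 137 ± 10.4 in wild-type worms (log2 fold change 0.92, standard error 0.17, limma adjusted p = 0.00162) and 88.9 ± 17.1 and 136 ± 26.2 in polyQ35-YFP worms (log2 fold change 0.60, limma adjusted p = 0.158, or 0.0340 with the block). For *skr-5* (WBGene00004811, chromosome V, 17347906 to 17348712) they were 50.0 ± 21.6 and 116 ± 21.8 (log2 fold change 1.26, standard error 0.26, limma adjusted p = 0.00309) and 68.8 ± 26.3 and 114 ± 44.7 (log2 fold change 0.73, limma adjusted p = 0.279, or 0.0437 with the block). The test of the difference between the strains called none of these genes, so a call in wild-type worms alone does not show that the strains differ.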

If modulating the activity of the SCF complex by ANC‐1 modifies the integrity of the proteome, we expect the knockdown of *cul‐1* to enhance proteotoxicity. To test this, we cultured Aβ worms on bacteria that express either *cul‐1* or *cul‐6* RNAi and performed a paralysis assay. We found that while the loss of *cul‐1* dramatically increases Aβ‐induced paralysis, treating the worms with *cul‐6* RNAi results in a minor increase in this phenotype (Figure 5d). Simultaneous knockdown of *anc‐1* and *cul‐1* leads to a slight increase in the paralysis phenotype compared with worms that were treated only with *cul‐1* RNAi (Figure S8c). Knocking down TBXTFs does not affect the expression of *cul‐1* or *cul‐6*. These results suggest that unlike F‐box proteins, the Cullin component of the SCF complex is not regulated by TBXTFs (Figures S8d and S7b). The surprisingly large effect of *cul‐1* RNAi on the rate of Aβ‐mediated proteotoxicity may stem from additional roles it has as a regulator of proteostasis that are unrelated to *anc‐1.*

The modulation of the SCF complex by *anc‐1* RNAi has led us to ask whether ANC‐1 modifies protein ubiquitination. Blotting total ubiquitinated proteins revealed that knocking down *anc‐1* elevates the amount of high molecular weight (high‐MW) ubiquitin conjugates in polyQ35‐YFP worms but not in wild‐type animals (Figure 5e,f). These results imply that ANC‐1 modifies protein ubiquitination levels in the face of a proteotoxic challenge.

Does the accumulation of high‐MW ubiquitin conjugates emanate from an impairment of proteasome activity? To examine this possibility, we measured the levels of proteasomal activity in homogenates of day 6 adult wild‐type and polyQ35‐YFP worms using fluorogenic proteasome substrates. Our results evidently show that the knockdown of *anc‐1* reduces in vitro chymotrypsin‐like and caspase‐like proteasome activities in both strains (Figure 5g–j, Figure S8e,f) but probably does not affect trypsin‐like activity (Figure S8g,h). The lower rate of proteasome activity in wild‐type worms is puzzling, as unlike in polyQ35‐YFP‐expressing worms, we detected no accumulation of high‐MW ubiquitin conjugates when treated with *anc‐1* RNAi (Figure 5e). This apparent discrepancy likely results from the expression of polyQ35‐YFP, which disrupts global proteostasis (Gidalevitz, Ben‐Zvi, Ho, Brignull, & Morimoto, 2006), thereby exceeding the worms’ protein degradation capacity. In contrast, in wild‐type worms, the quantity of ubiquitinated proteins is lower, as the protein degradation capacity is sufficient to digest these molecules.

## 3 DISCUSSION

This study was designed to address the question of whether the cytoskeleton and the nucleoskeleton functionally interact to promote proteostasis. Utilizing model worms, we found that the LINC protein ANC‐1 is vital to cope with proteotoxicity which stems from the aggregative molecules Aβ and polyQ35‐YFP. Using RNA‐Seq and computational tools, we discovered that in the face of proteotoxicity ANC‐1 elevates the expression of multiple factors that confer proteostasis (Figure 6). In particular, genes that encode TBXTFs exhibit modulated expression levels upon the knockdown of *anc‐1*. These TBXTFs are predicted to regulate the expression of genes that code for other transcription factors and components of the SCF complex. Accordingly, our results support the notion that the LINC complex plays roles in the regulation of proteasome‐mediated protein degradation, thereby contributing to the maintenance of proteostasis. Nevertheless, a comprehensive epistatic investigation is needed to fully explore the relations between these LINC‐regulated entities.

**Figure 6:**
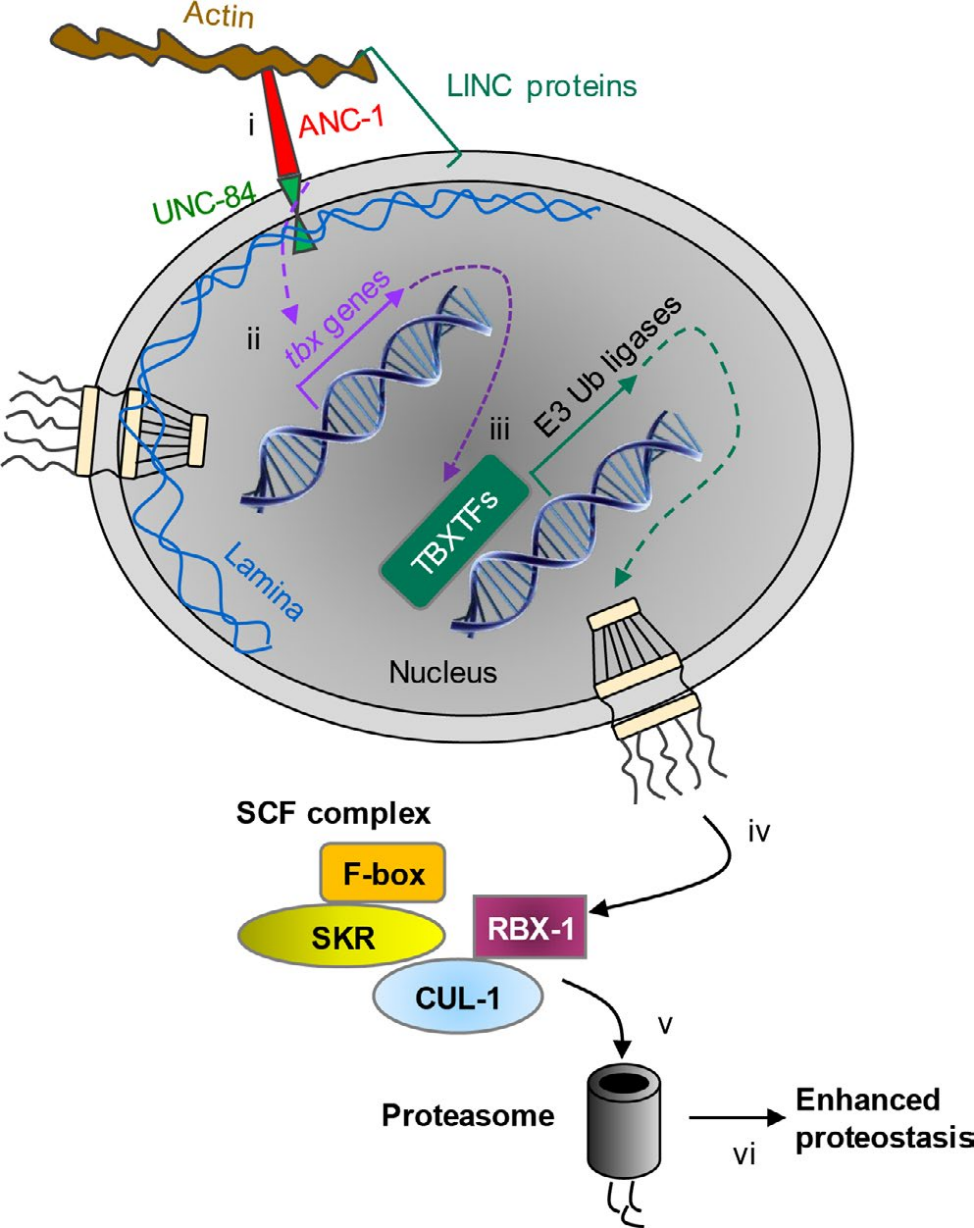
Model of the regulation of proteostasis by the LINC complex. The linker of nucleoskeleton and cytoskeleton complex component ANC‐1 is crucial to cope with proteotoxicity that stems from the aggregative peptide Aβ and polyQ35‐YFP protein. In the presence of proteotoxicity, ANC‐1 upregulates the expression of multiple factors that help to resist proteotoxicity (i). Genes that encode the family of TBXTFs exhibit modulated expression levels upon the knockdown of *anc‐1* (ii). In turn, the TBXTFs regulate the expression of genes, including genes that code for other transcription factors and E3 ubiquitin ligases (iii). Components of the SCF complex are prominent among the T‐box‐regulated genes (iv). Accordingly, the LINC complex plays roles in the regulation of proteasome‐mediated protein degradation (v), thereby contributing to the maintenance of proteostasis (vi)

### 3.1 LINC‐regulated proteostasis mechanisms

Interestingly, our results (Figure 2) indicate that ANC‐1 confers the hyper‐aggregation of polyQ35‐YFP and Aβ. This protective mechanism (Cohen et al., 2006) is predicted to reduce the levels of highly toxic oligomers by sequestering them to create high‐MW aggregates of lower toxicity (Shankar et al., 2008). One possible explanation of how ANC‐1 promotes hyper‐aggregation suggests that it interacts with cytoskeletal filaments to stabilize protein aggregates and enable their transport to deposition sites. Such sites were shown to accumulate potentially toxic aggregative proteins (Cohen & Taraboulos, 2003; Mishra, Bose, Gu, Li, & Singh, 2003), and were suggested to be protective, at least in early stages of life (Dubnikov, Ben‐Gedalya, & Cohen, 2017). An alternative theme proposes that upon cytoplasmic proteostasis disturbances, the LINC complex transmits signals to the nucleus to promote protective protein hyper‐aggregation by modulating the expression of genes that code for proteins which exhibit aggregase activity (Cohen et al., 2010). This speculation corresponds with the role of LINC proteins in transmitting signals across the nuclear envelope to regulate the chromatin state (Wang et al., 2009).

An important aspect of the link between the LINC complex and proteotoxicity is its roles in the regulation of proteasome activity. Proteasomes are crucial for proteostasis maintenance (Vilchez et al., 2012), and neurodegeneration‐causing aggregates impair proteasome activity (Thibaudeau, Anderson, & Smith, 2018). Our results indicate that knocking down the expression of *anc‐1* impairs at least two features of the ubiquitin‐proteasome system (UPS). First, it controls the expression level of genes that encode components of the SCF ubiquitination complex. Moreover, SCF complex activity was reported to modify polyQ aggregation (Bhutani, Das, Maheshwari, Lakhotia, & Jana, 2012) and to alleviate AD‐associated amyloid formation and synaptic dysfunction (Gong et al., 2010). Secondly, the knockdown of *anc‐1* impairs at least two of the proteolytic activities of the proteasome (Figure 5g–j and Figure S8e,f). These results imply that the integrity of the LINC complex is imperative for proper protein degradation and strongly suggest that it is critical for the prevention of neurodegeneration. Nevertheless, the observations that the levels of polyQ35‐YFP are nearly identical in worms that were treated with *anc‐1* RNAi and their untreated counterparts (Figure 2g,h), and the impairment of proteasome activity in these animals (Figure 5e–j) suggest that another protein degradation mechanism may be involved in the digestion of polyQ35‐YFP.

### 3.2 Gene expression modulation by impairment of the LINC complex

Our computational prediction highlights TBXTFs as regulators of several proteostasis‐maintaining gene groups. These factors modulate the expression of the F‐box protein components of the SCF ubiquitination complex. In addition, *skr‐8*, a Skp1 component, is predicted to be regulated by TBX‐40. It will be interesting to characterize further the specific gene sets that are regulated by these ANC‐1 controlled factors upon proteotoxic challenges.

Transcription factors are another interesting gene group that is predicted to be regulated by TBXTFs. Certain TBXTFs appear to regulate their own family members. For instance, TBX‐39 and TBX‐40 regulate the expression of *tbx‐38*. Similarly, *tbx‐43* is governed by TBX‐38 (Figure 4f). These results suggest the existence of a circuit by which a specific TBXTF can modulate the expression of many genes by regulating the expression levels of its family members. Similarly, TBXTFs are predicted to control the expression levels of additional transcription factors, such as *ztf‐11* and *fkh‐4* (Figure 4e). The relative prominence of ANC‐1 as a regulator of proteostasis may stem from the broader regulated gene network downstream of this LINC protein, compared with those downstream of TBXTFs.

### 3.3 Mutations in nesprins underlie the development of human diseases

Mutations in *SYNE1* and *SYNE2*, that code for the mammalian orthologs of ANC‐1 (nesprin 1 and nesprin 2), are accountable for the development of two diseases: the neurodegenerative disorder SCAR8, which shares similarities with ALS and Emery‐Dreifuss Muscular Dystrophy (Janin et al., 2017). The mechanisms that underlie the development of these pathologies are largely unknown; however, our findings suggest that dysfunctional proteostasis may contribute to their manifestation. Our study raises the interesting prospect that unlike other neurodegenerative disorders, SCAR8 may not emerge due to the aggregation of a specific protein but instead onsets because of aging‐associated proteostasis impairments. According to this hypothesis, nesprin malfunction leads to dysregulation of gene expression, insufficient proteolysis, and subverts proteostasis to initiate the development of the diseases.

## 4 EXPERIMENTAL PROCEDURES

Detailed experimental procedures can be found in the supplemental information.

### 4.1 *Caenorhabditis elegans* and RNA interference

For the experiments conducted in this study, hermaphrodite *C. elegans* were synchronized using hypochlorite and potassium hydroxide, and cultured at 20°C on NG plates with 100 µg/ml ampicillin that were seeded with bacterial cultures. To induce RNAi, the seeded plates were pretreated with 100 mM IPTG.

### 4.2 Paralysis and lifespan assays

On the first day of adulthood, randomly picked animals were transferred onto 60 mm NG‐ampicillin plates seeded with bacteria, 12 animals per plate. Worms were gently tapped with a platinum wire daily. In lifespan experiments, worms that failed to move were scored as dead. Aβ worms that could not crawl away were scored as paralyzed.

### 4.3 Thrashing assay

On each time point, 20 randomly picked animals were sequentially placed in an M9 buffer drop on top of a microscope slide and allowed 30 s of recovery. Afterward, the number of body bends of each worm was counted for the duration of 30 s.

### 4.4 Fluorescent microscopy

For immunofluorescence and nuclear morphology measurement, worms were prepared as described previously (Cohen et al., 2006). Briefly, the worms were prefixed with 4% paraformaldehyde in MRWB (80 mM KCl, 20 mM NaCl, 10 mM EGTA, 5 mM spermidine, 25% methanol). For immunofluorescence, fixated worms were permeabilized with Triton X‐100, incubated with a blocking buffer, and incubated with the primary and secondary antibodies. Fresh n‐propyl gallate supplemented with DAPI was added to the worms right before imaging, as mounting media. For polyQ35‐YFP foci measurement, on the indicated days worms were collected and immobilized in 20 mM sodium azide, and imaged immediately.

### 4.5 Native agarose gel electrophoresis

On each time point, the worms were homogenized at 4°C. For each sample, 100 µg of total protein was loaded onto a 1% agarose gel and ran at 4°C, 40 V for 15 hr. YFP fluorescence intensities in the gels were visualized using a Typhoon FLA 9500 (GE Healthcare).

### 4.6 SDS‐PAGE and Western blot analysis

The worms were homogenized, and their proteins were separated using polyacrylamide gels and transferred onto a PVDF or nitrocellulose membrane. Post‐transfer, total proteins were stained using Ponceau S and imaged. The membranes were then blocked in 5% nonfat milk and exposed to the primary and secondary antibodies. Chemiluminescence was detected and quantified.

### 4.7 RNA isolation and cDNA preparation

The worms were frozen in liquid nitrogen, thawed on ice, and homogenized at 4°C. Total RNA was isolated using NucleoSpin^®^ RNA Kit according to the manufacturer instructions (MACHEREY‐NAGEL, 740955). cDNA was synthesized by reverse transcription using the iScript cDNA Synthesis Kit (Bio‐Rad, 170–8891).

### 4.8 Quantitative real‐time PCR

Quantitative real‐time PCR was performed with iTaq™ Universal SYBR^®^ Green Supermix (Bio‐Rad, 172–5124). Relative expression levels were determined using the −ΔΔCq method.

### 4.9 RNA sequencing (RNA‐Seq)

Isolated RNA samples were prepared and sequenced using the Illumina HiSeq 2500 by the Technion Genome Center (Technion, Haifa, Israel) according to the CEL‐Seq2 protocol. The RNA sequencing data files that were generated in this study are available in the NCBI Gene Expression Omnibus (GEO) under the accession number GEO: GSE126585. Detailed description of computational analyses appears in the supplemental section.

### 4.10 Proteasome activity assay

Worms were homogenized, and 10 µg of total protein per sample was loaded into a 96‐well plate. 25 µM of a fluorogenic substrate was added: Suc‐LLVY‐AMC (chymotrypsin‐like activity), Z‐LLE‐AMC (caspase‐like activity), or Z‐ARR‐AMC (trypsin‐like activity). The reactions were excited at 380 nm, and emission was measured at 480 nm every 5 min for 1 hr at 37ºC. Results at time 0 of each experiment were defined as baseline.

### 4.11 Statistical analyses

The statistical tests used, statistical significance, error bars, and sample sizes can be found in the corresponding figure legends. “Statistically significant” was defined as *p*‐value <.05.

## CONFLICT OF INTERESTS

The authors declare no competing interests.

## AUTHOR CONTRIBUTIONS

AL and EC conceptualized the study, planned the methodology and experimental design, and wrote the original manuscript draft and its revisions. AL performed most of the experimental work, analyzed the experimental data, visualized the results, and curated the RNA‐Seq data in the GEO database. DG performed thrashing and paralysis assays. EC conducted Western blots and supervised the study.

## Supporting information

 Click here for additional data file.

 Click here for additional data file.

 Click here for additional data file.

## Data Availability

The RNA sequencing data files that were generated in this study are available in the NCBI Gene Expression Omnibus (GEO) under the accession number GEO: GSE126585. Detailed description of computational analyses appears in the supplemental section.

# Supplementary material for: Gene expression modulation by the linker of nucleoskeleton and cytoskeleton complex contributes to proteostasis
**Source:** Aging Cell. 2019 Oct 1;18(6):e13047. doi: 10.1111/acel.13047
**Supplement:** Supplementary file 1

# **Gene Expression Modulation by the Linker of Nucleoskeleton and Cytoskeleton Complex Contributes to Proteostasis**

## **Supporting Information**

Amir Levine, Danielle Grushko, and Ehud Cohen\*

Department of Biochemistry and Molecular Biology, The Institute for Medical Research  
Israel-Canada, The Hebrew University of Jerusalem, Jerusalem 9112001, Israel.

Figure S1

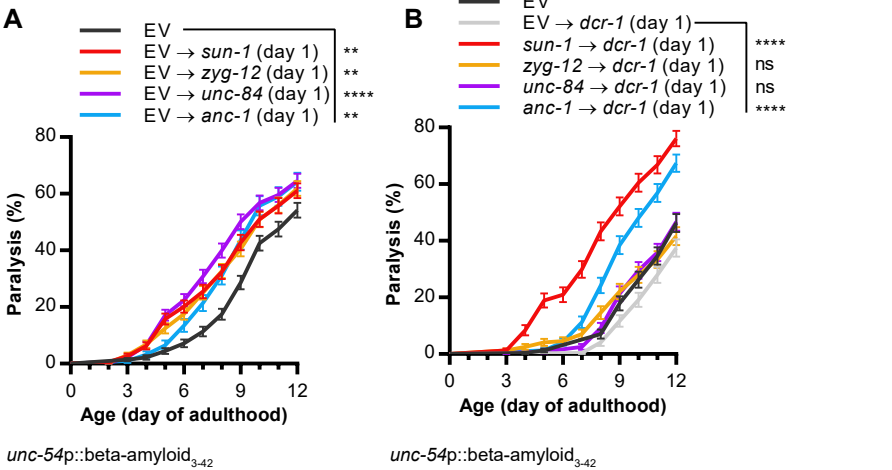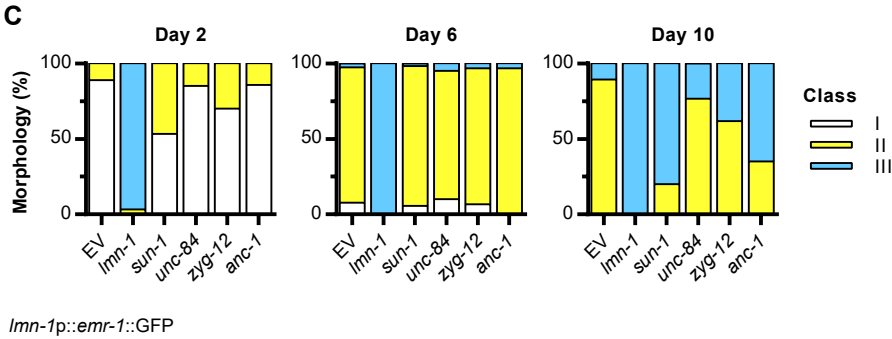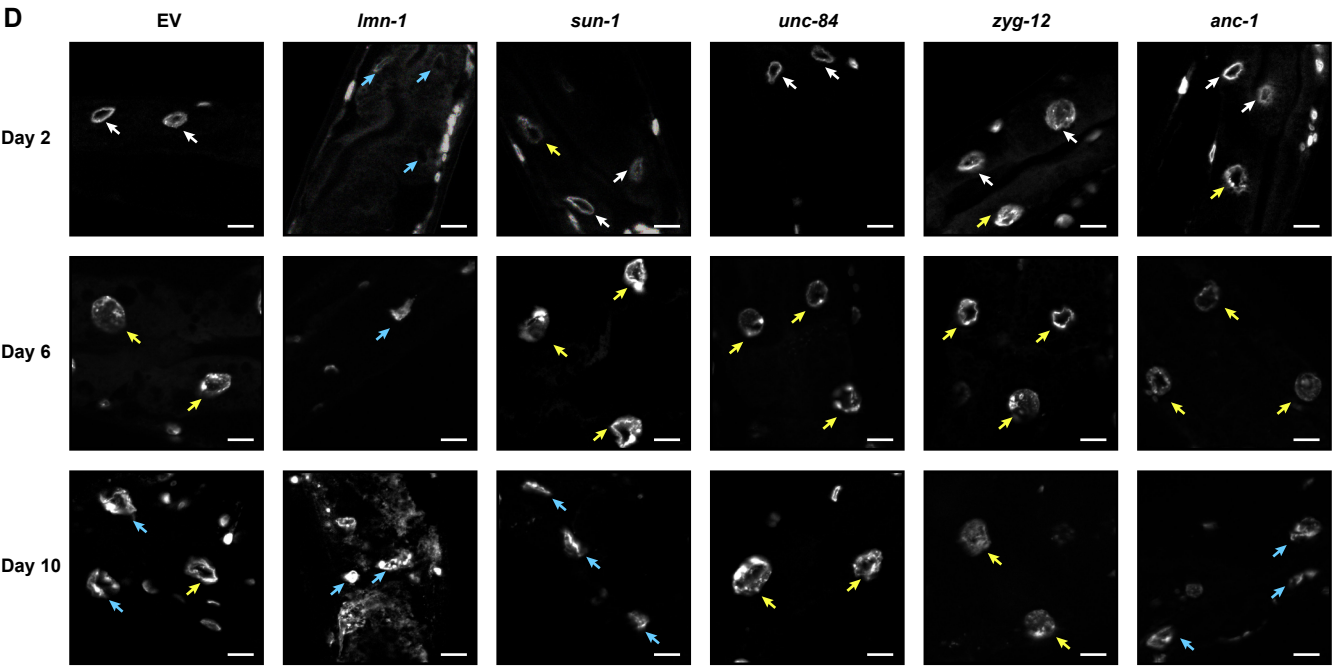

**Figure S1. Related to Figure 1. LINC proteins are required to protect against proteotoxicity in adulthood.**

(A) Paralysis of animals that express  $A\beta_{3-42}$  in their body-wall muscles (strain CL2006). The worms were treated with RNAi from day 1 of adulthood targeting one of the LINC components genes or fed with control bacteria that harbor the empty RNAi vector (EV). *sun-1*, n=337; *unc-84*, n=361; *zyg-12*, n=336; *anc-1*, n=215; EV, n=360. Animals were counted daily. The displayed results represent three independent repeats, except for *anc-1*, in which animals were counted in two independent repeats. Statistical significance was determined by the logrank test with a Bonferroni correction. \*\* *p*-value < 0.01, \*\*\*\* *p*-value < 0.0001. Error bars indicate SEM.

(B) Paralysis of animals that express  $A\beta_{3-42}$  in their body-wall muscles (strain CL2006). The worms were treated from hatching with RNAi towards one of the genes that encode LINC components or fed with control bacteria (EV). On day 1 of adulthood, the worms were transferred onto *dcr-1* RNAi, to restore the expression of LINC components during adulthood. n=238-240 per condition, from two independent repeats. Statistical significance was determined by the logrank test with a Bonferroni correction. \*\*\*\* *p*-value < 0.0001; ns, not significant. Error bars indicate SEM.

(C, D) Morphologies of anterior intestinal cell nuclei (C), and their representative images (D), in *lmn-1p::emr-1::GFP* expressing worms (strain YG002). The worms were treated with RNAi towards the indicated LINC components. *lmn-1* RNAi serves as a positive control for defective nuclear morphology. The morphologies were categorized into three classes, as detailed in the main text. Briefly, the nuclear morphology classes are evenly distributed GFP (class I, white arrows), GFP puncta and/or convoluted nuclear

shape (class II, yellow arrows), and abnormal nuclear shapes (class III, blue arrows). For each condition, n=60 intestinal nuclei were counted from the anterior intestines of ten worms. Scale bar, 10  $\mu$ m.

Figure S2

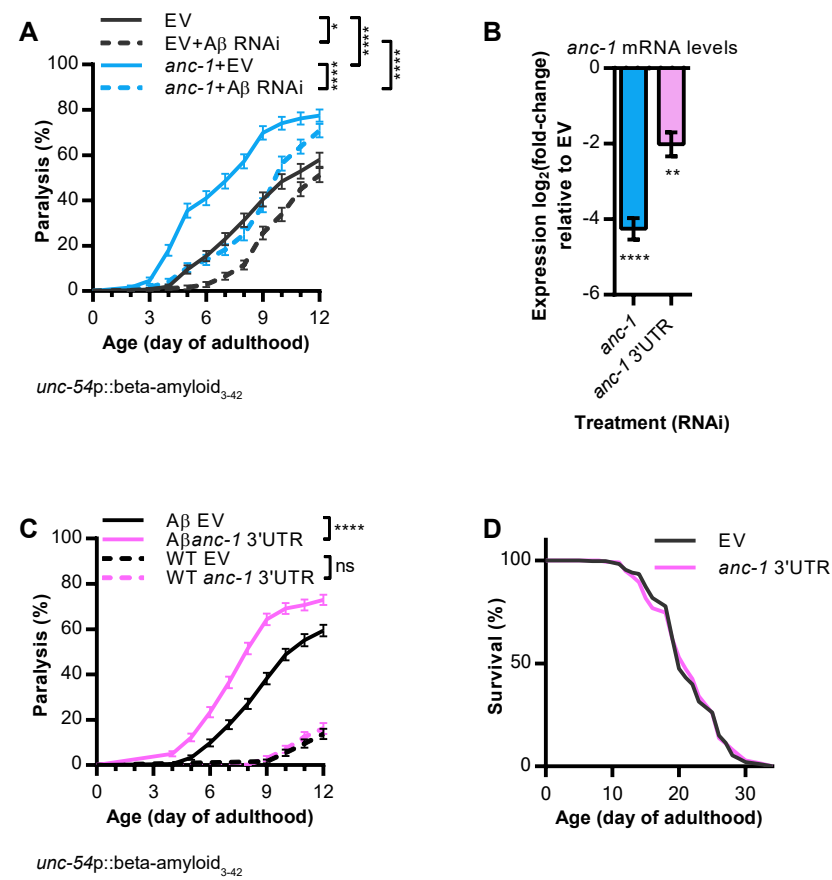

**Figure S2. Related to Figure 1. Relative knockdown efficiency and functional competence of RNAi constructs targeting *anc-1*.**

(A) Mean paralysis of animals that express A $\beta$ <sub>3-42</sub> in their body-wall muscles (A $\beta$  worms, strain CL2006). The worms were treated from hatching with mixes of RNAi targeting *anc-1*, A $\beta$ , and control bacteria that harbor the empty RNAi vector (EV). EV, n=240; EV+A $\beta$ , n=242; *anc-1*+EV, n=239; *anc-1*+A $\beta$ , n=240. Animals were counted daily in two independent experiments. Statistical significance was determined by the logrank test with a Bonferroni correction. \* *p*-value < 0.05, \*\*\*\* *p*-value < 0.0001. Error bars indicate SEM.

(B) Quantitative real-time PCR (qPCR) measuring *anc-1* transcript levels in day 1 adult CF512 animals that were treated with one of two RNAi constructs that target *anc-1*; One from the *C. elegans* ORF-RNAi feeding library (Vidal) and the second is a construct we generated against the 3'UTR region. Statistical significance was determined by one-way ANOVA with Dunnett's multiple comparisons test. \*\* *p*-value < 0.01, \*\*\*\* *p*-value < 0.0001. Error bars indicate SEM.

(C) Mean paralysis of wild type animals (WT, strain N2), and A $\beta$  worms (strain CL2006). The worms were treated from hatching with RNAi targeting the 3'UTR of *anc-1* (WT, n=241; A $\beta$ , n=359), or fed with EV bacteria (EV: WT, n=240; A $\beta$ , n=359). The animals were counted daily. The displayed results represent two independent repeats for WT worms, and three for A $\beta$  animals. Statistical significance was determined by the logrank test with a Bonferroni correction. \*\*\*\* *p*-value < 0.0001; ns, not significant. Error bars indicate SEM.

(D) Survival curves of temperature sensitive sterile animals (strain CF512). The worms were treated from hatching with RNAi towards the 3'UTR of *anc-1* or fed with EV bacteria. *anc-1* 3'UTR, n=344; EV, n=360. Animals were counted daily. The displayed results represent three independent repeats. Statistical significance was determined by the logrank test.

Figure S3

A

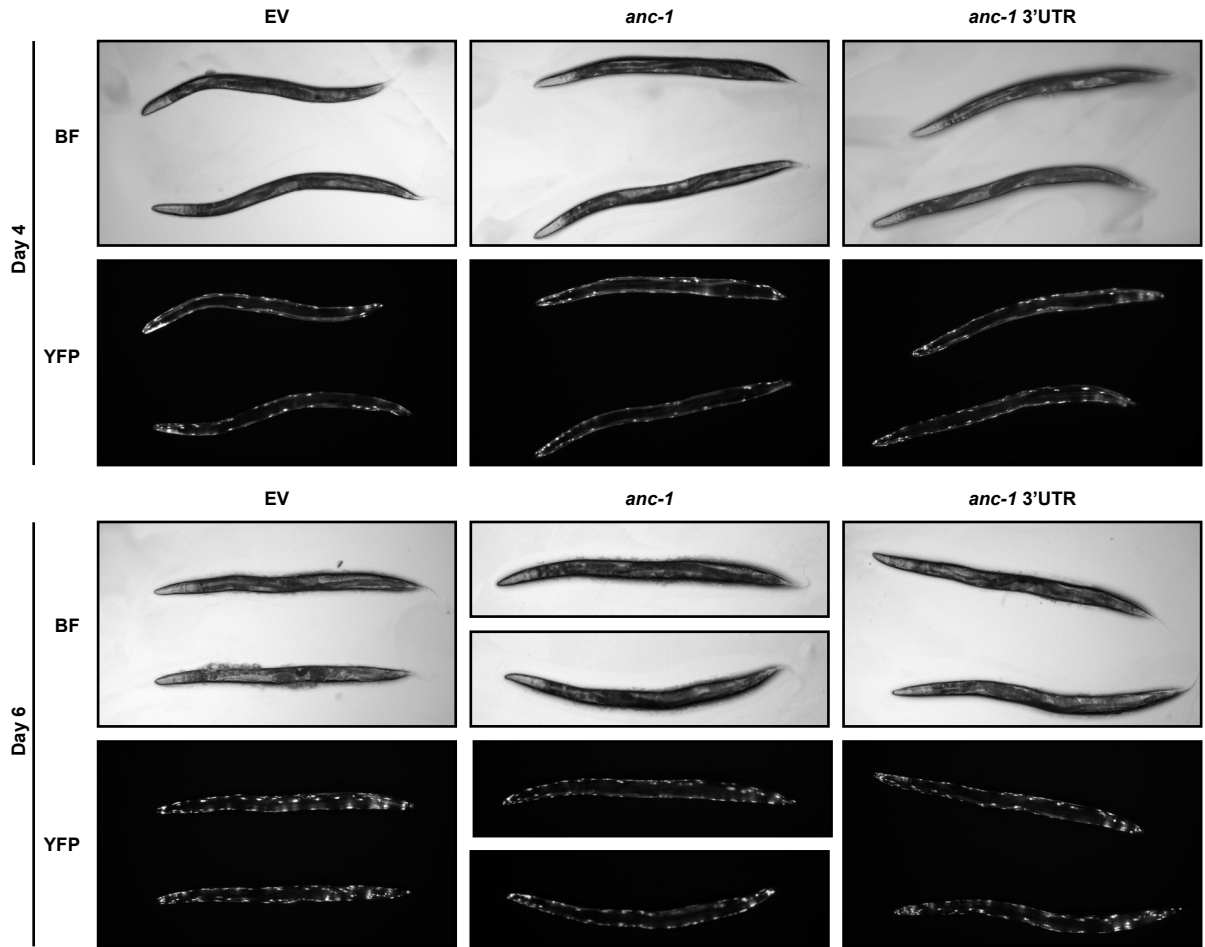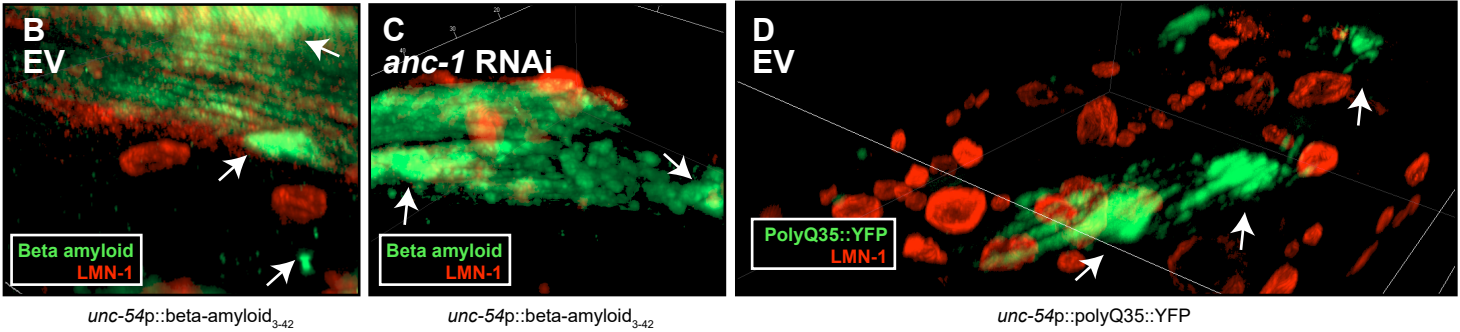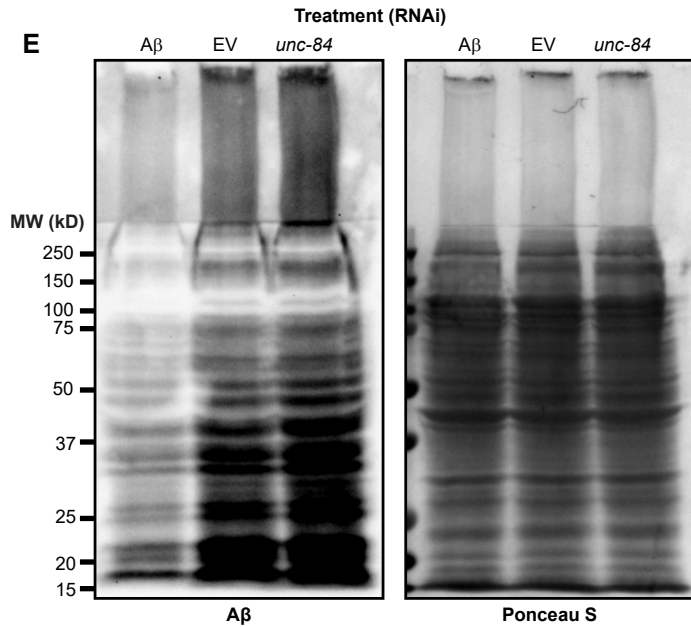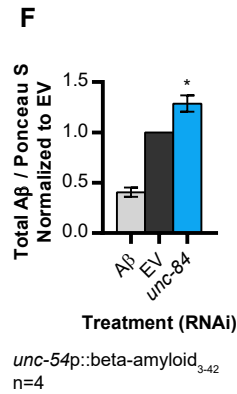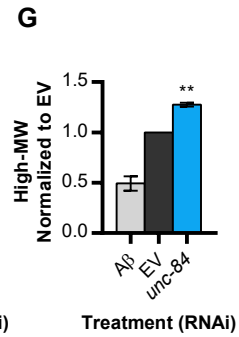

**Figure S3. Related to Figure 2. Hyper-aggregation of A $\beta$  and polyQ35-YFP in untreated and *anc-1* RNAi-treated worms.**

(A) Representative images of AM140 worms that express polyQ35-YFP in body-wall muscles, used to determine the number of foci and their fluorescence intensity. BF, brightfield.

(B, C) 3D reconstruction of Z-stack fluorescent images taken in the mid-body region of A $\beta$  worms. Nuclei were labelled using an anti-LMN-1 antibody and A $\beta$  was labelled using an anti-A $\beta$  antibody (6E10). The results show that most A $\beta$  foci do not overlap nuclei, and are not in their vicinity, in EV (B) and *anc-1* RNAi treated worm (C). White arrows point to A $\beta$  accumulations.

(D) 3D reconstruction of Z-stack fluorescent images taken in the anterior intestinal region of polyQ35-YFP worms, with nuclei labelled using an anti-LMN-1 antibody, shows that polyQ35-YFP accumulations are not in the vicinity of nuclei, in untreated worms. White arrows point to polyQ35-YFP accumulations.

(E-G) Western blots of A $\beta$  species in homogenates of day 3 adult A $\beta$  worms that were either left untreated or exposed to A $\beta$  or *unc-84* RNAi (E, representative). Mean total A $\beta$  signals (F) and mean high-MW A $\beta$  aggregates (G). F and G represent four independent experiments. The results show that unlike *anc-1* RNAi, *unc-84* knockdown does not reduce A $\beta$  aggregation and modifies total A $\beta$  levels. \*  $p$ -value < 0.05, \*\*  $p$ -value < 0.01; ns, not significant. Error bars indicate SEM. Anti-A $\beta$  antibody, 6E10.

Figure S4

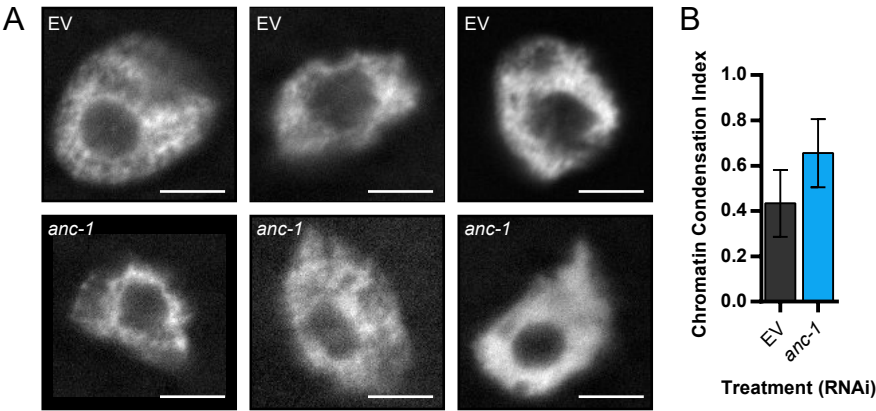

**Figure S4. Related to Figure 3. Chromatin condensation.**

(A) DAPI staining of anterior intestinal nuclei of three separate day 6 adult worms (strain YG002), per condition. Scale bar, 5  $\mu$ m.

(B) Chromatin condensation, as computationally measured in DAPI stained anterior intestinal nuclei of day 6 adult worms (strain YG002). EV, n=13; *anc-1*, n=19, nuclei were imaged in six separate worms per condition. Error bars indicate SEM.

Figure S5

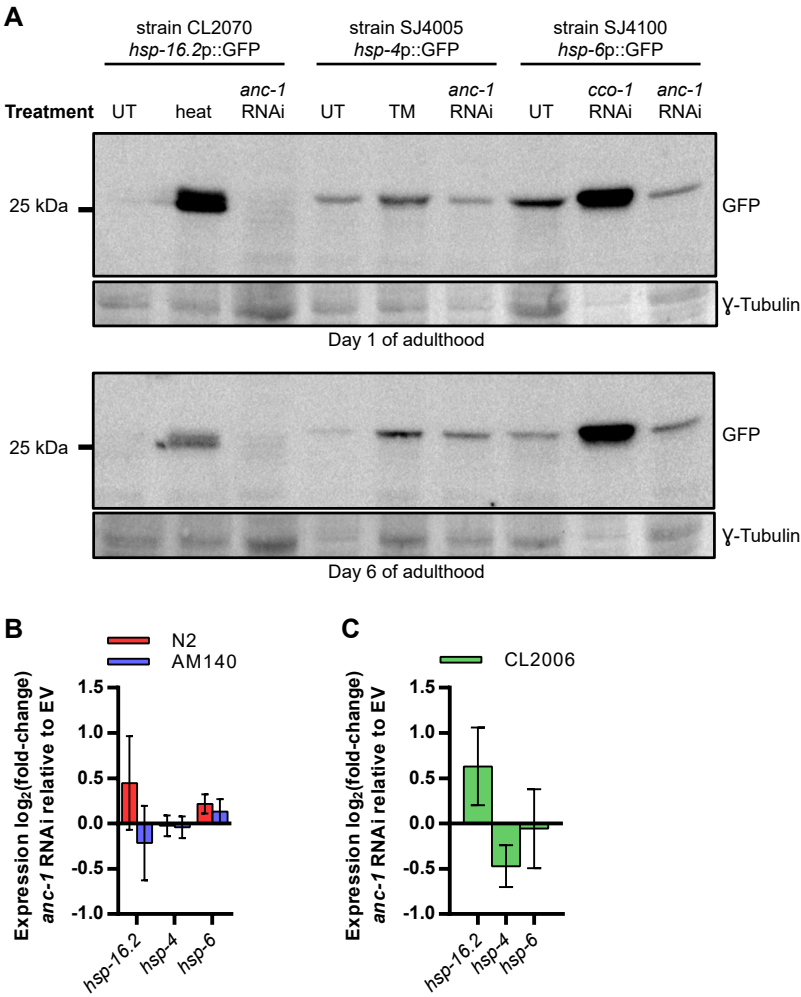

**Figure S5. Related to Figure 3. *anc-1* RNAi does not activate the heat shock response (HSR) and the unfolded protein response of the ER (UPR<sup>ER</sup>) and of the mitochondria (UPR<sup>mt</sup>).**

(A) Western blot analysis of days 1 and 6 adult worms that express GFP under promoters that are activated by the HSR, the UPR<sup>ER</sup>, or the UPR<sup>mt</sup>, using an anti-GFP (D5.1) antibody. The results show that *anc-1* knockdown does not induce any of these stress response mechanisms. Heat serves as a positive control for HSR induction. Tunicamycin (TM) serves as a positive control for UPR<sup>ER</sup> induction. *cco-1* RNAi serves as a positive control for UPR<sup>mt</sup> induction UT, untreated / EV.

(B, C) Expression fold-change of reporter genes in wild type and polyQ35-YFP day 6 old animals, as measured by RNA-Seq (B), and in A $\beta$  worms, as measured by quantitative real-time PCR (qPCR) (C). Three independent repeats show that *anc-1* knockdown does not modulate the expression levels of HSR, UPR<sup>ER</sup>, and UPR<sup>mt</sup> target genes in the presence and absence of proteotoxic stress.

Figure S6

Gene Ontology (GO) Biological Process (BP) Gene Set Enrichment Analysis (GSEA)

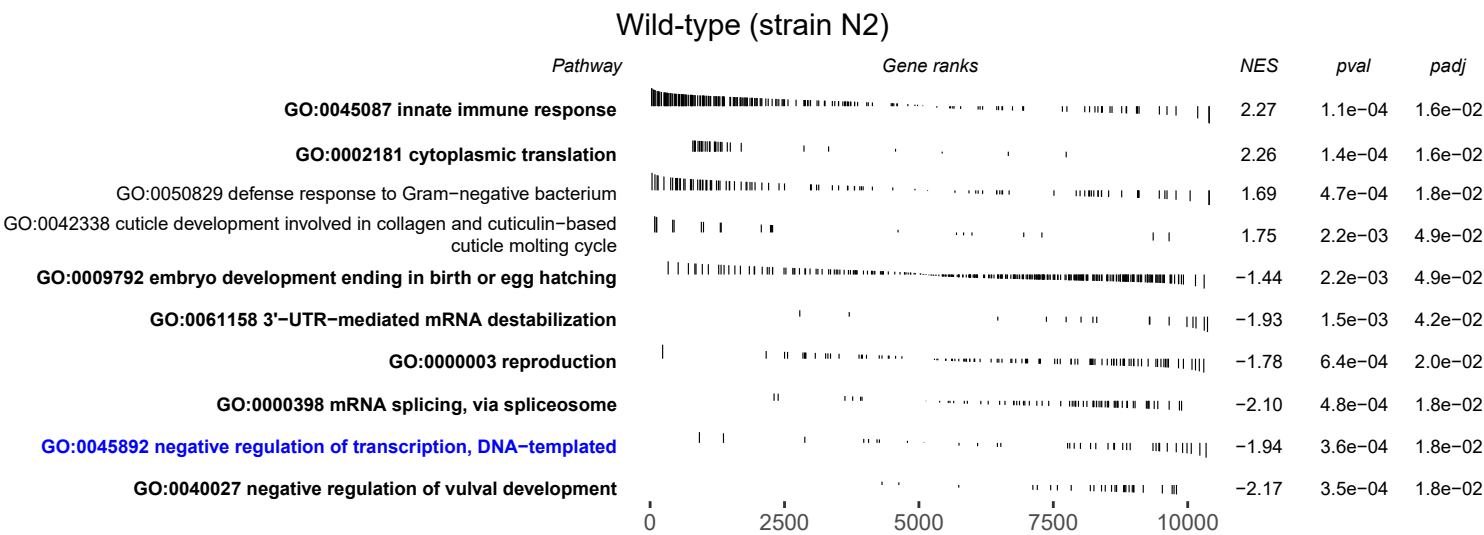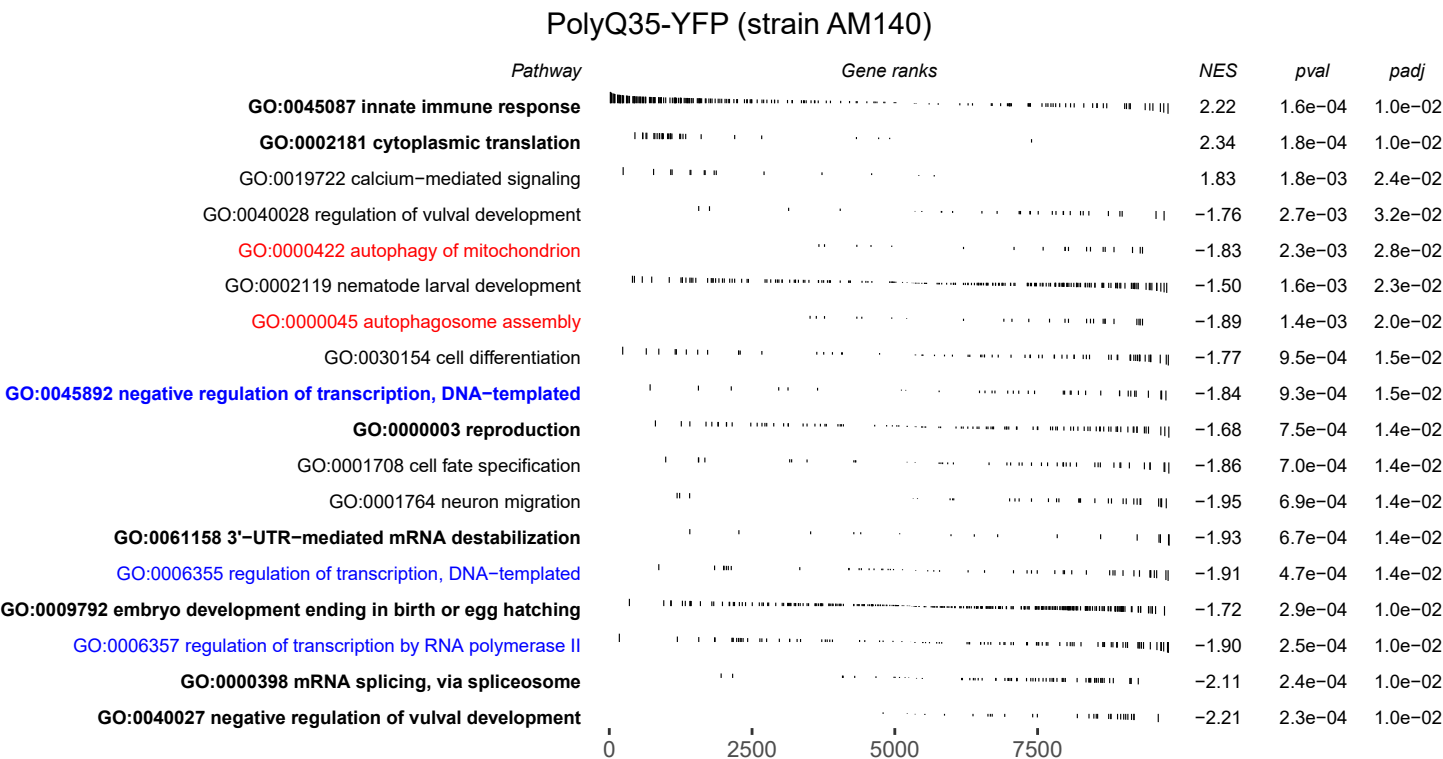

Processes that are enriched in both strains  
Processes associated to proteostasis  
Processes associated to transcription

**Figure S6. Related to Figure 3. Gene Ontology (GO) Gene Set Enrichment Analysis (GSEA).**

Enrichment (upregulation,  $NES > 0$ ) or Depletion (downregulation,  $NES < 0$ ) of GO biological processes based on the differential gene expression measured in wild type (strain N2) and polyQ35-YFP (strain AM140) animals treated with *anc-1* RNAi.

Adjusted *p*-value threshold set at 0.05. “*Pathway*” is the GO annotation gene-set; “*Gene ranks*” are the positions of the genes that make up the corresponding *Pathway* relative to all the genes measured by RNA-seq, which are sorted by their  $\log_2$ (fold-change) from highest to lowest. “*NES*” are normalized enrichment scores; “*pval*” is the *p*-value prior to multiple comparisons correction; “*padj*” is the FDR-adjusted *p*-values.

Figure S7

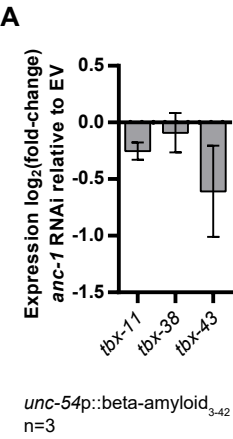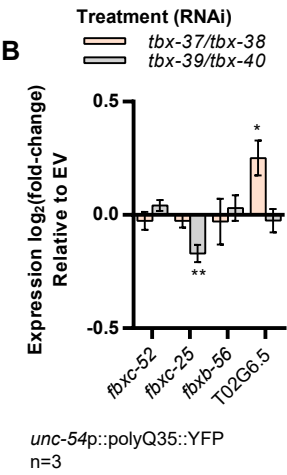

**Figure S7. Related to Figure 4. ANC-1 modulates the expression of T-box transcription factors and components of the SCF complex.**

(A) Expression fold-change of T-box transcription factor-coding genes in day 6 adult A $\beta$  worms, as measured by qPCR, shows that knocking down *anc-1* tends to reduce the expression of T-box transcription factors in these animals. Three independent repeats.

(B) Expression fold-change of F-box protein coding genes in day 6 adult polyQ-35-YFP worms, as measured by qPCR. Three independent repeats indicate that the knockdown of *tbx-37/tbx-38* modulates the expression of *T02G6.5* and that the knockdown of *tbx-39/tbx-40* modulates the expression of *fbxc-25*.

\*  $p < 0.05$ , \*\*  $p < 0.01$ . Error bars indicate SEM.

Figure S8

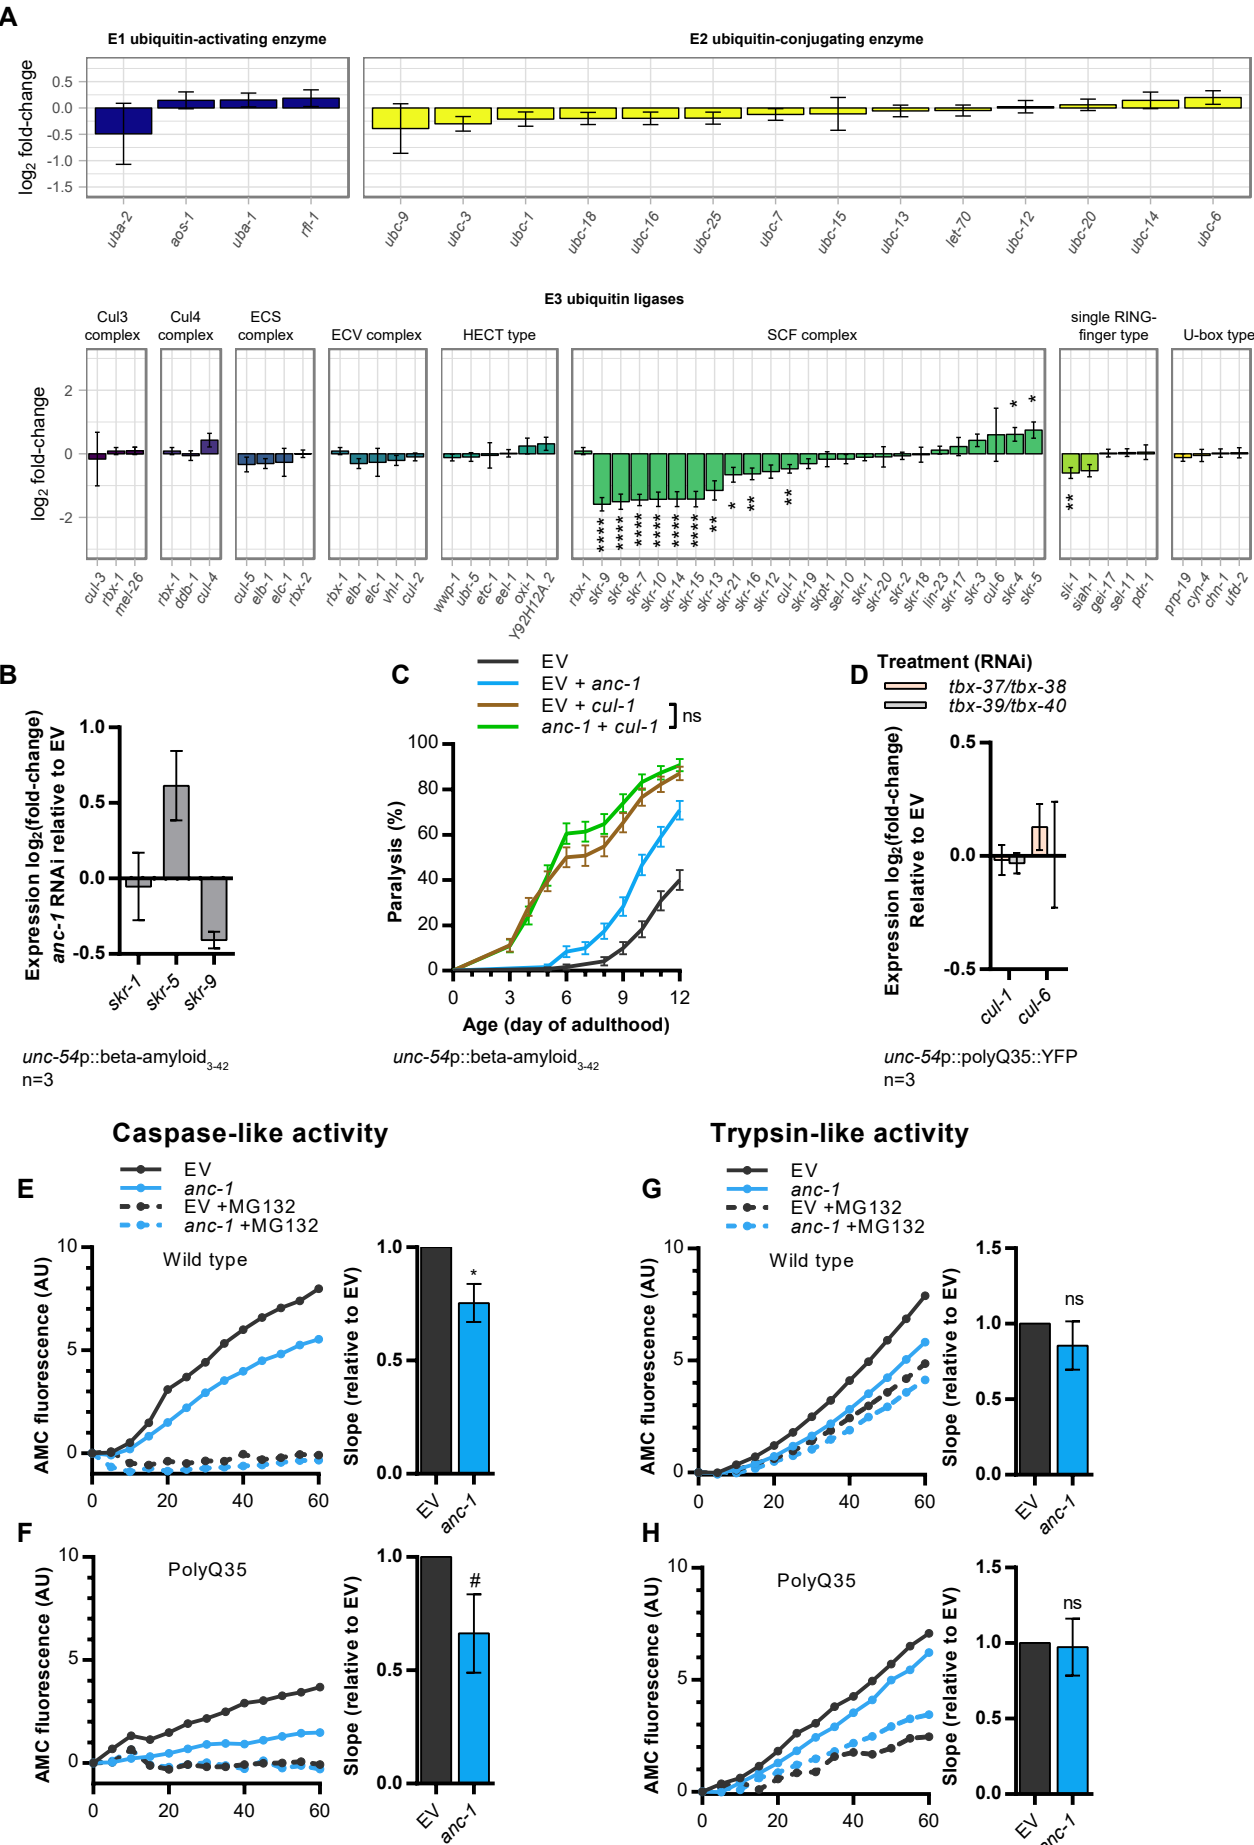

**Figure S8. Related to Figure 5. ANC-1 modulates the expression of SCF complex E3 ubiquitin ligases and proteasome-mediated degradation.**

(A) Expression fold-change of ubiquitin modifying enzymes coding genes when *anc-1* is knocked down in polyQ35-YFP (strain AM140) animals, as measured by RNA-seq. The gene list was obtained from the 'Ubiquitin mediated proteolysis in *C. elegans*' entry in the KEGG pathway database. Statistical significance was determined by T-test with BH Procedure.

(B) Expression fold-change of genes that code Skp1 homologs in day 6 adult A $\beta$  worms, as measured by qPCR, shows that *anc-1* knockdown regulates the expression of SCF complex ubiquitin ligase components. Three independent repeats.

(C) Mean paralysis of A $\beta$  worms that were treated from hatching with mixes of RNAi towards *anc-1*, *cul-1*, and EV bacteria. n=119-124 per condition from one experiment shows that *anc-1* RNAi leads to a small non-significant increase in A $\beta$  proteotoxicity when *cul-1* is knocked down. Statistical significance was determined by the logrank test with a Bonferroni correction. Error bars indicate SEM.

(D) Expression fold-change of Cullin coding genes in day 6 adult polyQ35-YFP worms, as measured by qPCR. Three independent repeats show that the expression of *cul-1* and *cul-6* is not regulated by T-box transcription factors.

(E, F) *In vitro* caspase-like proteasome activity of day 6 adult wild type (E) and polyQ35-YFP (F) worm homogenates, and the mean slopes of three independent repeats, show that the knockdown of *anc-1* impairs this activity.

(G, H) *In vitro* trypsin -like proteasome activity of day 6 adult wild type (G) and polyQ35-YFP (H) worm homogenates, and the mean slopes of three independent repeats,

show no significant difference between untreated worms and their counterparts that were fed with *anc-1* RNAi bacteria.

<sup>#</sup>  $p < 0.1$ , \*  $p < 0.05$ , \*\*  $p < 0.01$ , \*\*\*  $p < 0.001$ , \*\*\*\*  $p < 0.0001$ ; ns, not significant. Error bars indicate SEM.

## Supplemental Tables

**Table S1. Related to Figure 3. Enrichment of transcription factor binding motifs that are regulated by *anc-1* RNAi in both wild type and polyQ35-YFP animals.**

---

<sup>a</sup> Rank sorted by *p*-value.

<sup>b</sup> Score output of the enrichment analysis performed using the R package 'PWMEnrich'.

<sup>c</sup> Values in bold indicate a *p*-value < 0.05.

**Table S2. Related to experimental procedures. Primer sequences.**

## Supplemental Movies

### **Movie S1.**

3D reconstruction of Z-stack fluorescence images taken in the vulva region of A $\beta$  worms (strain CL2006), with nuclei labelled by an anti-LMN-1 antibody and A $\beta$  labelled using an anti-A $\beta$  antibody, shows that A $\beta$  accumulations mostly do not overlap with the nuclei, and are not in their vicinity. Green, A $\beta$ . Red, LMN-1. Video format AVI (MJPEG).

### **Movie S2.**

3D reconstruction of Z-stack fluorescence images taken in the anterior intestinal region of polyQ35-YFP worms (strain AM140), with nuclei labelled by an anti-LMN-1 antibody, shows that polyQ35-YFP accumulations are not in the vicinity of nuclei. Green, polyQ35-YFP. Red, LMN-1. Video format AVI (MJPEG).

### **Movie S3.**

3D reconstruction of an anterior intestinal nucleus stained with DAPI, in day 6 adult worms (strain YG002), treated with control (EV). Video format AVI (MJPEG).

### **Movie S4.**

3D reconstruction of an anterior intestinal nucleus stained with DAPI, in day 6 adult worms (strain YG002), treated with anc-1 RNAi. Video format AVI (MJPEG).

## Experimental Procedures

### *Caenorhabditis elegans*

Standard methods were used for the maintenance and manipulation of *C. elegans* (Stiernagle, 2006). For the experiments conducted in this study, hermaphrodite *C. elegans* were synchronized using hypochlorite and potassium hydroxide, and cultured at 20 °C, unless stated otherwise. Strains used in this study: Wild type (N2, Bristol, RRID:WB-STRAIN:N2\_(ancestral)), CL2006 (pCL12[*unc-54p*::human A $\beta$ <sub>3-42</sub>], pRF4(*rol-6(sul006)*), RRID:WB-STRAIN:CL2006), CL2070 (dvIs70[*hsp-16.2p*::GFP + *rol-6(su1006)*], RRID:WB-STRAIN:CL2070), SJ4005 (zcIs4 [*hsp-4*::GFP] V, RRID:WB-STRAIN:SJ4005), SJ4100 (zcIs13[*hsp-6*::GFP] V, RRID:WB-STRAIN:SJ4100), were provided by the CGC (Caenorhabditis Genetics Center, Minneapolis, MN), which is funded by NIH Office of Research Infrastructure Programs (P40 OD010440). YG002 (*lmn-1p*::*emr-1*::GFP) was generously provided by Prof. Yosef Gruenbaum (the Hebrew University of Jerusalem, Israel). AM140 (rmIs132[*unc-54p*::Q35::YFP], RRID:WB-STRAIN:AM140) and AM101 (rmIs110[F25B3.3p::Q40::YFP], RRID:WB-STRAIN:AM101) were generously provided by Dr. Richard I. Morimoto (Northwestern University, IL, USA). CF512 (*fer-15(b26)*, *fem-1(hc17)*, RRID:WB-STRAIN:CF512) was generously provided by Dr. Andrew Dillin (Berkeley, CA, USA). All strains were routinely maintained at 15 °C, and all experiments were performed at 20 °C, unless stated otherwise. Worms were fed with the *Escherichia coli* strain HT115 (WB Cat# HT115(DE3), RRID:WB-STRAIN:HT115(DE3)) that expresses dsRNA for RNA interference. Bacteria were

grown overnight at 37 °C in LB media supplemented with 100 µg/ml ampicillin (Formedium, 69-52-3).

### **RNA interference (RNAi)**

NG plates supplemented with 100 µg/ml ampicillin were seeded with bacterial cultures. To induce RNAi, the seeded plates were treated with 120 µl 100 mM Isopropyl-β-D-Thiogalactopyranoside (IPTG) (Inalco, 1758-1400). For RNAi of two genes simultaneously, equal volumes of two bacterial cultures were mixed, and seeded on plates. The bacteria were obtained from the *C. elegans* ORF-RNAi feeding library (Vidal), unless stated otherwise. The sequence specificity of all the RNAi constructs was verified by sequencing. The *anc-1* 3'UTR RNAi construct was generated by PCR amplifying part of the 3'UTR-region of the *anc-1* transcript using Paq5000™ DNA Polymerase (Agilent Technologies, 600682). The primer sequences are detailed in Table S2. The PCR product was purified using a PureLink® PCR Purification Kit (Invitrogen, K3100-01), digested by NheI-HF and XhoI restriction enzymes (New England Biolabs, R3131, R0146), and cloned into the pL4440 plasmid using the T4 DNA Ligase (New England Biolabs, M0202). The cloned plasmid was transformed to *E. coli* DH5α to increase plasmid quantity, and then transformed to *E. coli* HT115 to be used as a food source for RNAi knockdown. The cloning and transformation were validated by Standard-Seq (Macrogen Inc.) using the M13F primer. The Aβ RNAi targets the sequence within the *Homo sapiens* gene APP that encodes Aβ and that is expressed in the *C. elegans* strain CL2006:

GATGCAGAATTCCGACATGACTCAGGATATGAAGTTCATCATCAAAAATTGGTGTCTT

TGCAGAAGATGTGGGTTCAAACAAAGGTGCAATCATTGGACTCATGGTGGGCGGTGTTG  
TCATAGCG

### **Paralysis assay**

Synchronized CL2006 eggs were placed on NG-ampicillin plates seeded with HT115 bacteria and supplemented with IPTG. On the first day of adulthood, 120 randomly picked animals per treatment were transferred onto 60 mm NG-ampicillin plates seeded with bacteria, 24 animals per plate. The worms were assessed daily for paralysis by gently tapping their noses with a platinum wire. If worms did not move, they were further incentivized by placing a hot platinum wire in their proximity. Living worms that failed to move their central body regions were scored as paralyzed and removed from the plates. To avoid scoring old animals as paralyzed, paralysis assays were terminated at day 12 of adulthood.

### **Nuclear morphology and chromatin condensation**

For each treatment, synchronized YG002 eggs were placed on NG-ampicillin plates seeded with HT115 bacteria and supplemented with IPTG. Starting at day 1 of adulthood, 50 worms per condition were picked daily to avoid progeny. On the indicated days, the worms were washed twice with M9 to remove bacteria followed by two washes with water, and incubated on ice for ten minutes. Samples were fixed with 4% paraformaldehyde in MRWB buffer (80 mM KCl, 20 mM NaCl, 10 mM Na<sub>2</sub>EGTA, 5 mM spermidine, 25% methanol). The worms were frozen in -80C, thawed, and incubated for 30 minutes on ice with occasional agitation. The worms were washed three times in PBS, and 10-20 animals were mounted per condition in 5% (w/v) n-propyl gallate (Sigma-Aldrich, P3130), 100 mM Tris-HCl pH 9.0, 70% (v/v) glycerol, and 20 µg/ml 4',6-Diamidino-2-phenylindole (DAPI), for fluorescence microscopy imaging. DIC and

fluorescence images were acquired using a Zeiss Axio Observer.Z1 inverted microscope equipped with an AxioCam HRm Zeiss camera, with optical sectioning using Zeiss ApoTome.2, Plan-Apochromat 63x/1.40 oil immersion objective, and the Zeiss ZEN 2 (blue edition) software. For nuclear morphology, we imaged the anterior intestines across the worm diameter, in 2  $\mu\text{m}$  slices. The nuclei were categorized into classes, based on nuclear features that were set by Haithcock and colleagues, as detailed in the main text (Haithcock et al., 2005). For nuclear morphology, we imaged anterior intestinal nuclei in 200 nm slices. Chromatin condensation index was calculated using a MATLAB tool designed to measure chromatin *in vivo*, developed by Sosnik and colleagues (Sosnik, Vieira, Webster, Siegfried, & McCusker, 2017). In brief, Chromatin condensation index is defined as the number of edges detected using the Sobel edge detection method within a nuclear cross-section relative to the nuclear area. For more details, see work by Irianto and colleagues (Irianto, Lee, & Knight, 2014).

### **Lifespan assay**

Synchronized CF512 eggs were placed on NG-ampicillin plates seeded with HT115 bacteria and supplemented with IPTG. CF512 animals are heat-sensitive sterile; to avoid progeny, the eggs were placed at 25 °C. On the first day of adulthood the worms were moved to 20 °C, and 120 randomly picked animals per treatment were transferred onto 60 mm NG-ampicillin plates seeded with bacteria, 12 animals per plate. Worms that failed to move when tapped twice gently with a platinum wire and placing a hot platinum wire in their proximity were scored as dead. Survival rates were recorded every 2-3 days until the last surviving worm perished.

### **Thrashing assay**

Synchronized eggs were placed on NG-ampicillin plates seeded with HT115 bacteria and supplemented with IPTG. On each time-point, 20 randomly picked animals were sequentially placed in 5 µl M9 buffer drop on top of a microscope slide and allowed thirty seconds of recovery. Afterwards, the number of body bends of each worm was counted for the duration of thirty seconds. One body bend is the formation of an angle between the head and tail of the worm in a pre-selected lateral movement direction.

### **Native Agarose Gel Electrophoresis (NAGE)**

We performed the assay as described by its developers (Holmberg & Nollen, 2013). For each time-point, 4,500 synchronized AM140 eggs were placed on NG-ampicillin plates seeded with HT115 bacteria and supplemented with IPTG. The worms were washed daily with M9 to discard of progeny. On each time-point, the worms were washed with M9 to remove bacteria, and resuspended them twice in PBS supplemented with Protease Inhibitor Cocktail Set III (Merck / Calbiochem, 539134) diluted 1:1000. Afterwards, the buffer volume was minimized, and the worms were flash frozen the worms in liquid nitrogen. After thawing the samples, a small amount of 0.5 mm zirconium oxide beads (Next Advance, ZrOB05) was added to the collected worms. The worms were homogenized at 4 °C using a Bullet Blender® (Next Advance) set to speed nine – three times for ten seconds each. Worm debris was removed by centrifuging at 780 x g for three minutes at 4 °C and transferring away the soluble upper post-debris fraction. The protein content of the post-debris fraction was quantified using the BCA Protein Assay Kit (Pierce™, 23227) according to its suggested protocol. For each sample, 100 µg were loaded onto a 1% agarose gel and ran on Owl™ EasyCast™ B1 Mini Gel Electrophoresis Systems (Thermo Scientific) at 4 °C, 40 V for 15 hours. The gels were

visualized using a Typhoon FLA 9500 (GE Healthcare) set to Alexa 488 Fluorescence, PMT 500, pixel size of 50  $\mu\text{m}$ . The YFP signal intensities were quantified using Image Lab™ version 6.0.0 build 25 Standard Edition (Bio-Rad Laboratories). High molecular weight regions were defined, with the background signal subtracted from each region of interest. The signal intensities were normalized to the untreated samples.

### **Counting polyglutamine foci**

Synchronized eggs were placed on NG-ampicillin plates seeded with HT115 bacteria and supplemented with IPTG. On each time-point, worms were picked onto NG-ampicillin free from bacteria, immobilized in 20 mM sodium azide diluted in M9 buffer, and their entire bodies were individually imaged in a Nikon AZ100 microscope equipped with a Nikon DS-Fi2 camera, using the software NIS-Elements BR (version 4.13). The fluorescent polyQ35-YFP foci were quantified using the software worMachine (Hakim et al., 2018).

### **SDS-PAGE and western blot**

For each condition, 10,000 to 15,000 synchronized eggs were placed on NG-ampicillin plates seeded with HT115 bacteria and supplemented with IPTG. The worms were washed daily with M9 to discard of progeny. On the indicated ages, the worms were washed with M9 to remove bacteria, and resuspended twice in PBS supplemented with 1:1000 Protease Inhibitor Cocktail Set III (Merck / Calbiochem, 539134).

When testing the induction of the HSR, CL2070 worms were exposed heat at 33 °C for 3 h, and were then collected as described. When testing the induction of the UPR<sup>ER</sup>, SJ4005 worms were exposed to 10  $\mu\text{g}/\text{ml}$  Tunicamycin at 20 °C for 3 h, and were then collected as described. When testing the induction of the UPR<sup>mt</sup>, SJ4100 worms

were treated with *cco-1* RNAi from hatching, and were collected as described.

Afterwards, the buffer volume was minimized, and the worms were flash frozen in liquid nitrogen. After thawing the samples, a small amount of 0.5 mm zirconium oxide beads (Next Advance, ZrOB05) was added to the collected worms. The worms were homogenized at 4 °C using a Bullet Blender® (Next Advance) set to speed eight, for three minutes, and then set to speed nine and for an additional two minutes. The homogenates were centrifuged at 780 x g for three minutes at 4 °C and the worm debris was separated from the soluble upper post-debris fraction. The protein content of the worm debris (anti-A $\beta$  western blot) and post-debris fraction (anti-ubiquitin, anti-polyQ, and anti-GFP western blot) were quantified using the BCA Protein Assay Kit (Pierce™, 23227) according to its suggested protocol. For each sample, 100  $\mu$ g of protein were supplemented with a 4X sample loading buffer (40% glycerol, 0.2 M Tris-HCl pH 6.8, 0.5% Bromophenol blue, 4% SDS), 10.7% (v/v) 2-mercaptoethanol (Sigma, M3148), and incubated at 95 °C for ten minutes. The samples were loaded into wells of a Tris polyacrylamide gel (Stacking: 5% Acry/Bis (29:1), 0.125 M Tris pH 6.8, 0.1% SDS, 0.1% APS, 0.1% TEMED; Resolving: 10% Acry/Bis (29:1), 0.375 M Tris pH 8.8, 0.1% SDS, 0.04% APS, 0.1% TEMED). Gel electrophoresis took place in a Mini-PROTEAN® Tetra Cell (Bio-Rad Laboratories) and running buffer (0.19 M Glycine, 25 mM Tris, 3.5 mM SDS) at room temperature, 100 V for two hours. Each gel was loaded with a Precision Plus Protein™ Dual Color Standards as a protein marker (Bio-Rad, 1610374). Gel electrophoresis was halted when the Bromophenol blue dye reached the bottom of the gel. Afterwards, the proteins were transferred onto a methanol-activated 0.45  $\mu$ m pore PVDF membrane (Millipore, IPVH00010) (In anti-A $\beta$  western blot a 0.2  $\mu$ m pore

nitrocellulose membrane (Pall Corporation, 66485) was used) using a Criterion™ Blotter (Bio-Rad Laboratories) at room temperature, 60 mAh overnight for 15-17 hours. Post-transfer, total protein content was stained using 0.1% (w/v) Ponceau S (Sigma-Aldrich, P3504) in 1% (v/v) acetic acid, and the membrane was visualized in a Molecular Imager® Gel Doc™ XR+ (Bio-Rad Laboratories). The membrane was cleared from Ponceau S by TBST (10 mM Tris pH 8.0, 0.15 M NaCl supplemented with 0.05% (v/v) Tween-20) and blocked in 5% (w/v) non-fat milk for one hour, then with the primary antibody for two hours, and finally with the secondary antibody. All incubations took place at room temperature. The primary antibodies used were 1:1,000 mono- and poly-ubiquitinated conjugates monoclonal antibody (FK2) (Enzo Life Sciences Cat# BML-PW8810, RRID:AB\_10541840); 1:1,000 purified anti- $\beta$ -Amyloid, 1-16 monoclonal antibody (6E10) (BioLegend Cat# 803001, RRID: AB\_2564653); 1:2,000 mouse anti-polyglutamine-expansion (5TF1-1C2) (Millipore Cat# MAB1574, RRID:AB\_94263); for blotting polyQ35-YFP (strain AM140), 1:2,000 mouse anti-GFP monoclonal antibody (11E5) (Thermo Fisher Scientific Cat# A-11121, RRID:AB\_221567) was used; for blotting GFP under the promoters of heat-shock proteins (strains CL2070, SJ4005, SJ4100), 1:2,000 rabbit anti-GFP monoclonal antibody (D5.1) (Cell Signaling Technology Cat# 2956, RRID:AB\_1196615) was used; mouse anti-gamma-tubulin monoclonal antibody, unconjugated, (GTU-88) (Sigma-Aldrich Cat# T6557, RRID:AB\_477584). The secondary antibodies used were 1:10,000 Peroxidase AffiniPure Donkey Anti-Mouse IgG (H+L) (Jackson ImmunoResearch Labs Cat# 715-035-151, RRID:AB\_2340771); Peroxidase AffiniPure Donkey Anti-Rabbit IgG (H+L) (Jackson ImmunoResearch Labs Cat# 711-035-152, RRID:AB\_10015282). Chemiluminescence

was detected by exposing the antibody-bound membrane to 1.25 mM luminol, 0.2 mM p-coumaric acid, 0.0083% hydrogen peroxide, and 100 mM Tris pH 8.5, and using a Molecular Imager® Gel Doc™ XR+ (Bio-Rad Laboratories). The Ponceau S staining and chemiluminescence were quantified using Image Lab™, version 6.0.0 build 25, standard edition (Bio-Rad Laboratories). High molecular weight and low molecular weight regions were defined, with the background signal subtracted from each region of interest. The signal intensities were normalized to the untreated samples.

### **Immunofluorescence**

For each treatment, synchronized eggs were placed on NG-ampicillin plates seeded with HT115 bacteria and supplemented with IPTG. Starting at day 1 of adulthood, 50 worms per condition were picked daily to avoid progeny. On the indicated days, the worms were washed twice with M9 to remove bacteria followed by two washes with water, and incubated on ice for ten minutes. Samples were fixed with 4% paraformaldehyde in MRWB buffer (80 mM KCl, 20 mM NaCl, 10 mM Na<sub>2</sub>EGTA, 5 mM spermidine, 25% methanol). The worms were frozen in -80°C, thawed, and incubated for 30 minutes on ice with occasional agitation. The worms were washed twice in Tris-Triton buffer (100 mM Tris-HCl pH 7.4, 1% Triton X-100, 1 mM EDTA), incubated for 2 h at 37 °C in Tris-Triton buffer supplemented with 1% β-Mercaptoethanol, with mild agitation, washed in BO<sub>3</sub> buffer (25 mM H<sub>3</sub>BO<sub>3</sub>, 12.5 mM NaOH), and incubated for 15 minutes in BO<sub>3</sub> buffer supplemented with 10 mM DTT, with mild agitation. The worms were then washed once in BO<sub>3</sub> buffer, and incubated in BO<sub>3</sub> buffer supplemented with 0.3% H<sub>2</sub>O<sub>2</sub> for 15 minutes at room temperature, with mild agitation. After washing once with BO<sub>3</sub> buffer, and for 15 minutes at room temperature with washing buffer (1X PBS,

0.1% BSA, 0.5% Triton X-100, 1 mM EDTA), the worms were incubated for one hour at room temperature in blocking buffer (1X PBS, 1% BSA, 0.5% Triton X-100, 1 mM EDTA) and stained overnight at 4 °C with the primary antibody in blocking buffer. The worms were washed three times in washing buffer, and stained for two hours at room temperature with fluorophore conjugated secondary antibodies followed by ten washes in washing buffer. 10-20 animals were mounted per condition in 5% (w/v) n-propyl gallate (Sigma-Aldrich, P3130), 100 mM Tris-HCl pH 9.0, 70% (v/v) glycerol, and 20 µg/ml 4',6-Diamidino-2-phenylindole (DAPI), for fluorescence microscopy imaging. DIC and fluorescence images were acquired using a Zeiss Axio Observer.Z1 inverted microscope equipped with an AxioCam HRm Zeiss camera, with optical sectioning using using Zeiss ApoTome.2, Plan-Apochromat 63x/1.40 oil immersion objective, and the Zeiss ZEN 2 (blue edition) software. Z-stack images across the diameter of worms were captured in 500 nm intervals. The antibodies used were 1:1,000 rabbit anti-LMN-1, clone 3932 (generously provided by Prof. Yosef Gruenbaum); 1:500 mouse anti- $\beta$ -Amyloid, 1-16 monoclonal antibody (6E10) (BioLegend Cat# 803001, RRID: AB\_2564653); 1:200 Rhodamine Red-X-AffiniPure Donkey Anti-Rabbit IgG (Jackson ImmunoResearch Labs Cat# 711-295-152, RRID:AB\_2340613); 1:200 Cy2-AffiniPure Donkey Anti-Mouse IgG (H+L) (Jackson ImmunoResearch Labs Cat# 715-225-151, RRID:AB\_2340827).

### **RNA isolation**

Total RNA was isolated using NucleoSpin® RNA kit (MACHEREY-NAGEL, 740955). For each time-point, 6,000 synchronized eggs were placed on NG-ampicillin plates seeded with HT115 bacteria and supplemented with IPTG. The worms were washed daily with M9 to discard of progeny. On each time-point, we washed the worms

with M9 to remove bacteria, left a minimal buffer volume, and froze them immediately in liquid nitrogen. The samples were thawed on ice, resuspended in 350  $\mu$ l buffer RA1 (kit reagent) supplemental with 5.5  $\mu$ l 1M DTT, and added a small amount of 0.5 mm zirconium oxide beads (Next Advance, ZrOB05). The worms were homogenized at 4 °C using a Bullet Blender® (Next Advance) set to speed eight, for three minutes, and then set to speed nine and for an additional two minutes. Homogenates were transferred to microcentrifuge tubes and centrifuged at 14,000 x g for 5 minutes. The supernatant was transferred to NucleoSpin® Filter (NucleoSpin® RNA kit reagent), and the next steps followed the manufacturer's standard protocol. Following RNA purification, the samples were stored at -80 °C.

### **Quantitative real-time PCR (qPCR)**

Following RNA isolation, the RNA integrity was assessed by loading and running 1  $\mu$ l of each sample in a 1% w/v SeaKem® LE Agarose (Lonza, 50004) gel supplemented with 1  $\mu$ l ethidium bromide (Sigma-Aldrich, E1510) for a 40 ml gel, and visualizing the rRNA bands. The gels were run in an Owl™ EasyCast™ B1 Mini Gel Electrophoresis System (Thermo Scientific). The RNA purity and quantity were assessed by loading 1.5  $\mu$ l of each sample onto a NanoDrop™ 2000c Spectrophotometer and reading the  $A_{260}$  nm emission, as well as the  $A_{260}/A_{280}$  and  $A_{260}/A_{230}$  ratios. cDNA was synthesized by reverse transcription from isolated RNA using the iScript cDNA synthesis kit (Bio-Rad, 170–8891). Each 20  $\mu$ l reaction followed the manufacturer's instructions, with 1  $\mu$ g of RNA template used per reaction. The reaction was incubated for 5 minutes at 25 °C, 20 minutes at 46 °C, and 1 min at 95 °C. The cDNA was stored at -20 °C. qPCR target information and the primer oligonucleotides sequences are detailed in Table S2.

qPCR was performed with iTaq™ Universal SYBR® Green Supermix (Bio-Rad, 172–5124). For usage in a qPCR reaction, each cDNA sample was diluted ten-fold, and to each 14 µl reaction, 1.4 µl of the diluted template was added. This corresponds to 700 pg of total RNA. 0.5 µM of forward and reverse primers were present in a reaction. The reactions were performed in technical replicates and read in a CFX96™ Real-Time PCR Detection System (Bio-Rad). Each reaction started with a polymerase activation and DNA denaturation for 30 sec 95 °C incubation, followed by 40 cycles of denaturation and annealing/extension, and plate read: 5 sec 95 °C, and 30 sec 60 °C, and finally 10 sec at 95 °C. For target specific, melting curve analysis was performed, in which the plate was read at 65°C up to 95 °C, at 5 sec 0.5 °C steps. Each reaction had a no-template control (NTC) included. The qPCR measurements were analyzed in Bio-Rad CFX Manager version 2.0.885.0923. Cq for all reactions was determined by a single threshold. The Cq levels were normalized to the geometric mean of three reference genes: *cdc-42*, *pmp-3*, and Y45F10D.4, which were selected based on past work (Hoogewijs, Houthoofd, Matthijssens, Vandesompele, & Vanfleteren, 2008), to generate  $\Delta Cq$  values. Relative expression levels were determined by the  $-\Delta\Delta Cq$  method, by calculating the difference from the mean  $\Delta Cq$  value of the untreated samples. Bar graphs show the relative expression values.

### **RNA sequencing (RNA-Seq)**

Following RNA isolation, the RNA integrity and quantity was assessed using the Agilent 2200 TapeStation System. The RNA purity was assessed by loading 1.5 µl of each sample onto a NanoDrop™ 2000c Spectrophotometer and reading the  $A_{260}$  nm emission, as well as the  $A_{260}/A_{280}$  and  $A_{260}/A_{230}$  ratios. Isolated RNA samples were

prepared and sequenced using the Illumina HiSeq 2500 by the Technion Genome Center (Technion, Haifa, Israel) according to the CEL-Seq2 protocol, as described by its developers (Hashimshony et al., 2016). During CEL-Seq sample preparation, each sample is marked with a primer containing a unique barcode. Each initial RNA sample was barcoded using a pool of three different CEL-Seq primers. Using several primers to create technical replicates for each sample reduces the possibility of technical variability caused by differences in barcode efficiency. Processing was done with a modified CEL-Seq2 pipeline ([yanailab.github.io/celseq2](https://yanailab.github.io/celseq2)), based on the one described by its developers. Barcode splitting was done with their pipeline, with parameters: stats\_file=stats.tab, min\_bc\_quality=10, bc\_length=6, umi\_length=6, cut\_length=51. Adapter and quality trimming were performed using cutadapt ((Martin, 2011), [cutadapt.readthedocs.io](https://cutadapt.readthedocs.io)), version 1.12, with parameters: -e 0, -q 10, -u 9, -a "A{100}", -a "A{15}N{100}", -a GATCGTCGGACT, -n 3, -m 28. The set parameters mean no errors, trimming quality below 10 in a phred+33 scale, removing the first 9 bases, trimming adapters, poly A and poly N tails, and keeping only reads of length at least 28. Two sequences were set for removal: (1) "Small RNA 5' adapter" – GATCGTCGGACT; (2) Poly A, as during sample preparation a poly T sequence is used to capture the 3' end of the transcripts. After adapter and quality trimming over 90% of the reads remained. Mapping to the *C. elegans* genome, Ensembl: WBcel235, release 36 (June, 2017), joint with the ERCC sequences (CEL-Seq2 control Spike-In), was done using Tophat2 version 2.1.1, ((Kim et al., 2013), [ccb.jhu.edu/software/tophat](http://ccb.jhu.edu/software/tophat)) with parameters: -N 2, --read-edit-dist 2, -G protein\_coding\_ERCC.gtf. The set parameters mean up to 2 mismatches, and up to an edit distance of 2, using annotations of protein coding genes (from Ensembl WBcel235

release 36), and the ERCC Spike-In. A mapping percentage of over 94% was reached. Gene counting was done using HTseq-count ((Anders, Pyl, & Huber, 2015), htseq.readthedocs.io) version 0.6.1, with parameters: gff\_file=protein\_coding\_ERCC.gtf, umi=false. The set parameters mean that the counting was done using the same annotations as in the mapping step (protein coding and ERCC Spike-In) and ignoring UMIs. This was done since UMIs are too short to capture the full repertoire of transcripts in the samples and using them would cause a flattening of the signal for genes with a higher expression. Normalization and differential expression analysis done using the R/Bioconductor (Huber et al., 2015; R Core Team, 2018) package DESeq2 version 1.22.2 with default parameters (Love, Huber, & Anders, 2014). Genes with low expression (mean counts < 2) were discarded from the analysis. The similarity between replicates, and the relations between the samples, were evaluated by hierarchically clustering the Euclidean or the Pearson correlation distance measures of the samples and visualizing in heatmaps. Principal Component Analysis (PCA) plots were also used to ascertain the similarity between samples. The RNA sequencing data files that were generated in this study are available in the NCBI Gene Expression Omnibus (GEO) under the accession number GEO: GSE126585.

### **RNA-Seq results presentation and pathway analysis**

*Euler diagrams* were generated using the R package eulerr version 5.1.0. GO Biological Processes *Gene Set Enrichment Analysis (GSEA)* was performed using the R/Bioconductor package fgsea version 1.8.0 (Sergushichev, 2016). KEGG GSEA was performed using the R/Bioconductor packages clusterProfiler version 3.8.1 (Yu, Wang, Han, & He, 2012) and org.Ce.eg.db version 3.6.0. RNA-Seq measured genes were ranked

by their log<sub>2</sub> fold-change between control and treatment and were used to perform a GSEA in medium sized gene-sets (GO: 15-500 members, KEGG: greater than 15 members), using 10,000 permutations. *Protein Class overrepresentation* test was done using the online PANTHER classification system interface, set to perform a Binomial test followed by a Bonferroni correction (Released 2017-12-05), using the PANTHER database version 13.1 (2018-02-03), and the PANTHER Protein Class annotation data set (Thomas et al., 2003). The gene list that was selected to be tested for overrepresented protein classes, included all the genes whose expression fold-change passed the statistical significance criteria ( $p$ -value < 0.05). The reference/background list was composed of all the genes (20,057) in the PANTHER database for *C. elegans*.

### **Binding motif enrichment analysis**

The presence of T-box transcription factor binding motifs in the promoter regions of genome-wide protein coding genes was determined using the R/Bioconductor package Biostrings version 2.50.0. The enrichment of T-box transcription factor binding motifs was determined using the R/Bioconductor package PWMEnrich version 4.16.0. The promoter regions of *C. elegans* genes were defined as the sequences between 500 bp upstream-, and 100 bp downstream, to the TSS, based on previous findings (Narasimhan et al., 2015; Niu et al., 2011). The promoter sequences were obtained using the R/Bioconductor package biomaRt version 2.38.0 (Durinck, Spellman, Birney, & Huber, 2009). The T-box transcription factors binding motifs were obtained from the CIS-BP database version 1.02 (Weirauch et al., 2014). The *Binding motifs heatmap* was composed using the R package pheatmap version 1.0.10. The genes that are presented in the heatmap possess at least one T-box transcription factor binding motifs, whose

presence was scored with a  $p$ -value  $< 0.01$ . The “Function” of selected genes is based on our interpretation of their Gene Ontology annotations. The genes were hierarchically clustered using the ‘hclust’ function with a binary distance measure set in the function ‘dist’.

### **Proteasome activity assay**

For each treatment, 5,000 synchronized eggs were placed on NG-ampicillin plates seeded with HT115 bacteria and supplemented with IPTG. The worms were washed daily with M9 to discard of progeny. On day six of adulthood, the worms were washed with M9 to remove bacteria, and resuspended them twice in ice-cold PBS. Afterwards, a small amount of 0.5 mm zirconium oxide beads (Next Advance, ZrOB05) was added to the collected worms. The worms were homogenized at 4 °C using a Bullet Blender® (Next Advance) set to speed nine, three times for ten seconds each. Worm debris was removed by centrifuging at 780 x g for three minutes at 4 °C and transferring away the soluble upper post-debris fraction. The protein content of the post-debris fraction was quantified using the BCA Protein Assay Kit (Pierce™, 23227) according to its suggested protocol. Triplicate wells of an opaque 96-well plate (Thermo Scientific, Nunc F96 MicroWell, 137101) were each loaded with 10 µg of protein diluted in a 26S proteasome activity assay buffer (50 mM Tris-HCl pH 7.5, 40 mM potassium chloride, 5 mM magnesium chloride, 1 mM DTT, 0.5 mM ATP, 0.1% BSA). Each well had a total volume of 90 µl. 10 µl of 250 µM substrate was added to each well (2 M stock solution in DMSO), for a final concentration of 25 µM. The synthetic substrates used: chymotrypsin-like proteasome activity, Suc-LLVY-AMC (Enzo Life Sciences, BML-P802-0005); caspase-like activity, Z-LLE-AMC (Calbiochem, 539141); and trypsin-like activity, Z-ARR-

AMC (Calbiochem, 539149). The wells were excited at 380-nm and fluorescence emission was measured at 480-nm every five minutes for an hour at 37 °C using an Infinite M200 PRO plate reader and Magellan version 7.1 (Tecan Trading AG, Switzerland). For each sample, identical triplicates were loaded with 100 µM MG132 (Sigma-Aldrich, M7449) and incubated for 5 minutes at room temperature prior to measurement as a control. Results at time 0 of each experiment were defined as baseline.

### **Statistical Analysis**

Statistical details of experiments that include the statistical tests used, significance, error bars, repeats, exact values of n, and what they represent, can be found in the corresponding figure legends. Data are presented as mean  $\pm$  SEM. Statistical analyses were performed using GraphPad Prism version 7.01 for Windows, GraphPad Software, La Jolla California USA, [www.graphpad.com](http://www.graphpad.com), and R version 3.5.1 (R Core Team, 2018). *p*-values are indicated by \* for  $p < 0.05$ , \*\* for  $p < 0.01$ , \*\*\* for  $p < 0.001$ , \*\*\*\* for  $p < 0.0001$ , and “ns” for  $p > 0.05$ . “Statistically significant” was defined as *p*-value  $< 0.05$ .

## References

- Anders, S., Pyl, P. T., & Huber, W. (2015). HTSeq--a Python framework to work with high-throughput sequencing data. *Bioinformatics (Oxford, England)*, *31*(2), 166–169. <https://doi.org/10.1093/bioinformatics/btu638>
- Durinck, S., Spellman, P. T., Birney, E., & Huber, W. (2009). Mapping identifiers for the integration of genomic datasets with the R/Bioconductor package biomaRt. *Nature Protocols*, *4*(8), 1184–1191. <https://doi.org/10.1038/nprot.2009.97>
- Haithcock, E., Dayani, Y., Neufeld, E., Zahand, A. J., Feinstein, N., Mattout, A., ... Liu, J. (2005). Age-related changes of nuclear architecture in *Caenorhabditis elegans*. *Proceedings of the National Academy of Sciences of the United States of America*, *102*(46), 16690–16695. <https://doi.org/10.1073/pnas.0506955102>
- Hakim, A., Mor, Y., Toker, I. A., Levine, A., Neuhof, M., Markovitz, Y., & Rechavi, O. (2018). WorMachine: machine learning-based phenotypic analysis tool for worms. *BMC Biology*, *16*(1), 8. <https://doi.org/10.1186/s12915-017-0477-0>
- Hashimshony, T., Senderovich, N., Avital, G., Klochender, A., de Leeuw, Y., Anavy, L., ... Yanai, I. (2016). CEL-Seq2: Sensitive highly-multiplexed single-cell RNA-Seq. *Genome Biology*, *17*(1), 1–7. <https://doi.org/10.1186/s13059-016-0938-8>
- Holmberg, M., & Nollen, E. A. A. (2013). Analyzing modifiers of protein aggregation in *C. elegans* by native agarose gel electrophoresis. *Methods in Molecular Biology (Clifton, N.J.)*, *1017*, 193–199. [https://doi.org/10.1007/978-1-62703-438-8\\_14](https://doi.org/10.1007/978-1-62703-438-8_14)
- Hoogewijs, D., Houthoofd, K., Matthijssens, F., Vandesompele, J., & Vanfleteren, J. R. (2008). Selection and validation of a set of reliable reference genes for quantitative sod gene expression analysis in *C. elegans*. *BMC Molecular Biology*, *9*, 9.

<https://doi.org/10.1186/1471-2199-9-9>

Huber, W., Carey, V. J., Gentleman, R., Anders, S., Carlson, M., Carvalho, B. S., ...

Morgan, M. (2015). Orchestrating high-throughput genomic analysis with

Bioconductor. *Nature Methods*, 12(2), 115–121. <https://doi.org/10.1038/nmeth.3252>

Irianto, J., Lee, D. A., & Knight, M. M. (2014). Quantification of chromatin condensation level by image processing. *Medical Engineering and Physics*, 36(3), 412–417.

<https://doi.org/10.1016/j.medengphy.2013.09.006>

Kim, D., Pertea, G., Trapnell, C., Pimentel, H., Kelley, R., & Salzberg, S. L. (2013).

TopHat2: accurate alignment of transcriptomes in the presence of insertions, deletions and gene fusions. *Genome Biology*, 14(4), R36. <https://doi.org/10.1186/gb-2013-14-4-r36>

Love, M. I., Huber, W., & Anders, S. (2014). Moderated estimation of fold change and dispersion for RNA-seq data with DESeq2. *Genome Biology*, 15(12), 550.

<https://doi.org/10.1186/s13059-014-0550-8>

Martin, M. (2011). Cutadapt removes adapter sequences from high-throughput sequencing reads. *EMBnet.Journal*, 17(1), 10–12.

<https://doi.org/http://dx.doi.org/10.14806/ej.17.1.200>

Narasimhan, K., Lambert, S. A., Yang, A. W., Riddell, J., Mnaimneh, S., Zheng, H., ...

Hughes, T. R. (2015). Mapping and analysis of *Caenorhabditis elegans* transcription factor sequence specificities. *ELife*, 4, e06967. <https://doi.org/10.7554/eLife.06967>

Niu, W., Lu, Z. J., Zhong, M., Sarov, M., Murray, J. I., Brdlik, C. M., ... Reinke, V.

(2011). Diverse transcription factor binding features revealed by genome-wide ChIP-seq in *C. elegans*. *Genome Research*, 21(2), 245–254.

<https://doi.org/10.1101/gr.114587.110>

R Core Team. (2018). R: A Language and Environment for Statistical Computing.

Vienna, Austria. Retrieved from <https://www.r-project.org/>

Sergushichev, A. (2016). An algorithm for fast preranked gene set enrichment analysis using cumulative statistic calculation. *BioRxiv*, 60012.

<https://doi.org/10.1101/060012>

Sosnik, J., Vieira, W. A., Webster, K. A., Siegfried, K. R., & McCusker, C. D. (2017). A new and improved algorithm for the quantification of chromatin condensation from microscopic data shows decreased chromatin condensation in regenerating axolotl limb cells. *PLoS ONE*, 12(10), 1–12. <https://doi.org/10.1371/journal.pone.0185292>

Stiernagle, T. (2006). Maintenance of *C. elegans*. *WormBook : The Online Review of C. Elegans Biology*, 1–11. <https://doi.org/10.1895/wormbook.1.101.1>

Thomas, P. D., Campbell, M. J., Kejariwal, A., Mi, H., Karlak, B., Daverman, R., ...

Narechania, A. (2003). PANTHER: a library of protein families and subfamilies indexed by function. *Genome Research*, 13(9), 2129–2141.

<https://doi.org/10.1101/gr.772403>

How the deposited data were processed for this re-analysis (not part of the article)

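RNA of whole worms on day 6 of adulthood was sequenced by the authors with CEL-Seq2 in 4 groups, wild-type EV (n = 3), wild-type *anc-1* RNAi (n = 3), polyQ35-YFP EV (n = 4) and polyQ35-YFP *anc-1* RNAi (n = 4). The authors trimmed the reads, aligned them with TopHat2 to the WBcel235 genome and counted them on protein-coding genes with HTSeq-count, ignoring molecular identifiers. They discarded genes with a mean count under 2 and compared the treatments with DESeq2, and a table per strain was deposited. The signal values deposited per sample, and their mean, are read counts that the authors divided by a DESeq2 size factor, separately in each table. The deposited log2 fold changes and their standard errors, the score of each gene (a Wald statistic) and the deposited p-values with their Benjamini-Hochberg adjustment are the authors' own DESeq2 output. The value of 1 read in each sample was found from the spacing of its normalized values, and all values were then whole reads within 0.01. Gene symbols, positions and GO term names were taken from the same tables. In the wild-type table 8 gene names had been turned into spreadsheet dates and were read by their gene identifier instead. Spike-in sequences were not among the genes listed (0).

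The design, the alternatives, the gene lists and the rule for naming genes were chosen before the data were examined. That design foresaw raw counts and edgeR, or limma if the values were normalized. The values turned out to be normalized, so limma 3.58.1 in R 4.3.3 was used on log2(value + 1), with empirical Bayes moderation and a variance trend over expression. The count tools edgeR 4.0.16 and DESeq2 1.42.0 on the recovered reads became alternatives. Each strain was fitted alone, RNAi against EV, without a replicate term. Genes with a Benjamini-Hochberg adjusted p below 0.05 were called. The difference between the strains in the response was tested over the 11751 genes listed in both tables, as the interaction of strain and treatment (polyQ35-YFP minus wild type) in a limma fit of all samples. Levels of the strains under EV were not compared, since the tables were normalized separately and strain and any batch cannot be parted. Promoter motifs were not counted, since no genome sequence was used here.

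Gene lists were tested with camera (limma, correlation 0.01, lists of at least 3 genes, Benjamini-Hochberg over the lists of a strain). Some lists were families by gene symbol: T-box, *skr*, F-box, cullin, *ubc* (E2), ribosomal protein, proteasome, splicing, vitellogenin, sperm, autophagy, and C-type lectin and lysozyme genes. Others were written from general knowledge of gene names: HSR, UPR ER and UPR mt targets, TGF-β, Wnt, early embryo, oocyte and maternal, and germline nuclei genes. The qPCR reference genes and the *skr* clades came from the paper. Of the 7 genes of the LINC list, the paper names *anc-1*, *unc-84*, *sun-1* and *zyg-12* as LINC genes. It mentions *lmn-1* and *emr-1* in other roles, and *unc-83* was added from general knowledge. Genes of its figures and of Table S1 were reported without a set test. Overrepresentation was tested with Fisher's exact test, one-sided, against the genes tested in the strain. GO terms were added after the data were seen, with camera and with fgsea 1.28.0 (10000 permutations, terms of 15 to 500 genes).

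Genes were named by a fixed rule. It took *anc-1*, the genes of the LINC list, every gene that the paper names in its text, its RNA-Seq figures or Table S1, and members of the listed families that were called. It added the 5 genes of largest mean log2 fold change over both strains in each direction, among genes called in both strains whose *anc-1* RNAi samples all lay on the same side of all EV samples. A gene outside this rule that stands for the lowest adjusted p of a list was named after its values were seen. Among the named genes, *Y45F10D.4*, *col-107*, *crm-1*, *epg-2*, *skr-1*, *skr-5*, *sodh-1*, *tbh-1*, *tbx-38*, *tbx-7*, *uba-1*, *ubc-12*, *vit-2* and *ztf-11* overlap a gene on the opposite strand, and whether the counting used strand is not stated, so their values are uncertain to that degree.

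The series states that each repeat held both conditions, so samples of a strain with the same number were taken as pairs and the number as a block. Deviations from the group means correlated between same-numbered samples at 0.0491, 0.0806 and 0.0740 for wild-type replicates 1 to 3 (9430 genes of mean value 10 or more) and at 0.215, 0.0949, 0.122 and 0.570 for polyQ35-YFP replicates 1 to 4 (9566 genes). Differently numbered samples correlated at -0.108 to 0.0353 in wild-type worms and at -0.469 to 0.271 in polyQ35-YFP worms. There, *anc-1* RNAi replicate 2 was closer to EV replicates 1 (0.271) and 3 (0.146) than the samples of the same number were, so apart from replicate 4 the number does not always mark the closest pair. With this block, limma called 990.0 genes in polyQ35-YFP worms against 273 without it. Whether replicates were prepared on different days is not stated.

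The precision of single genes differed with their expression. The median standard error of a log2 fold change was 0.61 in wild-type worms and 0.54 in polyQ35-YFP worms for genes of mean value below 10, and 0.14 and 0.18 for genes of mean value 100 to 1000. The limma steps were tested on simulated data with 200 changed genes, of which 159 (79.5%) were found in the wild-type design, 145 (72.5%) in the polyQ35-YFP design and 162 (81.0%) for the difference between strains. The changed genes had a mean value of 10 or more and changed by at least a log2 unit, and by more for the difference between strains. Genes were drawn independently, with no effect shared by a repeat. The shares found therefore do not apply to smaller changes, weaker genes or samples with such an effect.

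The alternatives set beforehand were DESeq2, median-of-ratios (RLE) scaling in edgeR, library-size scaling, filterByExpr, the replicate block, a fit of all groups together, unadjusted p, leaving out each sample, and for gene lists an estimated correlation, the rotation test fry and a mean value of at least 10. Those added after the data were seen were edgeR with TMM scaling, edgeR and DESeq2 with the block, TMM scaling in limma, pseudocounts of 0.5 and 5, limma without the variance trend, genes of mean value 10 or more, reads thinned to the smallest sample of the strain, the LINC list without *anc-1*, and GO terms.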

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

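The tests of a wrong label for polyQ35-YFP EV replicate 4 and of a difference shared by the fourth repeat, the splits of the pairs between the strains, the edgeR values and the thinning of reads were chosen only after the result was seen.

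In groups of 4 samples, a sample was singled out when the gap between it and its nearest neighbour made up most of the range of the group (Dixon's ratio). Of 226 groups of polyQ35-YFP samples tested, 7 had such a sample, and chance gives about 1 in 20 groups, or 11.3 of these. The number of such samples is therefore no more than chance would give. Among EV samples, *hsp-16.2* was lowest in replicate 4 (ratio 0.945; 6.71 against 37.0 to 38.7), *inx-8* was highest in replicate 4 (ratio 0.888; 724 against 551 to 571), *rsp-3* was highest in replicate 3 (ratio 0.875; 10288 against 8356 to 8598) and *vit-5* was highest in replicate 1 (ratio 0.919; 51592 against 33799 to 35234). Among *anc-1* RNAi samples, *dnj-7* was lowest in replicate 4 (ratio 0.836; 109 against 159 to 169), *inx-8* was lowest in replicate 2 (ratio 0.841; 207 against 262 to 272) and *sli-1* was highest in replicate 2 (ratio 0.972; 295 against 238 to 239.6). Without EV replicate 4, the log2 fold change of *hsp-16.2* was -0.73 in place of -0.15 and that of *inx-8* was -1.16 in place of -1.25. The genes *rsp-3*, *dnj-7* and *sli-1* kept a negative log2 fold change with any single sample left out.

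In 3 of the 7 cases the sample was a replicate 4. In polyQ35-YFP EV replicate 4, 1013 of the 9566 genes of mean value 10 or more lay at least 1 log2 unit from the mean of the other EV replicates, against 406 for *anc-1* RNAi replicate 4. A wrong label, an *anc-1* RNAi sample taken for an EV sample, is argued against by *anc-1* itself, at 295 in this sample, where the highest *anc-1* RNAi sample was at 50.8 and the lowest other EV sample at 329. A different amount of eggs and embryos in the sample may play a part. Against the mean of the other EV replicates, genes of the early embryo list were lower by -0.62 on average and those of the oocyte and maternal list higher by 0.68. The early embryo mean lay outside the other EV replicates by 0.36, which is 0.827 of their range (0.44), and the oocyte and maternal mean by 0.44, with a range of 0.38. The first stayed within the limit set for the test and the second passed it, so this explanation cannot be told apart from others with a single sample. A difference in reads does not set the sample apart, since its 9641279 reads on listed genes lay between those of EV replicates 2 (11563506) and 3 (6420594). A difference shared by the samples of the fourth repeat may play a part as well, since the deviations of EV replicate 4 from its group correlated with those of *anc-1* RNAi replicate 4 at 0.570, and those of other EV and *anc-1* RNAi samples of the strain at 0.271 or less. No biological explanation beyond eggs and embryos was tested.

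The change of *sodh-1* differed between the strains by the test of that difference (1.60 on the log2 scale, limma adjusted p = 0.0462). It also did so by edgeR (1.59), DESeq2 and the replicate block. Splits of the EV and *anc-1* RNAi labels within the strains do not decide whether this count of 1 gene is due to chance, since they can turn the effect of the treatment into a difference between strains (6 of 100 splits, the real one included, called as many genes, and 1 of them called 607). With the replicate block the test called 6 genes. Of the 35 ways to split the 7 pairs of samples between the strains, only 1, the real one, called as many (the next called 3), which argues against chance for that count, though not for *sodh-1* or any other single gene. The call was lost without any wild-type sample and without polyQ35-YFP EV replicate 1 or 2 or *anc-1* RNAi replicate 2 or 4, each leaving 0 genes called. The gene fell in both strains. It overlaps *sodh-2* on the opposite strand by 70 bases, and reads of *sodh-2* may have been counted with it. The normalization was separate for each strain, which leaves a change within a strain untouched. The strain itself remains an open biological explanation, and nothing in the design parts it from differences in how the strains were grown or handled.

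The genes of largest mean increase over both strains are not discussed in the paper. They were *spp-12* (mean log2 fold change 2.72), *spp-9* (2.71), *fipr-26* (2.51), *C42D4.3* (2.44) and *col-107* (2.30), from 68 genes called higher in both strains with no overlap between the treatments. In wild-type worms the log2 fold changes were 2.51 for *spp-12* (limma adjusted p = 8.36e-04), 2.44 for *spp-9* (0.00174), 3.07 for *fipr-26* (7.58e-06), 1.62 for *C42D4.3* (0.0107) and 1.98 for *col-107* (8.71e-04). In polyQ35-YFP worms they were 2.93 (limma adjusted p = 0.0170), 2.98 (0.0162), 1.95 (0.0226), 3.25 (0.00629) and 2.63 (0.00629). Calls lost when a single sample was left out were that of *C42D4.3* in wild-type worms (0.0724 without *anc-1* RNAi replicate 1) and those of 3 genes in polyQ35-YFP worms. There, *spp-12* reached 0.0617, 0.0541 and 0.0667 without *anc-1* RNAi replicates 1, 2 and 3, and *spp-9* reached 0.0556, 0.0537 and 0.0574. For *fipr-26* the values were 0.0676 and 0.0592 without EV replicates 2 and 3 and 0.0880, 0.0785 and 0.0533 without *anc-1* RNAi replicates 1 to 3.

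The selection required every *anc-1* RNAi sample to lie above every EV sample, so agreement between samples is no evidence here. A difference in depth is argued against, since these 5 genes kept their calls in both strains after thinning the reads. In all, 1536 genes were called in wild-type worms after thinning, 1443 of them among those called before, and 257 in polyQ35-YFP worms, 240.0 of them among those called before. Shared reads between *spp-9*, *spp-12* and similar genes, and for *col-107* reads of the gene on the other strand, were not tested and may add to their values. That *anc-1* RNAi raises these genes is a hypothesis, found and tested on the same samples.

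Of the 6 vitellogenin genes, limma called 5 higher in wild-type worms (*vit-2*, *vit-3*, *vit-4*, *vit-5* and *vit-6*), led by *vit-5* (log2 fold change 0.64, adjusted p = 7.92e-04), and the paper does not discuss them. The median log2 fold change of the list was 0.40 (camera FDR = 0.00120, fry 0.0833). The 5 became 2 without EV replicate 1 (*vit-5* and *vit-6*) and 1, *vit-5*, without EV replicate 2 or *anc-1* RNAi replicate 1. Without EV replicate 3 or *anc-1* RNAi replicate 2 the call of *vit-2* was lost, and without *anc-1* RNAi replicate 3 that of *vit-4*. In polyQ35-YFP worms limma called 0 (4 at an unadjusted p below 0.05; 0 by edgeR and DESeq2, 1, *vit-5*, with the replicate block), with a median of 0.41 (camera FDR = 0.0270, fry 0.323, and 0.0508, 0.180 and 0.167 without EV replicates 2 and 3 and *anc-1* RNAi replicate 3). Members of the family are similar in sequence and reads could be split between them, so single values are uncertain. A difference in depth is argued against, since the 5 wild-type calls were kept after thinning the reads (*vit-5* at 0.65). The treatment, *anc-1* RNAi against EV, remains an open biological explanation.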

How the results depend on the processing

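Of the settings below, edgeR, edgeR and DESeq2 with the replicate block, TMM scaling in limma, the pseudocounts of 0.5 and 5, limma without the variance trend, genes of mean value 10 or more in the gene tests, thinned reads, the LINC list without *anc-1* and the GO terms were chosen only after the result was seen. Where a cause is not named for a change, the cause was not tested.

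The change of *anc-1* itself was called under each setting and with any sample left out, from -2.86 to -2.47 in wild-type worms and from -3.41 to -3.07 in polyQ35-YFP worms. In wild-type worms the counts of 905 upregulated and 739 downregulated genes stayed within 1.5 times under DESeq2 (821 and 705), edgeR (993 and 674), RLE scaling (946 and 737), library-size scaling (908 and 686), TMM scaling (957 and 663), filterByExpr (924 and 770.0) and the replicate block (1063 and 897). They also did so for pseudocounts of 0.5 (893 and 722) and 5 (938 and 763), a mean value of 10 or more (915 and 768), thinned reads (852 and 684) and the block in edgeR (1112 and 822) and DESeq2 (656 and 563). Limma without the variance trend gave 329 and 155. A fit of all groups together, which shares an estimate of the spread with polyQ35-YFP samples, gave 400.0 and 332. Unadjusted p values called 1743 and 1591 genes, since nothing corrects them for the number of tests. With a sample left out, the upregulated genes ranged from 633 to 845 and the downregulated genes from 349 (without EV replicate 2) to 693, with 486 without *anc-1* RNAi replicate 1. Among the other splits of the wild-type samples, the 9 besides the real one called 0 genes by limma, so the real split was 1 of 10. The splits by themselves cannot exclude chance, as 3 samples against 3 allow no smaller share. In the separate polyQ35-YFP samples, 93.3% of the wild-type upregulated and 97.3% of the downregulated genes changed in the same direction.

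In polyQ35-YFP worms the counts depended on the setting. The 94 upregulated and 179 downregulated genes became 466 and 524 with the replicate block in limma, 438 and 510.0 with it in edgeR and 420.0 and 488 with it in DESeq2. Without a block, DESeq2 gave 203 and 398. Library-size scaling gave 32 and 94, limma without the variance trend gave 1 and 6, a fit of all groups together gave 215 and 390.0 and unadjusted p values gave 906 and 984. The other settings stayed within 1.5 times, with no fewer than 72 up (TMM scaling) and from 146 (TMM scaling) to 188 (RLE scaling) down. With a sample left out, the upregulated genes ranged from 19 (without *anc-1* RNAi replicate 1) to 305 (without EV replicate 4) and the downregulated genes from 41 to 535, under the same omissions. The block called the 273 genes of the fit without it and others. The real split of the samples called more genes than each of the 34 other splits (1 of 35, 0 genes in the others). That argues against chance for the count as a whole only if same-numbered samples are not pairs. Among splits that part every pair, with the block, the real one was 1 of 8 in polyQ35-YFP worms and 1 of 4 in wild-type worms. Splits of pairs allow no smaller share, so they cannot exclude chance by themselves.

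The genes shared by both strains followed the polyQ35-YFP counts. Against 79 up and 149 down, the block gave 366 and 342 in limma, 363 and 337 in edgeR and 322 and 270.0 in DESeq2. DESeq2 without a block gave 155 and 255, library-size scaling 29 and 84, limma without the variance trend 0 and 5, and unadjusted p values 598 and 627. A fit of all groups together gave 131 up, and 179 down, within 1.5 times. The range with a sample left out was 17 to 207 up and 38 to 299 down, lowest without polyQ35-YFP *anc-1* RNAi replicate 1 and highest without polyQ35-YFP EV replicate 4. For the difference between the strains, the 1 gene called became 6 with the block and 2 with DESeq2, stayed 1 under RLE scaling and with edgeR, and ranged from 0 to 6 with a sample left out, where the 6 came without polyQ35-YFP EV replicate 4.

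Of the 111 named genes tested in wild-type worms, the calls lost and gained were 1 and 1 under RLE scaling, 1 and 0 under library-size scaling, 0 and 2 with the block, 2 and 1 with edgeR, 1 and 0 under DESeq2, 0 and 1 with filterByExpr, 31 and 0 without the variance trend and 19 and 0 in a fit of all groups. Of the 110 in polyQ35-YFP worms, they were 0 and 1 under RLE scaling, 14 and 0 under library-size scaling, 0 and 18 with the block, 3 and 0 with edgeR, 0 and 9 under DESeq2, 1 and 0 with filterByExpr, 38 and 0 without the variance trend and 0 and 10 in a fit of all groups. The calls lost under library-size scaling were *F48C1.9*, *F56D6.9*, *Y68A4A.13*, *fipr-26*, *lec-8*, *spp-12*, *spp-9*, *tag-276*, *tbx-33*, *tbx-37*, *unc-84*, *ztf-11*, *F19F10.1* and *epg-2*. Besides genes whose blocked value is given at the claim, the block added *his-72* (limma adjusted p = 0.00711, against 0.0671 without it) and *sdz-21* (0.00775, against 0.0873) in polyQ35-YFP worms, and it changed no other call of a named gene. No called gene changed sign under any setting; genes not called under either of 2 settings were not compared for sign.

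For gene lists, camera with an estimated correlation called 0 lists up and 0 down in wild-type worms, against 6 and 12 with the preset correlation, and 0 up and 0 down in polyQ35-YFP worms, against 3 and 9. Under fry the counts were 5 and 10 in wild-type worms and 0 and 6 in polyQ35-YFP worms, and with the block they were 5 and 12, and 5 and 10. With a sample left out, the lists up ranged from 4 to 6 in wild-type worms and from 2 to 6 in polyQ35-YFP worms, and those down from 11 to 12 and from 9 to 10. The oocyte and maternal list, not called in polyQ35-YFP worms (camera FDR = 0.953, pointing down), was called as higher without EV replicate 4 (FDR = 0.00294) and so reversed. With a sample left out its FDR ranged from 0.00294 to 0.983. Leaving *anc-1* out of the LINC list undid the wild-type call of that list (FDR = 0.0969). Removing EV replicate 4 also turned 4 lists of that strain into calls and undid 1.

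Scaling changed a few set calls. Under RLE scaling the wild-type calls of HSR targets (camera FDR = 0.0911), UPR mt targets (0.0840) and the GO term vulval development (0.0675) were lost, as they were for genes of mean value 10 or more (0.0590, 0.0664 and 0.107). In polyQ35-YFP worms RLE scaling added C-type lectin and lysozyme genes (0.0493) and the GO terms defense response to Gram-negative bacterium (0.0460), negative regulation of transcription from RNA polymerase II promoter (0.0414), transcription factor activity (0.0386) and ubiquitin-dependent protein catabolic process (0.0282). Library-size scaling added the E2 genes (0.0482) and UPR mt targets (0.0400), and the terms endoplasmic reticulum (0.0209) and negative regulation of transcription from RNA polymerase II promoter (0.0390). The overrepresentation of *skr* and T-box genes among downregulated genes passed the threshold in both strains under DESeq2, edgeR, the block and a mean value of 10 or more (one-sided Fisher exact p at most 4.87e-04).

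Spike-in normalization and a run without a filter were not made, since 0 spike-in sequences are among the genes listed and the genes listed already have a mean of at least 2. Promoter motifs and the comparison of the strains under EV were not run, for want of a genome sequence and because the tables were normalized separately. A few named genes gave no value under filterByExpr (7 of the 111 in wild-type worms), among them *tbx-39* and *tbx-40*.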

Differences from the paper's values

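Of the settings named here, edgeR and DESeq2 with the replicate block and the test of a GO term were chosen only after the result was seen. The values below are from limma without a block unless another setting is named.

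The paper gives 338 upregulated genes shared by both strains, where limma called 79. Of the alternatives set before the data were examined, the replicate block (366) is within 1.5 times of the paper's count, and DESeq2 (155), RLE scaling (76), library-size scaling (29), filterByExpr (77), a fit of all groups together (131) and unadjusted p (598) are not. The paper gives 308 downregulated genes shared by both strains, where limma called 149. Here DESeq2 (255) and the replicate block (342) are within 1.5 times, and RLE scaling (156), library-size scaling (84), filterByExpr (150.0), the fit of all groups together (179) and unadjusted p (627) are not. The authors' deposited values follow DESeq2 with the replicate number in polyQ35-YFP worms and without it in wild-type worms, as given at the end of the other observations. None of the settings listed here combines these fits.

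For polyQ35-YFP worms the paper's upregulated genes number about 430 in Fig. 3a, read by eye, against 94 called by limma. The replicate block (466) comes within 1.5 times, and DESeq2 (203), RLE scaling (88), library-size scaling (32), filterByExpr (86), the fit of all groups together (215) and unadjusted p (906) do not. Its downregulated genes in that strain number about 500 in Fig. 3b, read by eye, against 179 called by limma. DESeq2 (398), the replicate block (524) and the fit of all groups together (390.0) come within 1.5 times, and RLE scaling (188), library-size scaling (94), filterByExpr (176) and unadjusted p (984) do not.

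The added settings, edgeR with the replicate block (363 up and 337 down in both strains) and DESeq2 with it (322 and 270.0), were chosen after seeing the values and come within 1.5 times of the paper's shared counts, while dropping 29 and 21 (edgeR) and 26 and 41 (DESeq2) of the genes called in both strains in the authors' deposited tables. The same settings, chosen after seeing the values, gave 438 and 510.0 (edgeR) and 420.0 and 488 (DESeq2) in polyQ35-YFP worms, and dropped 50 and 40 (edgeR) and 11 and 12 (DESeq2) of the genes called there in the authors' deposited table. Limma without a block called 1461 of the genes called in the wild-type table among its 1644, and 263 of those called in the polyQ35-YFP table among its 273. With the block it shared 850.0 genes with the latter. In the authors' deposited tables, 338 genes are called up and 308 down in both strains, *anc-1* left out, 483 and 396 in wild-type worms alone and 92 up in polyQ35-YFP worms alone, which match the numbers printed in Fig. 3, as does the number down in polyQ35-YFP worms alone.

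The log2 fold change of *tbx-40* in wild-type worms is about -3.5 in Fig. 4a, read by eye, and was -1.64 by limma on log2(value + 1). DESeq2 (-3.47) and RLE scaling in edgeR (-3.33) come near the drawn value, and library-size scaling (-1.64), the replicate block and the fit of all groups together do not, while filterByExpr left the gene out.

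The fixed list of TGF-β genes had a median log2 fold change of 0.18 in polyQ35-YFP worms (camera FDR = 0.801). That list was written from general knowledge, since the KEGG genes were not at hand, so it does not test the paper's own set. From a ranked test of KEGG pathways, the paper states that genes of the TGF-β pathway were lowered in that strain. It also states that ANC-1 regulates autophagy genes in polyQ35-YFP worms only, where by camera the fixed list was lower as a set in both strains (median log2 fold change -0.26 in wild-type worms), and the ranked test of the GO term, added after the result was seen, passed the threshold in neither (permutation test, adjusted p = 0.0521 in wild-type and 0.0665 in polyQ35-YFP worms).

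Fig. 3a,b present their lists as the genes of largest change in each direction. By mean log2 fold change over both strains in the authors' deposited tables, 0 of the 10 upregulated and 3 of the 10 downregulated genes are among the 10 of largest change, with ranks as low as 151 of 338 (*rps-27*) and 88 of 308 (*C39D10.7*). All 10 of each are the shared genes with the lowest adjusted p in the wild-type table.

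The paper states that genes of other E3 ligase complexes were not significantly affected, where limma called *elb-1* lower in wild-type worms (log2 fold change -0.50, adjusted p = 0.0202), a call lost without EV replicates 1 (0.0890) or 2 (0.0588) or *anc-1* RNAi replicates 1 (0.0518) or 3 (0.0705).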

Other observations

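The tests of reads shared between T-box genes and of a replicate term in the deposited polyQ35-YFP and wild type tables, the LINC list without *anc-1* and the GO terms were chosen only after the result was seen.

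The 7 genes of the LINC list had a median log2 fold change of -0.18 in wild-type worms (camera FDR = 0.00647) and -0.21 in polyQ35-YFP worms (3.03e-04), but *anc-1*, the RNAi target, is among them. Without it the 6 others had a median of -0.17 in wild-type worms (camera FDR = 0.0969, past the threshold of 0.05 no longer) and -0.20 in polyQ35-YFP worms (0.0270; fry 0.0563). Limma called 3 lower in wild-type worms and 2 in polyQ35-YFP worms. These were *anc-1* and *unc-84* in both strains and *lmn-1* in wild-type worms. The log2 fold change of *unc-84* was -0.36 in wild-type worms (limma adjusted p = 0.0291), lost without EV replicates 1 (0.0898) or 2 (0.119) and *anc-1* RNAi replicates 1 (0.110) or 2 (0.0726). In polyQ35-YFP worms it was -0.61 (limma adjusted p = 0.0319), lost without EV replicates 2 (0.114) or 3 (0.0976) and *anc-1* RNAi replicates 1 (0.127), 2 (0.0901), 3 (0.0923) or 4 (0.0560). For *lmn-1* it was -0.38 in wild-type worms (limma adjusted p = 0.0169), lost without EV replicates 1 (0.0545) or 2 (0.0992) and *anc-1* RNAi replicate 1 (0.0824), and -0.20 in polyQ35-YFP worms. The others, *emr-1* (-0.18 and -0.21), *sun-1* (-0.05 and 0.09), *zyg-12* (-0.16 and -0.46) and *unc-83* (0.20 and -0.03), were not called in either strain.

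Of 143 genes called lower in both strains with no overlap between the treatments, the largest mean falls were those of *anc-1* (-2.94), *F40E10.5* (-2.68), *F54F7.2* (-2.49), *C02B8.3* (-2.35) and *sodh-1* (-2.35). In wild-type worms *F40E10.5* was at -3.52 (limma adjusted p = 5.84e-04), *F54F7.2* at -2.2 (1.30e-05) and *C02B8.3* at -2.05 (7.66e-04). In polyQ35-YFP worms these were -1.84 (limma adjusted p = 0.0226), -2.78 (6.28e-05) and -2.65 (0.00223). The polyQ35-YFP call of *F40E10.5* was lost without EV replicates 2 (0.0716) or 3 (0.0669) and *anc-1* RNAi replicates 1 (0.0796), 2 (0.0633) or 3 (0.0674).

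Genes of the early embryo list fell in both strains, with a median log2 fold change of -0.68 over 47 genes in wild-type worms (camera FDR = 2.66e-05) and -0.81 over 44 in polyQ35-YFP worms (4.09e-11). A smaller share of early embryos in the *anc-1* RNAi samples may therefore have lowered T-box and *skr* genes, and that explanation is consistent with the value of -0.68. None of this list is in another list (0 genes), and 1 is in the study's lists; without it the medians were -0.66 and -0.77. In wild-type worms limma called 1 gene up and 14 down, and 2 and 19 when adjusted over the list alone. The 1 up became 0 without EV replicate 2 or *anc-1* RNAi replicates 1 or 3, and 2 without *anc-1* RNAi replicate 2. In polyQ35-YFP worms 0 were up and 9 down (2 and 20.0 over the list alone, 15 down with the replicate block). The 9 became 5 without EV replicate 3 or *anc-1* RNAi replicates 2, 3 or 4, 3 without *anc-1* RNAi replicate 1 and 20.0 without EV replicate 4. Whether a change of embryos lowers the T-box genes, or the T-box genes lower them, was not tested.

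A smaller germline as the whole source of the T-box fall is argued against by the oocyte and maternal and the germline nuclei lists. Of their 57 genes, 0 lay below the T-box median in either strain (-1.23 in wild-type and -1.22 in polyQ35-YFP worms). Their lowest median over the strains was -0.23, a fall in wild-type worms, so a small part stays open there. The oocyte and maternal list (30 genes) was at -0.23 in wild-type worms (camera FDR = 3.35e-05; 5 called down by limma, 9 over the list alone, 11 without *anc-1* RNAi replicate 2). In polyQ35-YFP worms it was at 0.06 (0.953; 2 down, 1 without EV replicates 1 or 2 or *anc-1* RNAi replicate 4, 0 without EV replicate 3 or *anc-1* RNAi replicates 1 to 3, and 4 up without EV replicate 4, where the FDR was 0.00294). Germline nuclei genes (27) were at -0.02 in wild-type worms (0.798; 3 up and 1 down, with 1 up without any EV replicate or *anc-1* RNAi replicates 1 or 2, and 0 down without any EV replicate or *anc-1* RNAi replicates 1 or 3) and 0.19 in polyQ35-YFP worms (0.0772, 0.0214 with the block, 1.11e-05 without EV replicate 4 and 0.0310 and 0.0210 without *anc-1* RNAi replicates 1 and 2). In polyQ35-YFP worms limma called 0 of them (2 at an unadjusted p below 0.05, 0 by DESeq2 and edgeR, 1 with the block, 5 up without EV replicate 4). Sperm genes (17 and 15) were at -0.33 (0.244) and at 0.04 (0.953), where library-size scaling gave -0.00. Limma called 0 of them in either strain (2 and 0 at an unadjusted p below 0.05, 0 by DESeq2 and edgeR, 1 down in wild-type worms without *anc-1* RNAi replicate 1).

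Reads shared between near-identical T-box genes are argued against, since T-box genes outside the paralog pairs had a median log2 fold change of -0.97 in wild-type worms and -0.82 in polyQ35-YFP worms, with 5 of 9 and 4 of 8 past the threshold. For the ribosomal protein genes, a gain of short genes was weighed among other genes of their expression. Exonic length and log2 fold change had a Spearman rho of -0.157 in wild-type worms and -0.0741 in polyQ35-YFP worms, which is the direction that explanation needs but short of the limit of -0.2 set for it. Other genes as short as the ribosomal protein genes had a median log2 fold change of -0.04 and 0.02, against 0.75 and 0.57 for the ribosomal protein genes. That argues against a gain of short genes as the whole source, and a small part of it stays open. A release of genes on the autosome arms is argued against by an odds ratio of 1.02 for upregulated genes in wild-type worms (two-sided Fisher exact p = 0.876) and 1.13 in polyQ35-YFP worms (p = 0.648). Downregulated genes lay on the arms more often, 77.9% in polyQ35-YFP worms (odds ratio 2.57, Fisher exact p = 6.29e-07) and 62.3% in wild-type worms (1.21, p = 0.0283). That was noticed in the same samples and is a hypothesis.

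The proteasome list (32 genes) had a median log2 fold change of -0.11 in wild-type worms (camera FDR = 0.0165, fry 0.170; 0.145 without EV replicate 1 and 0.138 without *anc-1* RNAi replicate 3) and 0.087 in polyQ35-YFP worms (0.123; 5.38e-05 without EV replicate 4 and 0.0373 without *anc-1* RNAi replicate 2). Limma called 0 in either strain (4 and 1 at an unadjusted p below 0.05, 0 by DESeq2 and edgeR), with *pbs-1* lowest in wild-type worms (adjusted p = 0.0654). In polyQ35-YFP worms 26 of the 32 genes lay above 0, which gives no sign of lower expression there, but neither camera nor fry (0.723) nor the replicate block (0.0879) called the list. Lower expression of these genes as a source of the lower activity the paper reports in both strains therefore cannot be told apart from other sources. The 6 cullins were at -0.20 (camera FDR = 0.218, fry 0.0388) and -0.13 (0.470), with 1 called lower by limma in wild-type worms (and 1 higher without *anc-1* RNAi replicate 3) and 0 in polyQ35-YFP worms (1 at an unadjusted p below 0.05, 1 by DESeq2, 0 by edgeR, 1 with the block, 1 without EV replicate 4). The 3 qPCR reference genes were at -0.10 (0.312) and 0.08 (0.953), and limma, DESeq2 and edgeR called 0 in either strain (1 and 0 at an unadjusted p below 0.05).

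In the authors' deposited tables, the polyQ35-YFP log2 fold changes lie within 0.000476 of DESeq2 with the replicate number as a block and up to 2.94 from DESeq2 without it. The wild-type ones lie within 0.00133 of DESeq2 without the block and up to 3.14 from DESeq2 with it. A replicate term in the fit thus accounts for the polyQ35-YFP table and is argued against for the wild-type table. The paper does not state that the tables differ in this. The comparison of the numbers of genes called in the strains is between fits of different form.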
